# Methylome decoding of RdDM-mediated reprogramming effects in the Arabidopsis MSH1 system

**DOI:** 10.1186/s13059-022-02731-w

**Published:** 2022-08-04

**Authors:** Hardik Kundariya, Robersy Sanchez, Xiaodong Yang, Alenka Hafner, Sally A. Mackenzie

**Keywords:** DNA methylation, Epigenetic, sRNA, Vigor, Stress response, Phenotypic plasticity

## Abstract

**Background:**

Plants undergo programmed chromatin changes in response to environment, influencing heritable phenotypic plasticity. The RNA-directed DNA methylation (RdDM) pathway is an essential component of this reprogramming process. The relationship of epigenomic changes to gene networks on a genome-wide basis has been elusive, particularly for intragenic DNA methylation repatterning.

**Results:**

Epigenomic reprogramming is tractable to detailed study and cross-species modeling in the *MSH1* system, where perturbation of the plant-specific gene *MSH1* triggers at least four distinct nongenetic states to impact plant stress response and growth vigor. Within this system, we have defined RdDM target loci toward decoding phenotype-relevant methylome data. We analyze intragenic methylome repatterning associated with phenotype transitions, identifying state-specific cytosine methylation changes in pivotal growth-versus-stress, chromatin remodeling, and RNA spliceosome gene networks that encompass 871 genes. Over 77% of these genes, and 81% of their central network hubs, are functionally confirmed as RdDM targets based on analysis of mutant datasets and sRNA cluster associations. These *dcl2/dcl3/dcl4*-sensitive gene methylation sites, many present as singular cytosines, reside within identifiable sequence motifs. These data reflect intragenic methylation repatterning that is targeted and amenable to prediction.

**Conclusions:**

A prevailing assumption that biologically relevant DNA methylation variation occurs predominantly in density-defined differentially methylated regions overlooks behavioral features of intragenic, single-site cytosine methylation variation. RdDM-dependent methylation changes within identifiable sequence motifs reveal gene hubs within networks discriminating stress response and growth vigor epigenetic phenotypes. This study uncovers components of a methylome “code” for de novo intragenic methylation repatterning during plant phenotype transitions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02731-w.

## Background

Plants deploy a range of seed dispersal mechanisms that can span significant distance and environmental variation [1], necessitating robust environmental adaptation strategies. Successful germination and seedling establishment in a new location favors inducible and sustainable resilience mechanisms to facilitate survival under diverse environmental conditions. Modeling heritable phenotypic response assumes a plant’s ability to manage internal metabolic stochasticity in a manner that provides for phenotype stability (canalization) together with the requisite plasticity to respond to environmental change [2, 3]. It is thought that plants persist in new and changing environments through epigenetic processes [4, 5], but directional targeting of specific gene networks for enhanced phenotypic resilience in plants has not been previously defined.

Targeted epigenetic changes in plants take place, in part, through the RNA-directed DNA methylation (RdDM) pathway. This process effects de novo DNA methylation within transposable element and heterochromatic regions of the genome [6, 7], with less clear influence on genic methylation. Small RNAs (sRNA) associated with the RdDM pathway establish target sites and are generated by the activity of *DCL3* in the canonical pathway [6], and *DCL2* and *DCL4* in associated pathways [7]. Site-specific DNA methylation is directed by the methyltransferase DRM2 [8] in a process that links to histone modifications influencing local chromatin architecture. These effects involve the histone deacetylase HDA6 [9]. HDA6 is a component of chromatin-mediated stress response [10, 11], presumably participating in re-establishment of chromatin homeostasis following environmental or developmental changes [12].

*MSH1* is a plant-specific, nuclear-encoded gene for a DNA-binding protein [13] that maintains mitochondrial [14] and plastid [15] genome stability. Disruption of the plastid-targeted MSH1 protein causes plant developmental and epigenetic reprogramming [16, 17] and a variable, stress-responsive, daylength-sensitive growth phenotype (state 1) (Fig. 1). The *msh1* reprogramming process is *HDA6*-dependent, such that an *msh1,hda6* double mutant is lethal under standard (12-h daylength) growth conditions [18]. RNAi knockdown of *MSH1* and subsequent transgene segregation leads to recurrently heritable, nongenetic *msh1* “memory” (state 2). The *msh1* memory state is a *DRM2*-dependent condition of reduced growth, delayed maturity, and chronic abiotic stress response [18].

**Fig. 1:**
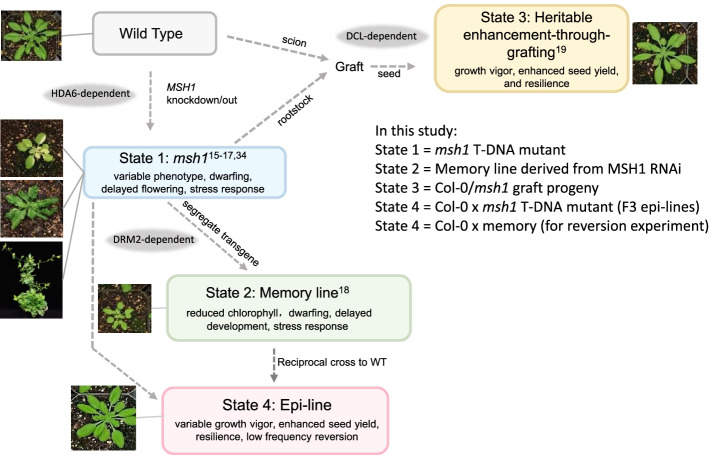
The *msh1* system is composed of four *msh1*-derived epigenetic states. In Arabidopsis, four distinct plant states originate from *MSH1* knockdown or knockout. States 1 and 2 derive directly from *msh1* disruption, resulting in highly stress-responsive phenotypes. State 1 at short daylength is variable, including a low-frequency “perennial-like” phenotype [16]. States 3 and 4 involve interaction of *msh1*-modified and naïve (wild type) genomes through grafting or crossing, resulting in growth vigor phenotypes. Genetic evidence of RdDM dependence is indicated at relevant transitions in gray shading

Grafting an isogenic wild type scion to *msh1* rootstock produces progeny with measurably enhanced growth vigor, seed production, and resilience (state 3). This phenotype is markedly different from *msh1*(state 1) and derived memory (state 2). The graft progeny growth vigor, referred to as heritable enhancement through grafting (HEG), is sustained over multiple successive generations [17]. HEG effects depend on transgenerational sRNA transmission. Progeny growth and differential methylation outcomes are obviated by including *dcl2/dcl3/dcl4* triple mutations with *msh1* in the rootstock [19]. A fourth *msh1*-derived nongenetic state exists, detailed in this report. This state arises from crossing of *msh1* to isogenic wild type, leading to a range of enhanced growth vigor in the epi-line progeny. In epi-lines, these effects are more variable and diminish after 5 to 6 generations, with evidence of sporadic reversion to a condition resembling state 2 memory as shown in this study.

Here, we exploit the MSH1 system as a model to address two fundamental questions of plant phenotypic plasticity: What are the criteria for identifying plant de novo RdDM gene targets that influence directional phenotype adjustment, and do these epigenomic effects lend themselves to prediction? We integrated nongenetic plant phenotype variation, DNA methylation, sRNA, mutant, and gene expression datasets from the four *msh1*-derived nongenetic states, to home in on putative target pathways that participate in *msh1* developmental reprogramming. With a methylation analysis procedure enhanced for sensitivity, we discriminated gene networks undergoing directional changes in methylation and transcription. These networks appeared to underpin plant phenotype transitions. The DNA methylation analysis incorporated signal detection, machine learning, and sRNA and RdDM mutant datasets to classify candidate RdDM target loci that participate in *msh1* effects without regard to cytosine context or numbers of proximal methylation changes at a site. High-resolution analysis of these putative targets pinpointed differential methylation positions within identifiable sequence motifs to discriminate the four *msh1*-derived states. These observations support a model of *msh1*-triggered epigenetic effects as targeted, programmed actions that may serve to promote phenotype plasticity in a manner far more precise than has been previously reported.

## Results

### *msh1* epi-lines comprise a distinct nongenetic state based on phenotype

Manipulation of the *msh1* mutant leads to four distinct phenotypes, with states 1 and 2 characterized by slowed growth, delayed flowering, and persistent stress response, and states 3 and 4 producing enhanced growth vigor and greater seed set over wild type (WT) (Fig. 1). State 4 results from direct or reciprocal crossing of Col-0 *msh1* mutant (state 1) or memory line (state 2) x Col-0 WT and generation of epi-F2 and epi-F3 families in Arabidopsis. Similar results were obtained regardless of the direction of the cross, which indicates that these progeny phenotype changes do not derive from altered plastid genome effects. Regardless, we used Col-0 WT as female in crosses presented in this study to retain wild type cytoplasm. Progeny populations showed more variable distribution of growth-enhanced phenotypes within the F_2_ generation than occurs in state 3 graft progeny [19], and individual epi-line populations could be categorized with either enhanced vegetative growth, greater seed set, or both (Fig. 2; Additional file 1: Fig. S1).

**Fig 2:**
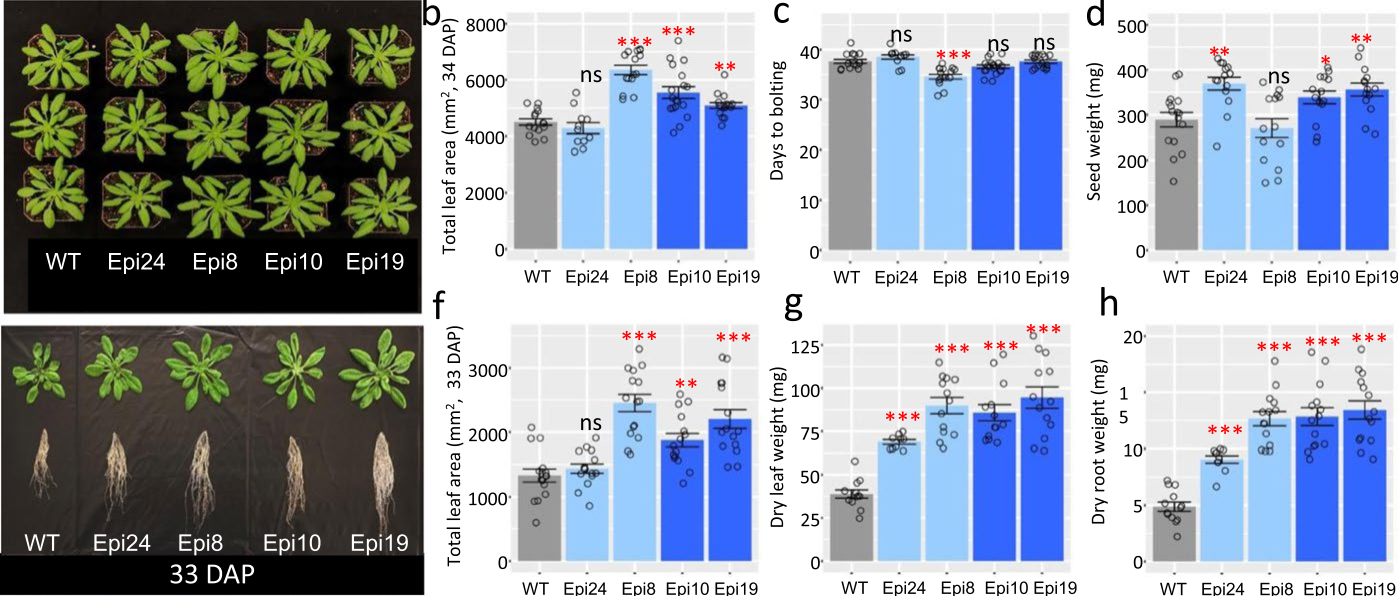
Characteristics of epi-lines derived by crossing *msh1* T-DNA mutant with isogenic wild type. **a** The phenotypes of different epi-line F3 populations at 34 DAP. The lines derive from WT x *msh1* crosses, with Epi 24 and Epi 8 from one parental cross, and Epi 10 and Epi 19 from a second parental cross. **b** Total leaf area (34 DAP), **c**, days to bolting, and **d**, seed weight (mg) are shown for the four populations along with WT control. **b–d** Bars represent means ± SE. The Mann–Whitney *U*-test with two-sided alternative hypothesis was used to test significance of the difference of mean between each Epi F3 population and WT control. **e** Root phenotype of the four different Epi F3 populations grown in sand (33 DAP). **f** Total leaf area (33 DAP), dry leaf weight (mg), and dry root weight (mg) are shown for the four populations grown on sand along with WT control. **f–h** Bars represent means ± SE. The Mann–Whitney *U*-test with two-sided alternative hypothesis was used to test significance of the difference of mean between each Epi F3 population and WT control. Significance codes: *p < 0.05, **p < 0.01, ***p < 0.001, ns – not significant

We followed 4 F3 populations of cross-derived epi-lines. Epi 8 and Epi 24 were sibling lines from one WT x *msh1* cross event, and Epi 10 and Epi 19 were sibling lines from a second WT x *msh1* cross. All four F3 epi-lines showed uniform phenotypes within each population, but significant variation between the four populations (Fig. 2; Additional file 1: Fig. S1). Epi-line populations were increased in aboveground vegetative growth and underground root development (Fig. 2a, e). Three of the populations, Epi 8, 10, and 19, had significantly higher total leaf area than the WT control (Fig. 2b, f), and all four populations had higher dry leaf weight than WT (Fig. 2g). The four populations also showed higher dry root weight than WT (Fig. 2h).

Enhanced reproductive growth occurred in the three epi-lines, Epi 8, 10, and 19, while Epi 8 showed early flowering (Fig. 2c). Importantly, Epi 8 and Epi 24, full-sib populations from the same original cross, showed distinct phenotypes. Epi 24 was highest in seed weight and lowest in leaf area among the epi-lines, while Epi 8 was highest in leaf area and lowest in seed weight. These observations suggest that nongenetic growth vigor can vary in vegetative versus reproductive allocations within closely related populations, and we focused on Epi 8 versus Epi 24 for more detailed studies.

The epi-line phenotype receded back to wild type by the fifth or sixth (S5, S6) generation. On occasion, we observed sporadic, low-frequency incidence of reversion to a condition resembling memory (state 2) phenotype (Fig. 3a). Putative revertants displayed reduced growth rate, altered leaf morphology, and enhanced stress response. Frequency of these putative reversion events ranged from 15 to 19% in Arabidopsis (Table 1). We have not observed this type of reversion phenomenon in graft progeny to date, with all graft progeny outcomes resulting in either enhanced growth or wild type growth phenotypes [17, 19].

**Fig. 3:**
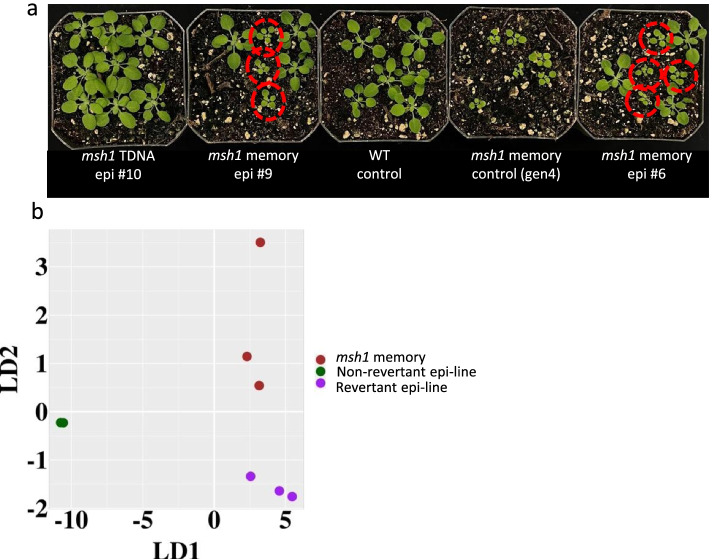
Reversion phenotype in Arabidopsis. **a** Plant growth phenotype of three F3 epi-line populations, Epi 10 derived by crossing to *msh1* T-DNA mutant, and Epi 6 and Epi 9 derived by crossing to *msh1* memory line. Dashed circles indicate putative revertants. Col-0 wild type and *msh1* memory are shown as controls. **b** Principal component analysis-linear discriminant analysis of methylome data from three epi-line (non-revertant) and three revertant full-sib F3 (state 4) progeny compared to three independently derived *msh1* memory (state 2) plants

**Table 1:** Reversion frequencies within epi-lines

Lines tested*	Population	Reversion frequency
Epi 9 (memory)	epi-F3	20/106 (18.87%)
Epi 6 (memory)	epi-F3	17/111 (15.32%)
Epi 10 (T-DNA)	epi-F3	0/77
*msh1* memory	Gen 4	35/35 (control)
WT Col-0		0/55 (control)

* In Lines tested, T-DNA refers to *msh1* T-DNA insertion mutant used in cross as control

The reversion phenomenon implies that the epi-line state 4 and memory state 2 conditions are closely related. Reversion occurred in only epi-line populations deriving from crosses to an *msh1* memory line (state 2) pollen parent, but not with *msh1* null mutant (state 1) as pollen parent (Table 1). We interpret this observation to indicate that *msh1* signal is weaker in the memory line than null mutant, leading to a less stable epi-line outcome. This interpretation would be consistent with the relatively weaker methylome repatterning effects reported in *msh1* memory (state 2) relative to *msh1* (state 1) [18].

### The *msh1* states 1 to 4 comprise discrete epigenetic phases by whole-genome methylome analysis

Significant changes in DNA methylation were detected in the four Arabidopsis epi-lines (F3), with gene-associated changes predominantly in CG context (Additional file 1: Fig. S2) and variable hyper and hypomethylation in CHH context within and between epi-lines (Additional file 1: Fig. S3). To estimate the relationship of intragenic methylation changes with plant phenotype, we used high-resolution methylome analysis. The procedure incorporates signal detection and machine learning to discriminate high-probability, treatment-associated methylation changes within gene regions. We consider three features of this analysis to be vital to this study: (1) The analysis focused on intragenic methylation repatterning without exclusion of single cytosine methylation changes. (2) DNA methylation variation within wild type samples was measured and subtracted to allow discrimination of treatment-associated (*msh1*-derived) methylation changes; and (3) individual cytosine methylation status, reflecting the outcome of pooled cell types, was analyzed as probability distributions using Hellinger divergence [20] rather than binary classification. The resulting datasets of treatment-associated differentially methylated positions (DMPs) could then be used for unbiased comparative analysis in all subsequent steps.

Hierarchical clustering of methylome data for individual plants from all four states in Arabidopsis used methylation level changes (computed as Hellinger divergence) at intragenic DMPs. The result produced clustering of individual plants (biological replicates) from the same population, with plants from different states separating to 6 branches distinct from WT control groups (Fig. 4). Despite originating from the same cross, Epi 8 and Epi 24 separated to two subgroups (Fig. 4a), in agreement with their distinct phenotypes (Fig. 2). The data suggested that Epi 24 genic DNA methylation repatterning was more closely related to that of graft progeny (HEG; state 3) than to its full-sib Epi 8 (Fig. 4a). Epi 10 and Epi 19 also formed two closely related clusters consistent with their phenotypic similarity. In contrast, hierarchical clustering of transposable element-associated DMPs in the four epi-lines produced outcomes in keeping with lineage, so that Epi 8 and Epi 24 now clustered together, as did Epi 10 and Epi 19 within a single sub-cluster, and both clusters separated from the graft progeny (HEG) state 3 (Fig. 4b). Thus, gene-associated methylation repatterning could be discerned to reflect plant phenotype among lines that are genetically uniform.

**Fig. 4:**
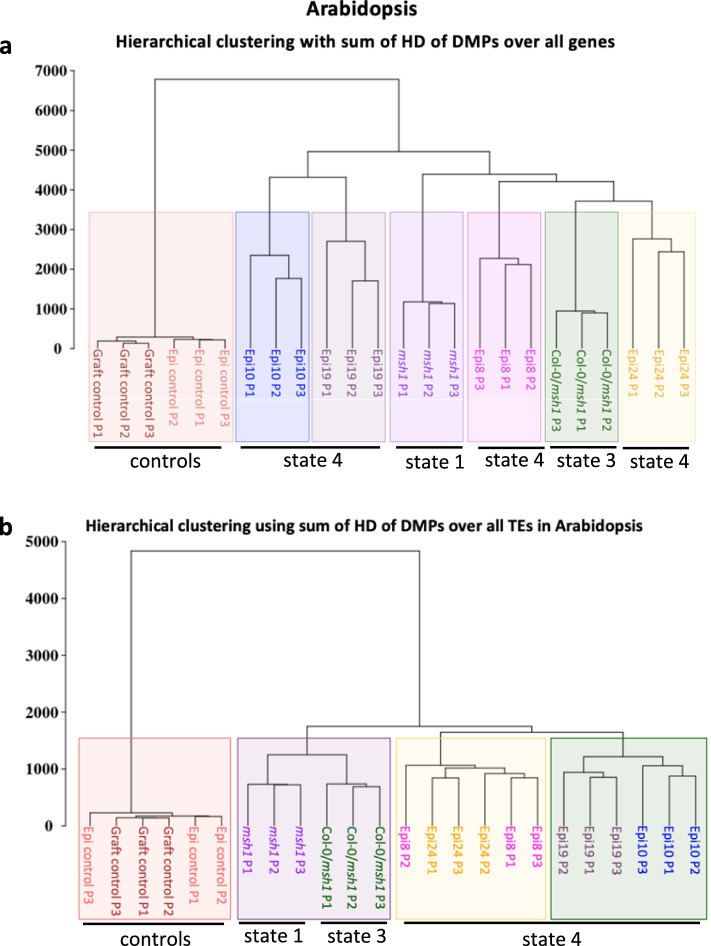
Discrimination of methylation repatterning among different *msh1* states. **a** Hierarchical clustering results with genic methylome data from three different *msh1* states in Arabidopsis: *msh1* null mutant (state 1), Col-0/Col-0_*msh1*_ graft progeny (state 3), Epi F3 populations (state 4), and relevant Col-0 controls. **b** Hierarchical clustering results with TE DMP data from the same Arabidopsis datasets presented in panel **a**. Individuals were represented as vectors of the sum of Hellinger divergences (HD) at DMP positions within gene regions (**a**) or TE regions (**b**). The hierarchical clustering was built using Ward agglomeration method, and Hellinger divergence (HD) was computed by using the centroid of corresponding wild type samples. HD formula is reported elsewhere [21]

### Methylome data support epi-line revertants as closely related to *msh1* memory state 2

We included Epi-line (state 4) revertant samples in Arabidopsis in methylome analyses to test for evidence of methylation repatterning in revertants versus epi-line full-sib samples. Principal component with linear discriminant analysis (PCA-LDA) of these datasets using Hellinger divergence produced distinct clustering of epi-line (non-revertant) from revertant individuals deriving from the same progeny population. The epigenomic features that distinguished revertant from epi-line full-sib progeny presumably reflect inherent epigenomic stochasticity. Revertant methylome datasets showed a closer relationship with data from *msh1* memory state 2 (Fig. 3b). Specifically, of 2192 differentially methylated genes (DMGs) identified in the memory state 2 dataset, 1536 (70%) were shared with the revertant dataset, where overlap with a non-revertant epi-line was 1227 (55%) DMGs.

The *msh1* memory plants were derived from an independent population, so the similarity detected is expected to be meaningful rather than merely the consequence of lineage. A relationship of the revertant methylome profile with *msh1* memory would be consistent with their demonstrated similarity in plant phenotype (Fig. 3). These results support previous indications of *msh1* memory as distinctive in methylome features [18] and confirm low-frequency conversion of epigenetic state 4, enhanced in growth vigor, to something resembling the state 2 persistent stress response phenotype.

### Epi-line methylome datasets are altered in growth-related gene networks

To investigate the relationship of intragenic differential methylation to emergent phenotypes, we focused on the identification of differentially methylated genes (DMGs). DMGs for each epi-line population were identified by applying generalized linear regression analysis (GLM) to test significance of the difference between group DMP counts (WT vs. epi-lines) in genes. This analysis identified 3204, 2860, 3208, and 2797 DMGs in Epi 8, Epi 10, Epi 19, and Epi 24, respectively (Additional file 2), with significant overlap between the epi-line datasets (Fig. S4). To investigate coincidence of DMG functional relationships in each population, we conducted a gene network-based enrichment analysis. DMGs from the different epi-lines shared enrichment for specific functional networks, particularly epigenetic-related processes (blue arrows) and plant developmental pathways (red arrows) (Fig. 5a; Additional file 2). For example, we detected enrichment for pathways involved in covalent chromatin modifications, DNA repair, maintenance of DNA methylation, RNA splicing and processing, and production of miRNAs involved in gene silencing. Toward plant development, we identified pathways for vegetative to reproductive phase transition, sugar metabolism and signaling, response to strigolactone, root development, auxin transport, and red/far-red light phototransduction. These outcomes reflect a non-random quality of DMP datasets, implying that methylation machinery-targeted gene loci and their respective networks can be identified based on methylome signal.

**Fig. 5:**
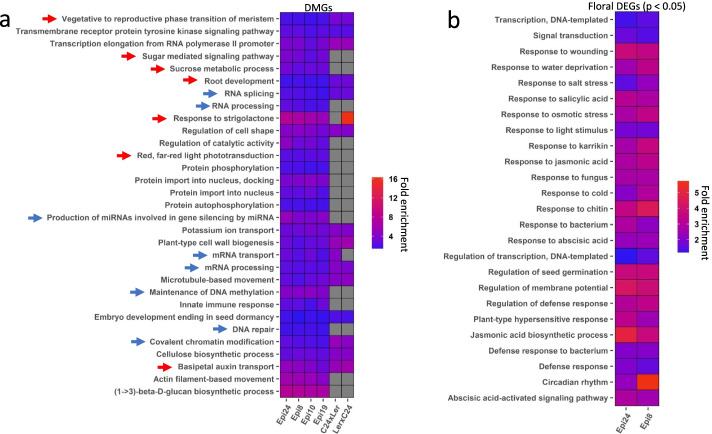
Significant enriched GO pathways by DMG and DEG analysis in epi-lines. **a** Enriched GO pathways shared by the four epi-lines in Arabidopsis as well as by F1 hybrid DMGs from the C24 x L*er* cross by our analysis. Original methylation data for the F1 hybrid were previously reported [22]. Heat map was generated using the fold enrichment of GO terms (FDR < 0.05) common between all four epi-lines. Blue arrows indicate pathways likely contributing to epigenetic change and red arrows indicate pathways likely associated with plant developmental changes. Complete list of GO terms is available in  Extended Data 2 and 3. **b** Enriched GO pathways from DEGs (FDR<0.05) shared by Epi 8 and Epi 24 floral stem tissues. Heat map displays the fold enrichment of GO terms (FDR < 0.05) common between both the epi-lines. Complete list of GO terms is available in Extended Data 4. DAVID GO (version 6.8) [23] was used for GO enrichment analysis. GO terms with EASE score (a modified Fisher exact *P*-value) < 0.05 were used for FDR calculation. FDR was calculated using package stats (version 3.6.0; p.adjust method = FDR) in R. Package ggplot2 (version 3.3.3) in R was used to generate heatmap

We analyzed methylome data previously reported for the Arabidopsis F1 heterotic cross of ecotypes C24 and L*er *[22] with the methylome analysis methods that were applied to the *msh1* datasets (Additional file 3). The enriched networks emerging from F1 hybrid (C24 x L*er*, and L*er* x C24) data showed partial conformity to what was identified in *msh1*-derived epi-line data, emphasizing many of the same developmental pathways (Fig 5a). DMG overlap between hybrid data and epi-lines ranged from 47% overlap with Epi 10 to 54% overlap with Epi 8. This apparent alignment of methylome-identified gene pathways between the heterotic hybrids and *msh1* epi-lines supports linkage of phenotype with methylome repatterning.

Examination of gene transcript changes in Arabidopsis epi-line populations involved sampling floral stem tissues, where MSH1-expression is enriched [13, 24]. 

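The floral stem experiment comprised RNA from 3 individual plants each of Epi 8, Epi 24 and wild type (WT), with 1 paired-end library per plant. The plants were 6 weeks old. Epi 8 and Epi 24 are F3 families from the same cross of Col-0 WT with the *msh1* mutant, in which the nuclear gene *MSH1* for a DNA-binding protein of mitochondria and plastids is disrupted. The authors trimmed the reads with TrimGalore, aligned them to the TAIR10 genome with STAR, kept uniquely mapped reads, filtered the alignments by mapping quality with QoRTs, and deposited the number of reads counted on each gene of each plant, without normalization. Reads that map equally well to several copies of a gene are therefore missing from the counts, and the paper's text does not name the strand setting of the counting. Total counts per plant ranged from 18689087 to 19407964 in Epi 8 (median 18800663), from 19723395 to 21219383 in Epi 24 (median 20936972) and from 18465252 to 19802298 in WT (median 18661428). At these depths, 3 counts corresponded to between 0.141 and 0.162 CPM, the counts that edgeR scales to a common library size. From these counts, the 9 libraries were scaled by edgeR's TMM method and fitted together, so that the 3 groups share an estimate of the spread. The edgeR function filterByExpr kept 19594 genes. A gene was called a differentially expressed gene (DEG) at a Benjamini-Hochberg FDR under 0.05 over all tested genes in edgeR's quasi-likelihood test and an absolute log2 fold change (log2FC) of at least 0.5. The paper gives the same limits and names edgeR, but its text does not name the edgeR test, the gene filter or the libraries that entered each fit. *MSH1* (AT3G24320), on chromosome 3 of TAIR10 from 8822924 to 8829728, had 3.36 ± 1.67 CPM in Epi 8, 2.47 ± 0.775 CPM in Epi 24 and 3.04 ± 0.789 CPM in WT (SD, n = 3 plants each). Neither line differed from WT beyond the spread between plants (FDR 0.946 for Epi 8 and 0.918 for Epi 24), and between 39 and 105 reads per plant were counted on the gene.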

Epi 8 and Epi 24, selected as full-sib lines differing in plant phenotype, were compared by RNAseq analysis of floral stem tissues. Our primary purpose in deriving gene transcript abundance data was to derive differentially expressed gene (DEG) datasets that could be integrated with methylome data for more robust gene network analysis. We have shown in previous studies that the direct overlap between DEG and DMG datasets is limited, with DMGs emphasized in upstream regulatory components and DEG data often identified in downstream components of a pathway [18, 19]. Epi 8 and Epi 24 analysis revealed 1375 DEGs from floral stem in Epi 8 and 1033 for Epi24 (*p* < 0.05; FDR < 0.05; Additional file 4).

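Of the 19594 genes tested in floral stem, 5 were DEGs in Epi 8, all lower than in WT, and 0 were DEGs in Epi 24. The smallest FDR was 0.00344 in Epi 8 and 0.547 in Epi 24. Without adjustment, at p under 0.05 and the same fold limit, 1416 genes passed in Epi 8 (577 higher, 839 lower) and 995 in Epi 24 (447 higher, 548 lower). Regardless of fold, 1729 and 1197 genes had an unadjusted p under 0.05, where chance alone gives 979.7. The 3 plants of the line did not overlap the 3 WT plants for 12.4% of the genes in Epi 8 and 9.9% in Epi 24, and chance gives 10%. Among the tests that kept the adjustment, DESeq2's Wald test moved the counts most, to 358 DEGs in Epi 8 and 21 in Epi 24. The plants of each group carry the numbers 1 to 3, and the deviations of same-numbered plants from their group means correlated across genes at -0.102 between Epi 8 and WT. With the plant number as a block, 7 genes were DEGs in Epi 8. The DEG with the largest decrease in Epi 8 was AT5G17460 (chromosome 5, 5757073 to 5759817), annotated as a glutamyl-tRNA(Gln) amidotransferase subunit C, with 3.97 ± 0.397 CPM in Epi 8 and 26.7 ± 4.02 CPM in WT (SD, n = 3), a log2FC of -2.75 (SE 0.209, FDR = 0.00344). The cold-responsive gene *KIN2* (AT5G15970, chromosome 5, 5211719 to 5212743) had 59.2 ± 10.6 CPM against 324 ± 85.8 CPM in WT, a log2FC of -2.45 (SE 0.232, FDR = 0.0123). Its count is uncertain because the similar gene *KIN1* lies beside it and reads shared by both were not counted. *LTI78*, also known as *RD29A* (AT5G52310, chromosome 5, 21240717 to 21243644), had 181 ± 20.1 CPM against 747 ± 138 CPM, a log2FC of -2.04 (SE 0.202, FDR = 0.0123). The other 2 DEGs, named after their values were seen, were *TAG1* (AT2G19450; log2FC -1.73, SE 0.182, FDR = 0.0162) and AT5G18540 (log2FC -1.48, SE 0.18, FDR = 0.0455). Compared directly, Epi 8 and Epi 24 differed by 3 DEGs, each lower in Epi 8. They were AT5G17460 (log2FC -2.49, FDR = 0.00785), *KIN2* (-2.15, FDR = 0.0374) and *LTI78* (-1.78, FDR = 0.0381). Same-numbered plants of the lines correlated at 0.153, and with the plant number as a block this comparison gave 0 DEGs. Without adjustment, 2792 genes passed (1381 higher and 1411 lower in Epi 8), and the plants of the lines did not overlap for 26.2% of the genes.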

To assess the impact of tissue type in gene expression changes, we also compared Epi 8 and Epi 24 root DEG datasets and included Epi 8 leaf DEG data to compare Epi 8 leaf, root, and floral datasets (Additional file 1: Fig. S5, Additional file 4). 

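For the tissue comparison, roots of 3 plants each of Epi 8, Epi 24 and WT and leaves of 3 plants each of Epi 8 and WT were sequenced in the same way, and the authors deposited counts per gene made by the same steps. Root plants were 10 days old. The paper gives 4 weeks for the leaf plants, and the sample labels give the bolting stage. Leaves of 3 plants of Epi 10, an epi-line from another cross, also entered the leaf fit, because the groups of a tissue share an estimate of the spread. Total counts per root plant ranged from 19496110 to 20041205 in Epi 8 (median 19888097), from 18524351 to 19816250 in Epi 24 (median 18803821) and from 18596963 to 19563494 in WT (median 18620896). Leaf libraries were deeper, with 48098795 to 70367330 counts in Epi 8 (median 70067937), 68231390 to 89869258 in Epi 10 (median 68248685) and 74280022 to 90808615 in WT (median 74855153). In root, 3 counts corresponded to 0.15 to 0.162 CPM, and in leaf to 0.033 to 0.062 CPM. The tests covered 20787 genes in root and 20052 in leaf. In root, *MSH1* had 9.63 ± 0.447 CPM in Epi 8, 7.51 ± 2.1 CPM in Epi 24 and 8.90 ± 2.4 CPM in WT (SD, n = 3; FDR 0.99 and 0.887 against WT). In leaf it had 15.4 ± 0.481 CPM in Epi 8 and 17.5 ± 2.69 CPM in WT (SD, n = 3), with an FDR of 0.39. Each tissue was fitted on its own, and no gene was compared across tissues except through the difference of each line from its own WT.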

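In root, 0 of 20787 genes were DEGs in Epi 8 and 0 in Epi 24, with smallest FDR values of 0.127 and 0.347. With an unadjusted p under 0.05 and the fold limit, 628 genes passed in Epi 8 root (232 higher, 396 lower) and 769 in Epi 24 root (455 higher, 314 lower). The groups did not overlap for 13.3% and 10.9% of the genes, where chance gives 10%. In Epi 8 leaf, 191 of 20052 genes were DEGs, 36 higher and 155 lower than in WT, and the groups did not overlap for 25.7% of the genes. Scaling by DESeq2's size factors (RLE) in place of TMM gave 144 DEGs in leaf, 23 higher and 121 lower. Same-numbered plants of Epi 8 and WT correlated at 0.15 across genes in their deviations from the group means, and with the plant number as a block 42 genes were DEGs in leaf. An unadjusted p under 0.05 in the same test gave 1426 genes in leaf (676 higher, 750 lower), and edgeR's exact test on the 6 libraries with an unadjusted p moved the leaf count most among the tests, to 1501 (745 higher, 756 lower). Among the leaf DEGs whose groups did not overlap and whose mean over the 9 leaf libraries was at least 1 CPM, the largest increases were in AT4G04223 (chromosome 4, 2036511 to 2037816; log2FC 1.47, SE 0.287, FDR = 0.0492), the dicarboxylate carrier gene *DIC3* (AT5G09470, chromosome 5, 2949132 to 2950695; log2FC 1.38, SE 0.28, FDR = 0.0498) and AT5G47610, a RING/U-box gene (chromosome 5, 19301130 to 19302117; log2FC 1.09, SE 0.211, FDR = 0.0472). Their CPM were 10.7 ± 3.8, 1.45 ± 0.376 and 7.63 ± 1.58 in Epi 8 and 3.86 ± 1.1, 0.552 ± 0.014 and 3.57 ± 0.766 in WT (SD, n = 3). Under the same limits, the largest decreases were in *QQS* (AT3G30720, chromosome 3, 12349047 to 12349933; log2FC -2.27, SE 0.391, FDR = 0.0362), in AT2G25210 for ribosomal protein L39 (chromosome 2, 10739855 to 10740552; log2FC -1.43, SE 0.202, FDR = 0.0262) and in *AGP21* (AT1G55330, chromosome 1, 20648465 to 20648891; log2FC -1.39, SE 0.138, FDR = 0.0134). Their CPM were 10.2 ± 5.45, 9.34 ± 1.6 and 11.6 ± 1.95 in Epi 8 and 49.0 ± 12.4, 25.1 ± 7.03 and 30.5 ± 3.88 in WT (SD, n = 3). AT2G25210 is uncertain because ribosomal protein genes form families of similar copies, and *AGP21* because it overlaps AT1G55335 on the opposite strand.

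**Figure D1:**
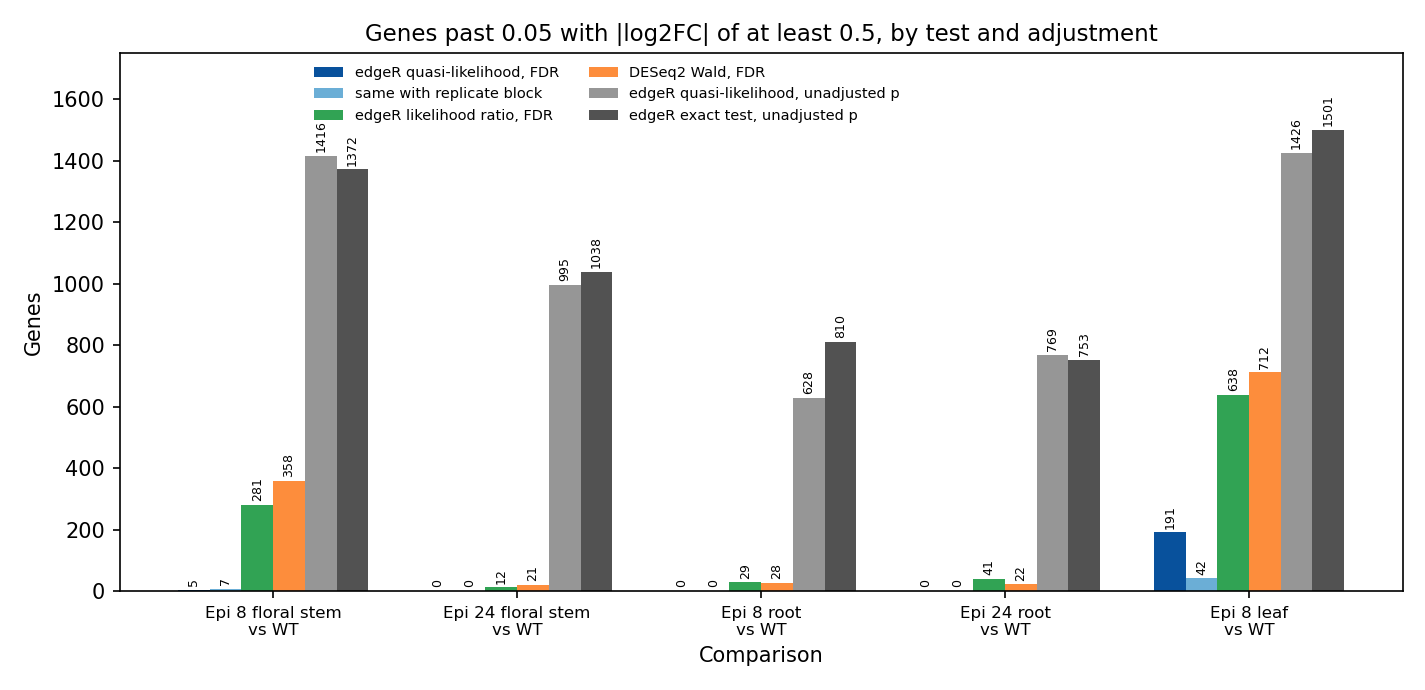
Number of genes past 0.05 with an absolute log2FC of at least 0.5 (vertical axis) for floral stem and root of Epi 8 and Epi 24 and leaf of Epi 8 against WT (horizontal axis), with a bar for each of 6 tests and the count above each bar. The exact test used the 6 libraries of each comparison and the others all 9 of the tissue. The bars drawn with an FDR lie between 0 and 712 genes, and the bars with an unadjusted p between 628 and 1501.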

GO pathways identified in Epi 8 and Epi 24 root samples were consistent with those identified in floral stem samples and showed relatively few differences between the two lines except for notable enrichment in defense response-related pathways evident in Epi 8. 

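Because adjusted calls were absent in both root comparisons, annotation terms were tested on the genes at an unadjusted p under 0.05 with the fold limit, a choice made after the data had been seen. Terms were taken from the descriptions in the TAIR10 annotation, and are not the GO terms that the paper tested with DAVID. The descriptions were split at commas, so some terms are fragments, and entries such as "in 7 processes" name no process. Each of the 479 terms with at least 5 tested root genes was tested by a one-sided Fisher's exact test against the 12805 tested root genes that carry a term, with Benjamini-Hochberg adjustment. In Epi 8 root, 384 of the listed genes carried a term and 3 terms passed an FDR of 0.05, each at 0.0403. These were lignin catabolic process (4 of 11 genes), oligopeptide transport (7 of 42) and plant-type cell wall loosening (5 of 20). Defense response had 15 of 245 genes in Epi 8 root, 2.04 times the background share (FDR 0.337). In Epi 24 root, 467 listed genes carried a term and 4 terms passed. Defense response had 25 of 245 genes, 23 of them higher than in WT and 2.8 times the background share (FDR 0.00161). The others were apoptosis (14 of 111, FDR 0.012), response to chitin (9 of 55, FDR 0.0241) and exocytosis (5 of 18, FDR 0.0437). In the direct comparison of the lines, 9 terms passed. Those with the smallest FDR were transmembrane receptor protein tyrosine kinase signaling pathway (26 of 109 genes, FDR 1.35e-07), secondary cell wall biogenesis (6 of 8, FDR 0.000203) and lignin catabolic process (6 of 11, FDR 0.00192), with 0 of these genes higher in Epi 8. The others were protein amino acid phosphorylation, carbohydrate metabolic process, transmembrane transport, water transport, transport and response to water deprivation. Defense response was not among them, with 21 of 245 genes, 2 of them higher in Epi 8 (FDR 0.556). Compared directly, Epi 8 and Epi 24 roots differed by 4 DEGs, named after their values were seen. *CHX17* (AT4G23700; log2FC -1.06, FDR = 0.0384), AT5G38910 (-4.06, FDR = 0.0418) and AT2G03200 (-0.93, FDR = 0.0418) were lower in Epi 8, and the heat shock gene *HSP17.4* (AT3G46230; 2.33, FDR = 0.0418) was higher. AT5G38910 and *HSP17.4* belong to multigene families, so their counts are uncertain where copies are similar. Without adjustment, 1081 genes passed (333 higher and 748 lower in Epi 8), and the plants of the lines did not overlap for 17.0% of the genes against 10% by chance.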

Comparison of Epi 8 root and leaf samples showed enrichment for root morphogenesis and development pathways in the root DEG dataset, and differential representation of circadian and light response pathways. These tissue comparisons suggested that a feature distinguishing the Epi 8 and Epi 24 DEG datasets was Epi 24 enrichment in defense pathways in root tissues, whereas Epi 8 showed this enrichment in leaf tissues. 

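The annotation term root development held 3 of its 31 tested genes among the Epi 8 root genes at an unadjusted p (one-sided Fisher's exact test, FDR 1.0). Circadian and light response genes were taken from the terms that Additional file 4 lists for the floral stem DEGs, as far as the gene lists were at hand. These were 40 genes from 3 circadian terms and 71 genes from 8 light terms, and they were followed in root and leaf. Of the circadian genes, 37 were tested in root and 37 in leaf. In Epi 8 root, 11 of them (29.7%) passed at an unadjusted p against 3.0% of the other genes (one-sided Fisher's exact test, p = 7.34e-09, adjusted p = 4.04e-08 over 11 set comparisons), and 3 passed an FDR of 0.05 computed over the circadian genes alone. Fisher's test takes the genes as independent, so its p is too small where circadian genes vary together between plants. The circadian genes did not move in a common direction, with 19 higher and 18 lower and a median log2FC of 0.07 (limma's camera, unadjusted p of 0.443, adjusted p = 0.541). In Epi 8 leaf, 3 (8.1%) passed at an unadjusted p against 7.1% of the other genes, 28 were higher and 9 lower, and the median log2FC was 0.087 (camera, unadjusted p of 0.0247, adjusted p = 0.0452). With the plant number as a block the leaf median was 0.089 (camera, unadjusted p of 0.0329). Light response genes had a median log2FC of -0.067 in root (66 genes, camera, adjusted p = 0.915) and 0.065 in leaf (69 genes, adjusted p = 0.112), or 0.070 in leaf with the block. At an unadjusted p, 3 and 8 of them passed. The difference between the effects in root and leaf was -0.09 for the circadian genes (exact permutation within each tissue, p = 0.615, adjusted p = 0.683 over 10 tissue comparisons) and -0.12 for the light genes (p = 0.31, adjusted p = 0.388). The direction of circadian genes depends on their phase, so a clock index was computed for each plant as the mean log2 CPM of 4 morning genes (*CCA1*, *LHY*, *PRR9*, *RVE8*) minus that of 6 evening genes (*TOC1*, *GI*, *LUX*, *ELF4*, *PRR5*, *FKF1*). In root it was -1.99 ± 0.308 in Epi 8 and -0.87 ± 0.394 in WT (SD, n = 3), with all 6 evening genes higher and 0 of the 4 morning genes higher in Epi 8 (exact permutation test, two-sided, p = 0.1, adjusted p = 0.15 over 6 comparisons). In leaf it was -5.66 ± 0.146 in Epi 8 and -6.19 ± 0.389 in WT (SD, n = 3; exact permutation test, p = 0.1, adjusted p = 0.15), with 4 of 4 morning genes and also 5 of 6 evening genes higher in Epi 8, so the phases did not move in opposite directions in leaf. A p of 0.1 is the smallest that 3 plants against 3 allow. The effects in the 2 tissues differed by -1.65 (exact permutation within each tissue, p = 0.005, the smallest of 400 arrangements, adjusted p = 0.025 over 10 comparisons). This p is a test against no effect in either tissue and not of equal effects, and it follows from plants that do not overlap in either tissue and shift in opposite directions. The hour of harvest was not found in the paper's text or the sample labels. *LUX* and *FKF1* each overlap a gene on the opposite strand. In root, *CCA1* (AT2G46830, chromosome 2, 19245591 to 19248915) had 6.70 ± 1.3 CPM in Epi 8 and 13.8 ± 2.55 CPM in WT (SD, n = 3), a log2FC of -1.04 (SE 0.243, FDR = 0.543).

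**Figure D2:**
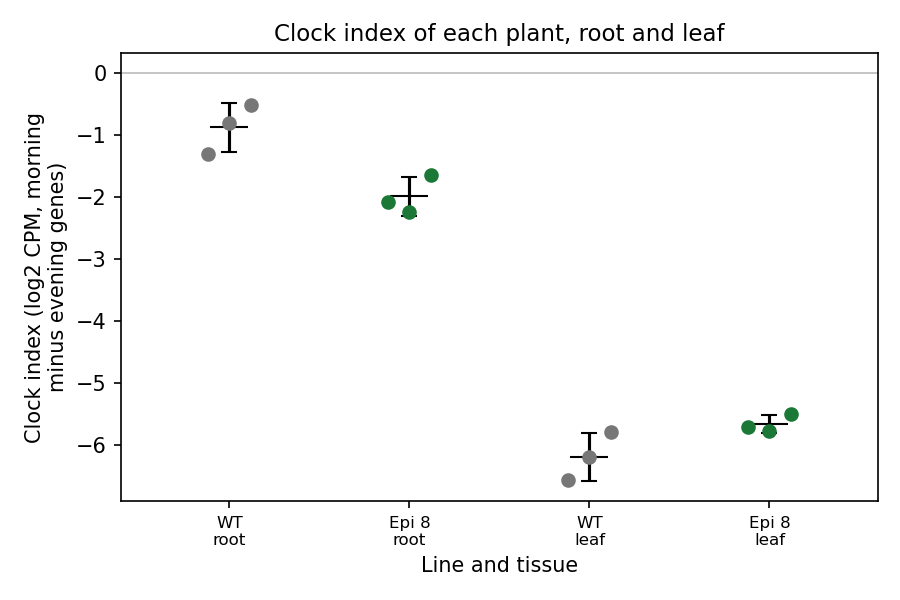
Clock index of each plant (vertical axis, difference of mean log2 CPM of morning and evening genes) for WT and Epi 8 in root and leaf (horizontal axis), with points for the 3 plants and bars for the mean ± SD. The Epi 8 roots lie between -2.24 and -1.64, under the WT roots, the highest of which is at -0.52.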

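A defense gene set was formed from 171 genes that Additional file 4 lists under 8 defense terms for the floral stem DEGs. It was followed in root and leaf. The gene lists at hand were cut, with 36 of the 52 genes of defense response in Epi 24 floral stem. The set is therefore part of what the paper lists, and its tests hold for that part. In Epi 24 root, 107 of the 154 tested genes were higher than in WT and 47 lower, with a median log2FC of 0.17 (limma's camera, unadjusted p of 1.48e-04, adjusted p = 0.000407 over the family of 11 set comparisons). At an unadjusted p, 15 of them (9.7%) passed against 3.7% of the other genes. In Epi 8 root, 75 were higher and 79 lower, with a median of -0.013 (unadjusted p of 0.753, adjusted p = 0.828), and 4 passed at an unadjusted p. The direct comparison of the lines in root gave a median of -0.13, with 110 of 154 genes lower in Epi 8 than in Epi 24 (unadjusted p of 3.61e-04, adjusted p = 0.000794). In Epi 8 leaf, 133 of 170 tested genes were higher and 37 lower, with a median log2FC of 0.28 (unadjusted p of 2.42e-08, adjusted p = 2.67e-07). Of these, 2 were DEGs, 14 passed an FDR of 0.05 computed over the set alone, and 39 (22.9%) passed at an unadjusted p against 7.0% of the other genes. With the plant number as a block, the leaf median was 0.283 (unadjusted p of 2.08e-08). The camera test assumed an inter-gene correlation of 0.01. When the correlation was estimated from the data instead, the test gave an unadjusted p of 0.163 for Epi 24 root, 0.151 for Epi 8 leaf and 0.186 for the direct comparison. Between Epi 8 root and leaf, the effects on the mean log2 CPM of the set differed by -0.30 (exact permutation within each tissue, p = 0.175, adjusted p = 0.25 over 10 tissue comparisons). Leaves of Epi 24 were not analysed here, so the contrast between the lines rests on root alone. From the pathway enrichments in the tissues, the paper proposes that defense pathways distinguish the lines, with the enrichment of Epi 24 in root and that of Epi 8 in leaf.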

Greatest DEG overlap occurred between root samples or between leaf and floral stem samples (Additional file 1: Fig. S5b), with DMG datasets overlapping to the greatest extent with floral stem DEG data (Additional file 1: Fig. S5c).

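Under the FDR limit, 0 DEGs were shared by any of the 10 pairs of comparisons among floral stem, root and leaf, so the overlap was examined at an unadjusted p under 0.05 with the fold limit. By number, the largest overlap was 180 genes between Epi 8 and Epi 24 floral stem (169 in the same direction, odds ratio 3.1). By odds ratio it was the pair of root lists, with 116 shared genes, 110 of them in the same direction, and an odds ratio of 6.77 (Fisher's exact test, adjusted p = 1.05e-47 over 10 pairs). Leaf and floral stem of Epi 8 shared 149 genes (94 in the same direction, odds ratio 1.89), and Epi 8 leaf and Epi 24 floral stem 144 (135 in the same direction, odds ratio 2.71). Epi 8 leaf shared 83 genes with Epi 24 root (70 in the same direction, odds ratio 2.25) and 59 with Epi 8 root (17 in the same direction, odds ratio 1.87). Root and floral stem shared 76 genes in Epi 8 (42 in the same direction, odds ratio 2.63) and 46 in Epi 24 (37 in the same direction, odds ratio 1.83). Epi 8 floral stem and Epi 24 root shared 74 (34 in the same direction), and Epi 24 floral stem and Epi 8 root 43 (16 in the same direction). Each pair exceeded the overlap of independent lists, the largest adjusted p being 0.000363 (Fisher's exact test over 10 pairs). This test treats genes as independent replicates, which they are not, so its p describes these lists only. An excess overlap does not by itself show a shared change, as only 17 of the 59 genes shared by Epi 8 root and leaf had the same direction. Both lines of a tissue were compared with the same 3 WT plants. Across all tested genes, which are not independent replicates, the log2FC of Epi 8 and Epi 24 correlated at 0.255 in floral stem and 0.456 in root. When no WT plant served both lines, the correlation ranged from -0.377 to 0.226 in floral stem and from -0.014 to 0.011 in root. The differentially methylated genes (DMGs) of Epi 8 in Additional file 2, which were at hand for part of the genome, included 0 of the DEGs in floral stem (1431 DMGs tested), 0 in root (1474) and 4 in leaf (1431). Without adjustment, 85 DMGs passed in floral stem (odds ratio 0.781 against the other genes of the same part of the genome; Fisher's exact test, p = 0.0386, adjusted p = 0.0618 over 8 list comparisons). In root, 30 passed (odds ratio 0.629; Fisher's exact test, p = 0.0151, adjusted p = 0.0302), and in leaf 43 (odds ratio 0.363; Fisher's exact test, p = 3.99e-13, adjusted p = 3.19e-12). Among the leaf DEGs themselves, the 4 DMGs were fewer than among the other genes (odds ratio 0.257; Fisher's exact test, p = 0.00224, adjusted p = 0.0179), but with the plant number as a block 2 DMGs were DEGs and the difference was not distinguishable (odds ratio 0.57; Fisher's exact test, p = 0.766). Floral stem had the most DMGs at an unadjusted p and the odds ratio closest to 1, and in each of the 3 tissues the odds ratio was under 1. The other genes were not matched to the DMGs for expression level or length, so the lower odds cannot be tied to methylation.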

Network enrichment analysis of derived floral stem DEG datasets revealed that potential pathways that are altered in response to *msh1* effects in floral stem emphasize environmental responsiveness (Fig. 5b). 

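Annotation terms of the floral stem genes at an unadjusted p were tested against the 12116 tested genes with a term, for 474 terms, by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment. The use of unadjusted genes was chosen after the data had been seen. In Epi 8, 853 listed genes carried a term and 9 terms passed an FDR of 0.05. Secondary cell wall biogenesis had 6 of 9 genes (FDR 0.00396), response to water deprivation 15 of 67 (FDR 0.0118, 4 of them higher than in WT) and response to abscisic acid stimulus 14 of 66 (FDR 0.0193, 3 higher). The other 6 terms were carbohydrate metabolic process, trehalose biosynthetic process, response to wounding, response to osmotic stress, cold acclimation and response to stress. Defense response had 24 of 204 genes (FDR 0.226). In Epi 24, 620 listed genes carried a term and 1 term passed, defense response to fungus, with 11 of 53 genes (FDR 0.0291). Defense response had 22 of 204 genes (FDR 0.119), and response to abscisic acid stimulus 7 of 66 (FDR 0.831). In the direct comparison of the lines, 2 terms passed, translation with 83 of 359 genes (FDR 0.00313, 79 higher in Epi 8) and secondary cell wall biogenesis with 7 of 9 (FDR 0.00869, 1 higher). From the enrichment of its floral stem DEG lists (Fig. 5b), the paper reports that potential pathways altered by *msh1* effects in floral stem emphasize responsiveness to the environment.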

Several of the pathways identified in DEG data appear to reside downstream to those identified by methylome data for gene regulation and development. These DEG-associated pathways involved abiotic and biotic stress responses, circadian rhythm- and phytohormone response-related networks. 

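For circadian rhythm in Epi 8 floral stem, Additional file 4 names 30 genes. Of these, 29 had an unadjusted p under 0.05 with the fold limit in the fit to the counts, 10 were higher and 20 lower than in WT, with a median log2FC of -0.78, and 1 was a DEG (*LTI78*). These genes were selected by the paper from the same plants, so their change is no independent test. In the annotation's own term circadian rhythm, 4 of 14 genes passed at an unadjusted p, 0 of them higher than in WT (one-sided Fisher's exact test, FDR 0.238). The clock genes *LHY*, *PRR9*, *CCA1* and *RVE8* passed at an unadjusted p and were higher, so this term does not hold them. The clock index separated Epi 8 floral stems from WT. It was 2.33 ± 0.156 in Epi 8 and -0.016 ± 0.619 in WT (SD, n = 3), with 4 of 4 morning genes higher and 6 of 6 evening genes lower in Epi 8 (exact permutation test, two-sided, p = 0.1, the smallest p of the design, adjusted p = 0.15 over 6 comparisons). In Epi 24 it was 0.51 ± 0.227 (SD, n = 3), 0.52 above WT, and 2 of its 3 plants lay inside the range of the WT plants (exact permutation test, p = 0.3, adjusted p = 0.3). *LHY* (AT1G01060, chromosome 1, 33365 to 37871) had 47.3 ± 5.14 CPM in Epi 8 and 17.3 ± 3.43 CPM in WT (SD, n = 3), a log2FC of 1.45 (SE 0.211, FDR = 0.068). *PRR9* (AT2G46790, chromosome 2, 19232607 to 19235179) had 41.7 ± 11.9 against 13.5 ± 1.79 CPM, a log2FC of 1.63 (SE 0.256, FDR = 0.0699). *TOC1* (AT5G61380, chromosome 5, 24674963 to 24678550) had 27.5 ± 5.4 against 94.0 ± 29.6 CPM, a log2FC of -1.77 (SE 0.259, FDR = 0.068). Under edgeR's likelihood ratio test each of the 3 passed, with FDR values of 5.01e-06 for *LHY*, 1.54e-05 for *PRR9* and 1.6e-06 for *TOC1*. For abiotic stress in Epi 8, 36 of the 51 genes of response to water deprivation were at hand from Additional file 4. Of these, 34 passed at an unadjusted p, 14 were higher and 22 lower (median log2FC -1.04), and 2 were DEGs, *KIN2* and *LTI78*. The transporter gene *ABCG22* (AT5G06530, chromosome 5, 1989650 to 1994961) followed with 39.3 ± 15.1 against 153 ± 30.6 CPM, a log2FC of -1.96 (SE 0.283, FDR = 0.068). In Epi 24, where 0 genes were DEGs, 36 of the 37 genes for response to abscisic acid were at hand. They included 31 at an unadjusted p, and 30 of the 36 were higher (median log2FC 1.09). For defense response, 36 of the 52 genes were at hand, 31 of them at an unadjusted p and 31 higher (median 1.03). The genes with the smallest p were AT3G22060 (log2FC 1.67, SE 0.311), *PEN3* (AT1G59870; 1.41, SE 0.307) and *ERF4* (AT3G15210; 1.24, SE 0.276) for abscisic acid, and AT3G04210 (1.95, SE 0.464), *ECS1* (AT1G31580; 1.25, SE 0.301) and *B120* (AT4G21390; 1.95, SE 0.484) for defense. All 6 had an FDR of 0.807. The lists for water deprivation, abscisic acid and defense were also selected by the paper from the same plants, so their change is no independent test. AT3G22060, AT3G04210 and *B120* belong to multigene families, so their counts are uncertain where copies are similar.

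**Figure D3:**
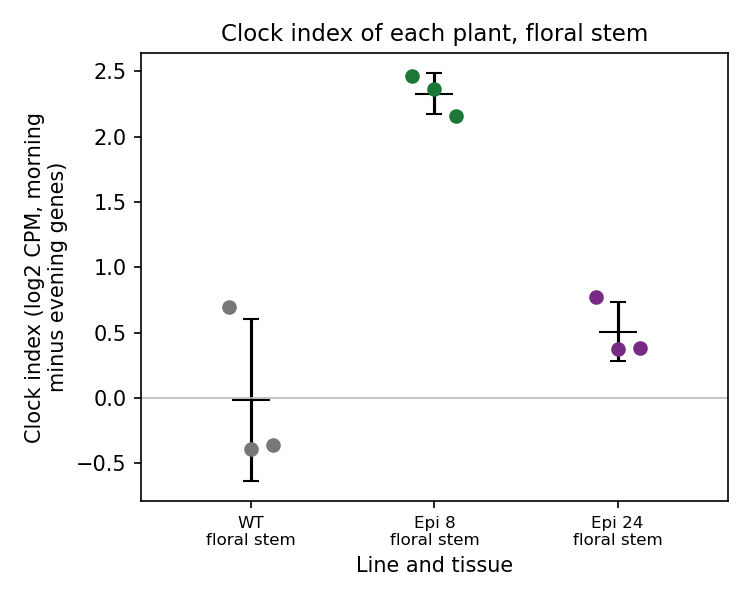
Clock index of each floral stem (vertical axis, difference of mean log2 CPM of morning and evening genes) for WT, Epi 8 and Epi 24 (horizontal axis), with points for the 3 plants and bars for the mean ± SD. The Epi 8 plants lie between 2.16 and 2.46 and the WT plants between -0.39 and 0.70.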

Regulation of transcription was also prominent. 

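For regulation of transcription in Epi 8 floral stem, 36 of the 178 genes that Additional file 4 lists were at hand, so the values hold for that part. Of these, 33 passed at an unadjusted p with the fold limit, 25 were higher and 11 lower than in WT, with a median log2FC of 0.91, and 0 were DEGs, the smallest FDR being 0.142. The paper selected these genes from the same plants, so their change is no independent test. The B-box gene *BBX29* (AT5G54470, chromosome 5, 22114304 to 22115539) had 22.0 ± 10.5 CPM in Epi 8 and 4.07 ± 0.071 CPM in WT (SD, n = 3), a log2FC of 2.44 (SE 0.468, FDR = 0.142). *CDF3* (AT3G47500, chromosome 3, 17503883 to 17506124), for a cycling DOF factor, had 92.0 ± 29.2 against 41.6 ± 0.894 CPM, a log2FC of 1.14 (SE 0.228, FDR = 0.149). AT4G28140 (chromosome 4, 13974493 to 13975919), annotated with an integrase-type DNA-binding domain, had 18.0 ± 11.6 against 99.2 ± 30.9 CPM, a log2FC of -2.47 (SE 0.492, FDR = 0.149). For each of these genes the 3 Epi 8 plants did not overlap the 3 WT plants. In the annotation's term regulation of transcription, 55 of 574 genes passed at an unadjusted p, 24 of them higher, 1.36 times the background share (one-sided Fisher's exact test, FDR 0.238).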

Integration of DEG and DMG datasets served to amplify the *msh1*-associated network enrichments relative to either dataset alone.

### Differential methylation and expression analysis identified putative central gene hubs for the epi-line state

To investigate the interaction of DMG and DEG datasets in epi-lines involved inputting DMG and DEG data to Cytoscape (3.8.2) to construct protein-protein interaction (PPI) maps, followed by *k*-means cluster analysis to identify putative core networks carrying central gene hubs. A *k*-means cluster machine learning algorithm uses betweenness centrality, closeness centrality, average shortest path length, clustering coefficient, degree, and eccentricity as parameters, allowing the identification of clusters that contain the most centralized nodes (proteins) in the PPI network.

In Arabidopsis Epi 8, a total of 3647 unique loci from DMGs and DEGs were used in the analysis to yield a PPI network formed by 430 genes. Functional enrichment analysis (FDR < 0.05) of these putative hub genes with the STRING [25] database functional enrichment tool revealed a PPI network of 153 hub genes and associated functional networks (Fig. 6a). These core networks included developmental process, response to hormone (particularly auxin), response to cold, chromosome organization, mRNA processing, spliceosome, and ribosome biogenesis. Comparison to Epi 24, with a total of 3523 unique loci from DMGs and DEGs forming a much larger PPI network of 346 genes, showed that several of these same processes were represented (Fig. 6b). However, Epi 24 analysis revealed more prominent changes in development-related gene expression and, most notably, a robust and overlapping effect in ribosome biogenesis-related gene expression (Fig. 6b). 

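Ribosome biogenesis genes were collected from the annotation by their descriptions, independently of the DEG lists, which gave 59 genes, 53 of them tested in floral stem. In Epi 24, 43 of the 53 were lower than in WT and 10 higher, with a median log2FC of -0.32 (limma's camera, unadjusted p of 1.28e-06, adjusted p = 7.02e-06 over 11 set comparisons). None of the set, 0 of 53, was a DEG, and 6 (11.3%) passed at an unadjusted p against 5.1% of the other genes (one-sided Fisher's exact test, p = 0.051, adjusted p = 0.0935). In Epi 8, 33 were higher and 20 lower, with a median of 0.052 (unadjusted p of 0.405, adjusted p = 0.541), and 1 passed at an unadjusted p. Compared directly, the set was higher in Epi 8 than in Epi 24, with a median of 0.40, 38 of 53 genes higher (unadjusted p of 3.42e-05, adjusted p = 0.000125), and 19 (35.8%) at an unadjusted p against 14.2% of the other genes. With the plant number as a block the medians were 0.052 for Epi 8 and 0.455 for the direct comparison. The alternative that moved the medians most was the gene list of Additional file 4 in place of the descriptions, with -0.899 for Epi 24 and 1.08 for the direct comparison, but the paper selected those genes from the same plants. With an inter-gene correlation estimated from the data, the threshold was lost, at an unadjusted p of 0.0988 for Epi 24 and 0.146 for the direct comparison. These comparisons are of floral stem only. In Epi 8 leaf, the annotation's own term ribosome biogenesis, another list of genes, had 53 of 99 genes at an unadjusted p, 0 of them higher than in WT (one-sided Fisher's exact test, FDR 3.04e-32), a test chosen after the data had been seen. In Epi 24 floral stem, the annotation's own term rRNA processing had 6 of 26 genes at an unadjusted p, 0 of them higher than in WT (one-sided Fisher's exact test, FDR 0.119). Of the 14 genes that Additional file 4 lists for rRNA processing in Epi 24, all 14 passed at an unadjusted p. All were lower than in WT, with a median log2FC of -0.95 and a smallest FDR of 0.807. The paper selected these 14 genes from the same plants, so their change is no independent test. Among them *PWP2* (AT1G15440, chromosome 1, 5306027 to 5309558) had 4.73 ± 0.897 CPM in Epi 24 and 9.67 ± 3.32 CPM in WT (SD, n = 3), a log2FC of -1.03 (SE 0.318), and *EMB269* (AT5G18570, chromosome 5, 6171572 to 6174944) had 12.1 ± 1.4 against 20.5 ± 6.11 CPM, a log2FC of -0.76 (SE 0.237). *PWP2* overlaps AT1G15430 on the opposite strand. The RNA polymerase I subunit genes *NRPA1* and *NRPA2* had log2FC values of -0.996 (SE 0.334) and -0.80 (SE 0.307) in Epi 24. Each overlaps another gene.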

Ribosome biogenesis is integral to growth response [26]. Because Epi 8 and Epi 24 are full-sib populations from the same cross, these differing features are predicted to relate to their distinct phenotypes, with Epi 8 enhanced in vegetative growth and Epi 24 showing significantly increased reproductive vigor (Fig. 2).

**Fig. 6:**
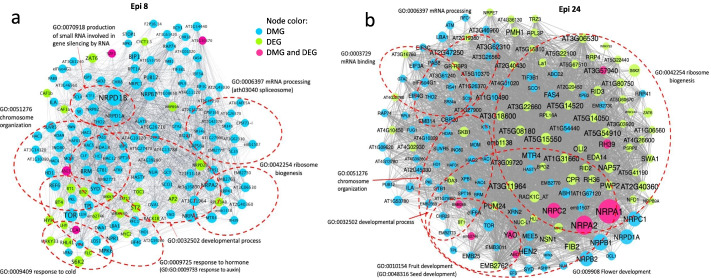
PPI hubs derived from subsets of network-related DMGs and DEGs in Epi 8 and Epi 24. Epi 8 and Epi 24 represent progeny lines derived from the same cross, with Epi 8 displaying enhanced vegetative growth rate and Epi 24 significantly enhanced seed yield. The main subnetwork of hubs was obtained with the application of machine learning *k*-means clustering on the set of 3647 (Epi 8, panel **a**) and 3523 (Epi 24, panel **b**) network-related DMGs and DEGs (*p* < 0.1) identified in the Arabidopsis epi-line vs WT comparison. The analyses yielded 153 (**a**) and 346 (**b**) hub genes to form a closely related subnetwork. GO network enrichment analysis from the string application in Cytoscape [27] was used to identify enriched gene function pathways (FDR < 0.05) within the network. Blue represents DMGs, green represents DEGs, and magenta represents both DMGs and DEGs. Size of each node is proportional to its value of node degree and label font size is proportional to its betweenness centrality

### Epi-state comparisons in Arabidopsis reveal conserved *msh1* epigenome targets within biologically meaningful gene networks

We attempted to better define the relationship of genic methylation repatterning among the four distinct *msh1*-derived states by first assessing DMG overlap. Figure 7a shows that 871 DMGs were shared among the four *msh1* states (Additional file 5), comprising 17.6% of *msh1* (state 1), 39.7% of memory (state 2), 31.6% of graft progeny (HEG, state 3), and 31.1% of epi-line (state 4, Epi 24) DMGs. The overlap established a conserved *msh1* “core” DMG dataset for further analysis (Fig. 7a). Each state was also classified by state-specific DMGs, accounting for 33.8% in state 1, 15.4% in state 2, 10.2% in state 3, and 15.2 % in state 4 (Fig. 7a). Of the 871 “core” *msh1*-associated DMGs, 531 (61%) could be placed within known networks (Fig. 7b).

**Fig. 7:**
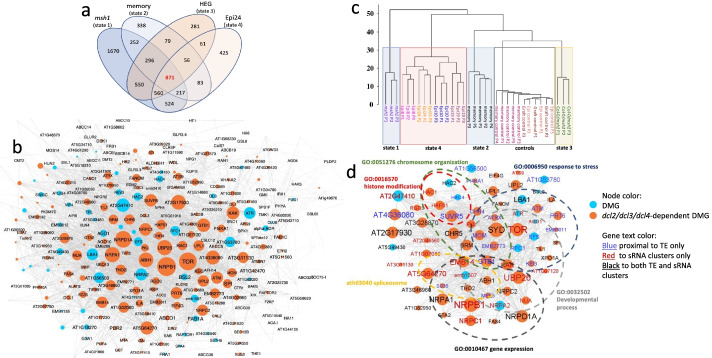
The relationship of 871 core hub genes to *msh1*-derived states and biologically meaningful core networks. **a** Venn diagram of Arabidopsis DMGs identified from four different *msh1*-derived states (Col-0 genetic background): *msh1* mutant (state 1), *msh1* memory (state 2), graft progeny (HEG, state 3), and epi-line (Epi 24, state 4). **b** An overview of the PPI networks and individual 871 core hub genes. Blue represents DMGs, orange represents the DMGs that are *dcl2/dcl3/dcl4*-sensitive in graft progeny contrasting mutant rootstock analyses. **c** Hierarchical clustering of individual plant datasets from four different *msh1-*derived states based on the sum of Bayesian methylation level difference of DMPs over the 871 core genes from panel **a**. The hierarchical clustering was built using Ward agglomeration method. The Bayesian methylation level difference was computed as described previously [18]. **d** Main subnetwork of hubs obtained with the application of a machine learning *k*-means clustering algorithm on the set of 871 core genes from panel **a**. GO network enrichment analysis from the string application in Cytoscape [27] was used to identify enriched gene function pathways (FDR < 0.05) within the network. In total, 67 genes involved in enriched networks were identified. Blue nodes represent DMGs, with orange representing the DMGs that are *dcl2/dcl3/dcl4*-dependent in graft progeny contrasting mutant rootstock analysis. This 67-gene set supplied the RdDM candidate target genes for further study. Blue gene text represents DMGs proximal to only TE sequences, red text designates genes that are proximal to only sRNA clusters, and black text represents genes proximal to both TE and sRNA clusters. For both **b** and **d**, the size of each node is proportional to its value of node degree and the label font size is proportional to its betweenness centrality

We previously showed that components of the RdDM pathway were necessary for induction of *msh1* state 1, transition from state 1 to state 2, and generation of state 3 following grafting [18, 19]. Therefore, we incorporated RdDM mutants to functionally identify RdDM-targeted DMGs within this core dataset. We contrasted methylome datasets for *msh1* (state 1) versus *dcl2/dcl3/dcl4/msh1* quadruple mutant and graft progeny from Col-0/Col-0_*msh1*_ (state 3) versus Col-0/Col-0_*dcl1/dcl3/dcl4/msh1*_ grafts to catalog DMGs that were RdDM (sRNA)-dependent [19]. These subtractive datasets confirmed that 674 (77%) of the 871 core DMG loci were predicted to be *DCL2,DCL3,DCL4*-dependent by obtaining the overlap between the 871 DMG core dataset and the *msh1* vs *dcl2/dcl3/dcl4/msh1* and graft datasets (Additional file 5). Figure 7b shows the PPI core hub network of DMGs with *DCL2,DCL3,DCL4*-dependent colored orange. These outcomes are evidence of a relationship between *msh1*-directed epigenetic effects and RdDM pathway influence on targeted methylome repatterning.

Whereas 871 core DMGs were shared among the four *msh1* states, the methylation changes within these 871 loci also served to discriminate the four states. Figure 7c shows the results of hierarchical clustering for individual plants from the four epigenetic states with separation to four distinct clades by using only DMP methylation information over the 871 *msh1* core genes. This clustering relationship helped validate our selection of a single memory (state 2), graft progeny (state 3), and epi-line (Epi 24, state 4) dataset for the identification of the overlap. The four epi-lines produced highly related datasets (Additional file 1: Fig. S4). Based on the PPI network derived for the 871 DMGs, we conducted *k*-means clustering to identify putative central hubs and conduct functional enrichment analysis. Figure 7d shows the resulting network of 67 candidate hubs (Additional file 7) involved in response to stress, developmental (growth) process, gene expression, spliceosome function, histone modification, and chromosome organization networks. Over 80% of the 67 hubs were predicted to be RdDM targets, shown in orange, with several central players in plant development and environmental stress response, including the cell growth regulator *TARGET OF RAPAMYCIN* (*TOR*), the SWI2/SNF2-like, meristem identity gene *SPLAYED* (*SYD*), its close homolog *BRAHMA* (*BRM*), and the chromatin remodelers *PICKLE* (*PKL*) and *PICKLE-RELATED 1* (*PKR1/CHR4*).

Network-based analysis outcomes can be influenced by the available gene annotation and gene relationship information for any given species. To independently evaluate gene associations identified in these network-based studies, we performed weighted correlation network analysis [28, 29] with the 871 core *msh1*-associated DMGs. This alternative approach used pairwise comparisons within a multi-dimensional dataset to define clusters that could be assessed for network features in the absence of gene annotation data. At a correlation coefficient of 0.5, we identified 300 connected genes, with 44 (66%) overlapping with the 67 hub loci identified by *k*-means clustering (*p*-value = 0.01015 Fisher exact test). At a correlation coefficient of 0.6, we identified 166 genes, with 33 (49%) overlapping with the 67 hub loci (*p*-value = 0.000333 Fisher exact test) (Additional file 1: Fig. S5). These data reflect meaningful associations between the identified 67 hub loci for their methylation content and the discriminatory power of such information to distinguish phenotype among the four states.

### Transposable elements and sRNAs associate with candidate RdDM target loci among the 871 *msh1* DMGs

The RdDM pathway actively targets transposable element (TE) sequences [6, 7], prompting investigation of TE association with *msh1*-responsive loci. Looking at the 871 DMGs common among *msh1* states, we detected association of these loci with TEs and sRNA (20-24 nt) clusters that was higher than genome-wide levels (61% DMGs within 2 kb of TE vs. 47% genome-wide; 77% DMGs within 2 kb of an sRNA cluster vs. 46% genome-wide). This enrichment for TE and sRNA cluster proximity increased further when we subset the *dcl2,dcl3,dcl4*-sensitive DMGs (65% DMGs within 2 kb of TE; 81% DMGs within 2 kb of an sRNA cluster). Yet, when we focused on the 67 hub DMGs derived by *k*-means clustering, only sRNA cluster enrichment was seen (49% of DMGs within 2 kb of TE; 72% DMGs within 2 kb of an sRNA cluster) (Additional file 6). Figure 7d shows only TE-associated genes (7) in blue text, only sRNA-associated genes (22) in red text, and genes associated with both TE and sRNA (26) in black text. Hence, although TEs may influence the methylation status of proximal genes and act as RdDM targets, sRNA cluster association regardless of TE proximity could define RdDM targets for the *msh1* effect.

We found possible evidence of association between TE family and DMG proximity (Additional file 6). Comparing the number of members in TE families between observed and expected revealed significant overrepresentation in L1 and Gypsy families and underrepresentation in the Helitron family, both in the 871 DMGs common between *msh1* states and 674 DMGs sensitive to *dcl2,dcl3,dcl4* (Additional file 6). Further investigation is needed to reveal any biological significance of these associations. Based on the various analyses, four criteria served to classify RdDM target loci in our study (Fig. 7d): Positive loci were (1) confirmed DMGs in all four *msh1* states that (2) comprised putative network hubs based on *k*-means cluster analysis, with genetic evidence for (3) *dcl2,dcl3,dcl4*-sensitivity, and/or (4) association with sRNA clusters (Additional file 6).

### Detailed methylation analysis of selected RdDM target genes in the four different nongenetic states reveals sequence motifs encompassing *dcl2/3/4*-sensitive DMPs

Annotations of the 67 candidate hub loci supported their relevance to phenotype effects observed in the four *msh1* states. In addition to gene networks for altered gene expression and chromatin behavior, major overlapping networks appeared to reflect the transition between stress response (Fig. 7d) that underpins *msh1* and memory stress phenotypes versus growth vigor in HEG and epi-line states. Methylation features of the 67 candidate hub loci that discriminate the four *msh1* states support a model of precisely targeted repatterning (Fig. 7c). Therefore, we investigated these loci for evidence of site-specific methylation changes.

Figure 8 and Table 2 show results of analysis for seven selected candidate RdDM target loci: *TARGET OF RAPAMYCIN (TOR)*, a regulator of cell growth, *SPLAYED (SYD)*, a chromatin remodeling component, *UBIQUITIN-SPECIFIC PROTEASE 26 (UBP26)*, required for heterochromatin silencing, *NUCLEAR RNA POLYMERASE D1A (NRPD1)*, the largest subunit of RNA polymerase IV, *RNA POLYMERASE II LARGE SUBUNIT (NRPB1)* involved in transcription*, SU(VAR)3-9-RELATED PROTEIN 5 (SUVR5)*, a gene involved in H3K9me2 deposition and gene silencing, and *UP-FRAMESHIFT1 (UPF1)*, a gene involved in RNA interference and nonsense-mediated RNA decay. These loci were selected to represent the various gene networks identified.

**Fig. 8:**
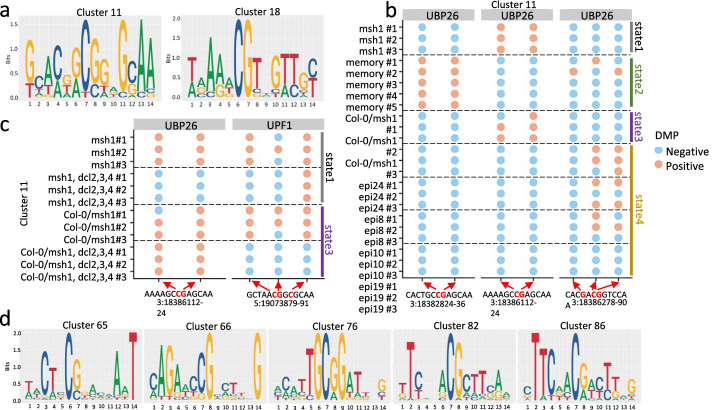
Investigation of methylation repatterning within candidate RdDM target genes that discriminate *msh1*-derived states. **a** Two of the putative cluster motifs identified based on differential gene methylation across four *msh1*-derived states. Hierarchical clustering on a set of 14-bp regions encompassing DMPs from seven (*TOR, SYD, NRPB1, NRPD1, UBP26, SUVR5, UPF1*) of the 67 core hub loci followed by DNA multiple sequence alignment of each cluster permitted the identification of methylation motifs (see “Methods” for more detail). **b** Difference of methylation levels on gene body DMPs within motif cluster 11 in the putative RdDM target gene *UBP26*. Variations on motif methylation repatterning at DMPs are shown with chromosome and position. Individual detected methylation changes are shown as color-coded dots for each plant assayed in each *msh1* state, with positive (orange) indicating DMP and negative (blue) for no detected methylation change. Each line represents a single plant dataset. **c** Sample DMPs within motif cluster 11 in *UBP26* and *UPF1* that show *dcl2/dcl3/dcl4*-sensitivity in graft rootstock (state 1) and graft progeny (state 3) from contrasted mutant rootstock experiments. Note that *dcl2/dcl3/dcl4* effects can only be assayed for *msh1* and graft progeny data. All data associated with the seven genes in this figure are shown in Extended data 7. **d** Sample putative cluster motifs identified based on differential gene methylation across four *msh1*-derived states in analyses of the 67 core hub loci followed by DNA multiple sequence alignment of each cluster for methylation motifs. A complete data report for motifs identified based on all 67 genes is shown in Additional file 8

**Table 2:**
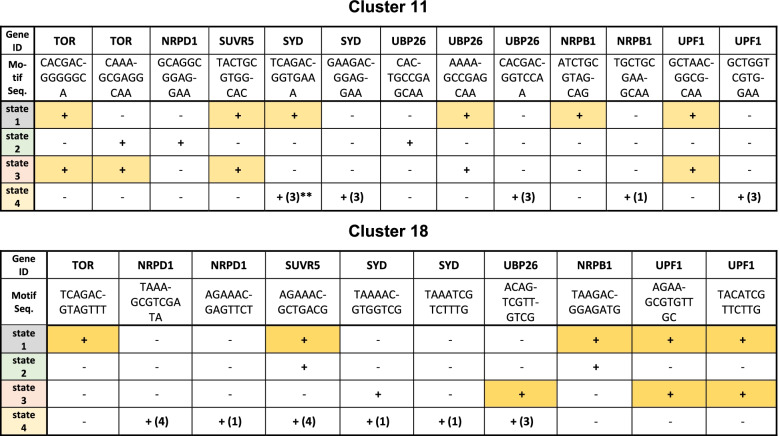
Summary data for gene methylation within motif clusters 11 and 18*

* + indicates presence of DMPs in at least two samples, − indicates absence of DMPs, color indicates *dcl2, dcl3, dcl4* sensitivity. Information about hyper/hypomethylation is available in Extended data 7

** number in parentheses refers to number of epi-lines displaying DMPs in at least 2 samples

Differential methylation analysis within the seven loci revealed evidence of state-specific repatterning (Table 2; Additional file 7). Changes in methylation at each locus were associated with identifiable sequence motifs that spanned approximately 14 nucleotides. Two sample composite motifs are shown in Fig. 8a, with examples of *UBP26* and *UPF1* state-specific methylation repatterning within cluster 11 shown in Fig. 8, panels b and c. Systematic analysis of all 67 loci revealed similar state-specific changes (Additional file 8). DMPs were assayed individually, although multiple DMPs could be detected within a single identified motif domain. DMPs were discriminated among replicated datasets, with several sites shown to be *dcl2/dcl3/dcl4*-sensitive in state 1 and state 3 (Fig. 8c; Table 2; Additional file 7). It was feasible to test *dcl2/dcl3/dcl4* sensitivity in just the two states that encompass the *msh1* rootstock [19], although these data confirm RdDM influence at single cytosine resolution. Table 2 summarizes scoring outcomes for cluster 11 and 18 motifs within the seven selected genes.

Identified DMPs did not show an obvious pattern of exon, intron or junction localization, and each gene contained multiple motif sites (Additional file 8). Evaluation of cluster motifs that encompass DMPs within the 67 *msh1* core hub loci revealed, in many cases, evidence of high-order dependencies (Fig. 8d; Additional file 8). Multiple sequence alignment (MSA) of a given DNA motif can reveal a dependence relationship between two nucleotides located at different positions within the motif, reflected in their frequencies of simultaneous occurrence. First-order dependence refers to adjacent nucleotides, typically found in CG methylation context, second-order to nucleotides spaced two nucleotides apart, and high-order to nucleotides with intervening distance of more than two nucleotides. The relationships derive from the study of Markov dependence in DNA sequences, the basis for application of hidden Markov modeling of motif findings [30].

For the motifs identified, individual consensus nucleotides were evident at variable distance from the target cytosine, positioned at nucleotide 7 on plus or minus strand within each motif. For example, the motif from cluster 65 showed invariant T at position 14 and a consensus A at position 12, while the motif from cluster 66 showed invariant G at position 14 and an AG pair consensus at positions 2 and 3, respectively (Fig. 8d; Additional file 8). In motif 76, only G resides at positions 6 and 9 with consensus T at position 5, while motifs 82 and 86 showed consensus or invariant T at position 2. These observations support the hypothesis that target methylation sites within the genes are characterized by invariant or nearly invariant sequence features.

## Discussion

*MSH1* disruption or knockdown in plants leads to aberrant recombination in both mitochondrial [14] and plastid genomes [15], with the latter triggering nuclear epigenetic changes [13, 17] that are the focus of this study. Information from these investigations, integrated with earlier data, show that *msh1*, its memory lineage, graft-derived progeny and crossing-derived epi-lines comprise distinct de novo nongenetic states. These heritable states differ phenotypically from WT, consistently displaying nascent stress response (*msh1*/memory) or growth vigor (HEG/epi-line) phenotype changes across multiple plant species. Integrating carefully designed datasets confirmed RdDM influence on dynamic and potentially adaptive phenotype plasticity in plants.

In an earlier study, we speculated that *msh1* epi-line variation in Arabidopsis was likely to be indistinguishable from graft progeny (HEG) outcomes [17]. This misinterpretation appears to be a consequence of insufficient sampling from only a single *msh1* epi-line population. In fact, DNA methylation and gene expression analysis in this study provided unambiguous discrimination of the four *msh1*-derived states on a uniform Col-0 genetic background. Yet, it was possible to identify a subset of 871 DMGs shared among the four distinct states. We interpret this finding to indicate that reprogramming events in the original *msh1* mutant are foundational to the other derived states.

The condition of *msh1* memory, and its apparent relationship to epi-line reversion, raises important questions about stable transgenerational retention of a memory state. To date, we have not observed diminishment of *msh1* memory as a whole-plant or methylome phenotype over seven sequential generations of self-pollination in Arabidopsis [18]. However, each memory generation shows evidence of DNA methylation repatterning at conserved sites [18]. This dynamic feature, together with dependence of memory induction on RdDM methyltransferase DRM2 and sRNA variation [18], suggest that transgenerational stability involves re-establishment of de novo methylation sites by inherited sRNAs each generation. Recurrent inheritance of epigenetic memory states in *C. elegans* points to small RNAs as the most likely epigenetic vector for stable transmission [31, 32] and to direct chromatin modification [33]. In *C. elegans*, two features of sRNAs facilitate their inheritance: the ability to circumvent sRNA degradation processes and to amplify by templating their own synthesis [34–36]. The extent to which sRNA transgenerational stability is sustained similarly in plants is unclear, but parental sRNA activity occurs in gametes and developing embryo [37, 38]. Epi-line (state 4) reversion back to a condition resembling *msh1* memory (state 2) implies that interaction of the *msh1* memory genome with naïve (WT) through reciprocal crossing does not impede reformation, at low frequency, of intact memory in subsequent generations. These sustained memory epigenomic features are presumed to be sRNA-directed.

Incorporation of analysis methods that discriminate treatment-associated intragenic DMP variation [21] provided sufficient resolution to conduct gene network-based analysis. A similar application of these methods to contrasting datasets from *msh1*, *dcl2/dcl3/dcl4/msh1*, and the corresponding graft-derived progeny functionally identified candidate RdDM target genes. Target loci were derived based on their classification as network hubs, differential methylation in all four *msh1* states, DCL2/DCL3/DCL4-dependent effects, and/or association with sRNA clusters. Data from this analysis, which could not be accomplished using traditional DMR-based methods [18, 21, 28], opens the door to investigation of plant environmental or heterotic response as a precise and predictable epigenomic phenomenon.

Candidate RdDM targets identified in the study represent prominent members within pathways relevant to epigenetic regulation and plant adjustment to environmental change. The known function of these loci aligned with observed *msh1-*derived phenotypes. *msh1* and its memory lineage display complex stress phenotypes, altered expression of abiotic and biotic stress pathways and circadian clock components, and suppressed growth rate and delayed flowering [16, 18, 39]. Graft [19] and epi-line progeny effects include changes in phytohormone and environmental response pathways and heterosis-like gene expression.

As anticipated, we found only modest overlap between the 67 core hub loci associated with *msh1* effects and DEG data; this outcome is common to such studies. 

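Of the 67 core hub loci, 64 were tested in each of the comparisons in floral stem, root and leaf. None of the 64 was a DEG in Epi 8 floral stem, Epi 24 floral stem, Epi 8 root, Epi 24 root or Epi 8 leaf. At an unadjusted p under 0.05 with the fold limit, the numbers were 0, 2, 0, 1 and 0 in the same order. In Epi 8 floral stem and Epi 8 leaf this was fewer than among the other tested genes (Fisher's exact test, two-sided, adjusted p = 0.0302 for both over 8 list comparisons), and in the others it was not distinguishable (adjusted p = 0.773, 0.357 and 0.773). The other genes were not matched to the hub loci for expression level or length, so the lower share cannot be tied to methylation. The hub genes that the paper names (*TOR*, *SYD*, *BRM*, *PKL*, *PKR1*, *UBP26*, *NRPD1*, *NRPB1*, *SUVR5* and *UPF1*) had log2FC values from -0.15 to 0.45 in Epi 8 floral stem (smallest FDR 0.528), from -0.15 to 0.19 in Epi 24 floral stem (0.861), from -0.14 to 0.24 in Epi 8 root (0.962), from -0.095 to 0.65 in Epi 24 root (0.718) and from -0.11 to 0.27 in Epi 8 leaf (0.251). The largest change among them was in *NRPD1* (AT1G63020, chromosome 1, 23354685 to 23362589), with 6.31 ± 0.225 CPM in Epi 24 root and 4.01 ± 0.966 CPM in WT root (SD, n = 3), a log2FC of 0.65 (SE 0.294). *UBP26* (AT3G49600, chromosome 3, 18380417 to 18387239) had 21.8 ± 0.766 CPM in Epi 8 floral stem and 15.9 ± 3.46 CPM in WT, a log2FC of 0.45 (SE 0.187). *PKL*, *BRM* and *SUVR5* overlap other genes.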

RNAseq analysis was conducted with samples from pooled cell types, which confounds detection of spatio-temporal expression, and does not reveal changes in transcription rate or splicing activity. Of the 67 core hub loci, at least 43% (29) show cell-specific differential expression in the absence of *MSH 1 *[24], and 66% (44) exhibit cell-type specific expression in the inflorescence [40]. Instead, our analysis focused on integration of gene pathways identified in common by DMG and DEG data, permitting greater resolution of these pathways than was achieved by either dataset alone. We have shown previously with this type of integrated pathway analysis that DMGs tend to represent upstream regulators with DEGs more abundant as downstream pathway components [18, 19]. In this study, our analysis permitted detection of the more robust ribosome biogenesis pathway component within datasets from epi-lines with greater growth vigor. 

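In Epi 24 floral stem, the counts of *ROOT INITIATION DEFECTIVE 3* (*RID3*, AT3G49180, chromosome 3, 18229747 to 18232004) were 5.43 ± 0.966 CPM against 8.21 ± 0.939 CPM in WT (SD, n = 3), a log2FC of -0.60 (SE 0.235). *OLIGOCELLULA2* (*OLI2*, AT5G55920, chromosome 5, 22645448 to 22649517) had 6.57 ± 2.74 against 17.3 ± 9.88 CPM, a log2FC of -1.40 (SE 0.464). *SLOW WALKER 1* (*SWA1*, AT2G47990, chromosome 2, 19636867 to 19638678) had 2.87 ± 0.754 against 7.59 ± 3.58 CPM, a log2FC of -1.40 (SE 0.416). *BLOCK OF CELL PROLIFERATION 1* (*BOP1*, AT2G40360, chromosome 2, 16852880 to 16856771) had 18.6 ± 6.02 against 33.5 ± 13.1 CPM, a log2FC of -0.85 (SE 0.359). All 4 genes were lower in Epi 24 than in WT. Their unadjusted p in edgeR's quasi-likelihood test was 0.0303, 0.0136, 0.00747 and 0.0408 in this order, and the FDR over all tested genes was 0.807 for each. The Epi 24 plants did not overlap the WT plants for *RID3* and *SWA1*. *RID3* overlaps AT3G08045 and AT3G49190, and *SWA1* overlaps AT2G09975 and AT2G47980, so their counts are uncertain where the counting did not use the strand. In Epi 8, the same genes had 6.83 ± 1.27, 20.2 ± 5.4, 8.04 ± 3 and 41.0 ± 12.3 CPM (SD, n = 3), with log2FC values of -0.27, 0.22, 0.083 and 0.29 against WT (FDR 0.784, 0.921, 0.968 and 0.85). With each plant left out in turn, the log2FC in Epi 24 stayed between -0.74 and -0.50 for *RID3*, -1.79 and -0.93 for *OLI2*, -1.73 and -1.02 for *SWA1* and -1.15 and -0.60 for *BOP1*.

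**Figure D4:**
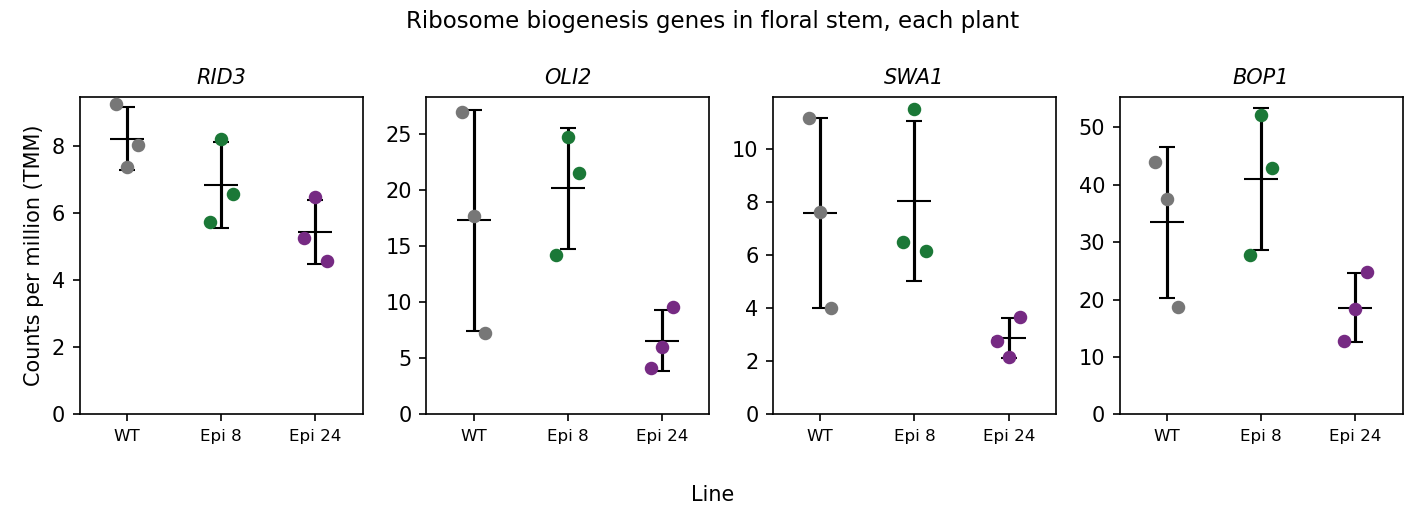
CPM of *RID3*, *OLI2*, *SWA1* and *BOP1* in each floral stem (vertical axis) for the lines (horizontal axis), with points for the 3 plants and bars for the mean ± SD. For *SWA1*, the mean is 2.87 in Epi 24 against 7.59 in WT and 8.04 in Epi 8.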

A majority of this enhanced pathway was comprised of DEGs, several essential to plant growth and development (e.g., *ROOT INITIATION DEFECTIVE 3* (*RID3*)), organ size control and cell proliferation (e.g. *OLIGOCELLULA2* (*OLI2*)), mitotic division cycles and gametogenesis (e.g., *SLOW WALKER 1* (*SWA1*)), and active cell division (e.g., *BLOCK OF CELL PROLIFERATION 1* (*BOP1*)). We suspect that these DEGS operate downstream to central growth regulators.

Methylome-derived gene network information revealed a surprising number of genes likely to be integral to the observed *msh1*-triggered “pivot” from stress to growth vigor phenotypes. For example, *TARGET OF RAPAMYCIN* (*TOR)*, *SPLAYED* (*SYD)*, and *BRAHMA* (*BRM*) emerged as putative RdDM target loci that undergo differential methylation in *msh1*-derived states. TOR kinase serves as a key developmental regulator in the plant that directs growth by integrating nutrient and environmental signals [41–43]. TOR functions antagonistically to stress response pathways and is postulated to serve as a decision point in the plant’s energy allocation for defense versus growth [43]. TOR influences plant growth and yield and acts to regulate the circadian clock in plants [44, 45]. In animal systems, TOR is known to also function within the nucleus, where it triggers chromatin and epigenomic responses [46]. These features suggest that TOR may be intrinsic to *msh1* developmental reprogramming.

SPLAYED is a SWI2/SNF2-like protein in the SNF2 subclass that acts to regulate shoot apical meristem identity. SYD functions in meristem maintenance and regulates several early developmental processes [47–49]. BRAHMA is also a SWI2/SNF2 ATP-dependent chromatin remodeler and a SYD homolog; both mutants display pleiotropic phenotypes. *BRM* and *SYD* appear, based on mutant phenotypes and genome-wide occupancy studies, to carry out both redundant and distinct functions [48]. Further, *SYD* and *BRM* can act antagonistically with Polycomb-group (PcG) proteins [49]. For example, *BRM* promotes vegetative growth by suppressing PcG-associated H3K27me to upregulate the *SHORT VEGETATIVE PHASE* flowering repressor [50]. Likewise, *BRM* is required to establish epigenetic heat stress memory in association with *FORGETTER 1 *[51]. In genome-wide occupancy studies, SYD directly targets nearly 6000 mainly developmental and stress-responsive genes in Arabidopsis, influencing H3K27me3 levels at several target loci [49]. Consequently, these genes serve as innate regulators of plant vegetative and reproductive growth.

In the context of the *msh1* system, modulation of these *msh1* RdDM targets could influence the plant growth program for heightened stress response versus growth vigor, as well as epi-line vegetative growth vigor versus reproductive growth variation. A fourth chromatin remodeling component, PICKLE (PKL), similarly identified as an RdDM target in *msh1*, functions to maintain RdDM-targeted methylation [52]. PKL acts synergistically with RdDM pathways to influence plant development [53].

Transition from *msh1* “stress” to “growth” state entails interaction of the *msh1*-modified nuclear genome with naïve (WT) achieved through crossing or grafting. Similar epigenomic interaction between epigenetically modified and native states is implicated in heterosis [54, 55]. Manipulation of the *msh1* system leads to a condition that resembles classic F1 heterosis, but differs in its subsequent heritability.

What is striking about a majority of *msh1* RdDM target genes is their broad regulatory capacity in stress response and development, interpreted to reflect the vital role of integrated signaling and metabolic networks to calibrate environmental response in plants [56]. In this study, TE methylation data aligned according to lineage relationships, whereas gene methylation agreed with phenotype changes in epi-line comparisons. This observation further links RdDM effects on intragenic methylation with possible plant phenotype modulation. Identification of loci based on site-specific methylation suggests that adjustments in chromatin poise, or amenability to expression, can involve precise methylation changes. These gene methylation effects can facilitate alternative transcript splicing behavior in response to cellular cues [57] that would not likely be detectable in DEG datasets. The 871 DMGs shared across *msh1* states, and their 67 core hub loci, include significant RNA spliceosome pathway components (Fig. 7d).

The ability to predict sites of differential gene methylation within major regulatory and chromatin remodeling genes serves to mark these loci during environmental response or growth changes in the plant. Results suggest the existence of methylation motifs with variable order interdependency of specific motif nucleotide positions. Overall, motif consensus sequences showed statistically significant departure from randomness, supporting the participation of DNA features in local epigenomic behavior [58]. We expect that the high-order dependencies observed within methylation motifs reported here can be captured by future deep neural network machine learning models [59, 60]. Moreover, the MSH1 system, as a biological model, can generate sufficiently robust methylation motif libraries to feed such machine learning predictive models. We consider the system of intragenic DMP motifs described in this study to reflect a previously uncharacterized fine-tuning mechanism of epigenomic regulation, in contrast to the high-density DMR changes that characterize RdDM-mediated TE and promoter silencing [61]. Epigenomic effects reported here should prove valuable to deciphering environmentally influenced complex trait expression.

## Conclusions

The dynamic nature of DNA methylation during developmental and environmental changes renders elusive the essential features of methylome variation. Analyses based on changes in methylation density and magnitude are less informative for phenotype-associated methylome interpretation than are studies of low-density, intragenic methylation repatterning. The MSH1 system provides unique materials for these initial efforts toward methylome decoding, identifying, and confirming RdDM gene targets within networks that undergo epigenomic reprogramming during growth-versus-stress response transitions. The extent that information from this study extrapolates across plant species will have important implications for understanding genotype x environment influences on plant fitness.

## Methods

### Plant materials and growth conditions

For *Arabidopsis thaliana* material used in the study, seeds (Col-0 genetic background) were sown on peat mix in square pots, with stratification at 4 °C for 2 days before transfer to growth chambers (22 °C, 12 h DL, 120−150 μmol m^−2^ s^−1^ light). To generate epi-lines, two third-generation *msh1* T-DNA mutant (SAIL_877_F01) plants were used to pollinate Col-0 to generate two independent F1 populations. Derived F1 progenies were self-pollinated to generate F2 populations that were genotyped for the *msh1* T-DNA mutation. *MSH1* F2 plants were self-pollinated to produce F3 families that were used in the study.

### Phenotypic data

For leaf area, photos of trays containing randomly placed treatment and control plants were taken at 33–34 DAP using a Canon EOS DIGITAL REBEL XSi camera. Total leaf area was measured using ImageJ (v1.51j8; https://imagej.nih.gov/ij/index.html) software. For root-related analysis, seeds were sown in square pots containing sand media topped with standard peat mix to allow seed germination. At 33 DAP, roots were cleaned under running water to remove sand particles and allowed to dry at room temperature for at least 3 weeks before measuring dry weight. At the same time, aboveground rosettes were also preserved, cleaned, and dried for dry leaf weight measurements.

### Whole-genome bisulfite sequencing and DNA methylation analysis

In Arabidopsis, Col-0 WT, Epi 8, Epi 10, Epi 19, and Epi 24 plants were grown together as one experiment, and WT, epi-line revertant, and epi-line non-revertant plants were grown together as a second experiment, with three plants from each line selected for sequencing. For the reversion experiment, an F3 population obtained through Col-0 WT x *msh1* memory was selected based on evidence of reversion activity. From this population, revertant and non-revertant full-sibs and a 4th generation memory sample in triplicate were used for bisulfite sequencing. Whole rosettes at the bolting stage from three biological replicates were flash frozen and ground in liquid nitrogen.

Tissues were ground and processed with the DNeasy Plant Kit (Qiagen, Germany) for genomic DNA with RNA removal according to the manufacturer’s protocol for subsequent bisulfite sequencing. Whole-genome bisulfite sequencing was conducted on the Hiseq 4000 (Illumina, USA) at BGI-Tech (Shenzhen, China) and Novogene (Beijing, China), according to the manufacturer’s instructions. Then, 150 bp read length and at least 4 Gb data per sample were derived for Arabidopsis samples and at least 20 Gb per sample was collected for tomato samples. Raw sequencing reads were quality-controlled with FastQC (version 0.11.5), trimmed with TrimGalore (version 0.4.1) and Cutadapt (version 1.15), then aligned to the reference genome using Bismark (version 0.19.0) with bowtie2 (version 2.3.3.1). DMPs were identified using Methyl-IT (version 0.3.2) R package as described previously [18, 19, 21]. Briefly, Hellinger Divergence (HD) was calculated with a pool of control (wild type) samples as reference as described previously [21]. Cytosines with methylation level difference >20% in the treatment vs. reference comparison were selected and further filtered by estimating the optimal cutoff for HD based on a machine learning approach to obtain DMPs (https://genomaths.github.io/methylit/). To identify the DMGs, we selected loci with at least seven DMPs and minimum DMP density of 3 per 10 kbp, followed by group comparison using likelihood ratio test (LRT) to select loci with log2fold change >1 and adjusted *p*-value < 0.05 (Benjamini and Hochberg method). TAIR10 version 38 GTF was used for Arabidopsis annotation. DAVID Bioinformatics Resources 6.8 was used for GO function enrichment analysis. GO terms with EASE score (a modified Fisher exact *P*-value) < 0.05 were selected and further used for FDR calculation. FDR was calculated using package stats (version 3.6.0; p.adjust method = FDR) in R. Package ggplot2 (version 3.3.3) in R was used to generate heatmap.

For hierarchical clustering, we used the *hclust* from the R package stats (version 3.6.0). Either sum of Hellinger divergence (HD) or sum of methylation level over a given locus was used for analysis. A complete documentation and package (with Methyl-IT) is available at https://genomaths.github.io/.

### RNA sequencing and analysis

For the Arabidopsis WT and epi-lines, floral stem tissues from 3 individual 6-week-old plants of epi24, epi8, and WT; root tissue from 3 individual 10-day-old plants of epi24, epi8, and WT; leaf tissues from 3 individual 4-week-old plants of epi8 and WT were flash frozen and ground in liquid nitrogen. Tissues were subjected to RNA extraction, including DNA removal, using the NucleoSpin RNA Plant Kit (Macherey-Nagel, Germany). sRNA extraction used the NucleoSpin miRNA Plant Kit (Macherey-Nagel, Germany) following the manufacturer’s protocol. RNA libraries were constructed as described in the TruSeq RNA Sample Preparation v2 Guide and were sequenced with the 150 bp read, paired-end option, in the Novaseq analyzer (Illumina, USA) at Novogene (Beijing, China). Raw sequencing reads were quality-controlled, trimmed with TrimGalore (version 0.4.1), and then aligned to the TAIR10 reference genome using STAR (version 2.7.3a) with –twopassMode = Basic and –outFilterMultimapNmax = 1 parameters, retaining only uniquely mapped reads. QoRTs software package (version v1.3.0) with –minMAPQ = 25 option were used to generate BAM files. edgeR package (version 3.26.8) was used for gene count normalization and to identify DEGs (*p* < 0.05, FDR < 0.05, |log2FC| ≥ 0.5). DAVID Bioinformatics Resources 6.8 was used for GO function enrichment analysis. GO terms with EASE score (a modified Fisher exact *P*-value) < 0.05 were selected and further used for FDR calculation. FDR was calculated using package stats (version 3.6.0; p.adjust method = FDR) in R. Package ggplot2 (version 3.3.3) in R was used to generate heatmap.

### Core hub PPI networks, functional enrichment, and weighted correlation networks

Cytoscape (ver. 3.8.2), and the built-in application STRING, clusterMaker was used to construct the core hub PPI network. The input DMGs and DEGs were placed into the STRING data network by Analyze Network function, and then classified into 3 clusters by using *k*-means cluster function, with Euclidean distance as the distance metric, betweenness centrality, closeness centrality, average shortest path length, clustering coefficient, degree and eccentricity as node attributes, and 300 iterations were carried out. Genes in the cluster highest overall centrality were selected as core hubs and subject to functional enrichment analysis using the string enrichment function (FDR < 0.05).

To confirm network associations, we conducted weighted correlation network analysis. Individuals were represented as vector of genes of 600 (67)-dimensional space of DMGs, where each gene was represented by the sum of Hellinger divergence at each DMP on the gene body. Next, principal component analysis (PCA) was applied to identify the genes with the highest contributions to the discrimination between the four *msh1* states and controls. PCA is a standard statistical procedure to reduce data dimensionality, to represent the set of DMGs by new orthogonal (uncorrelated) variables, the principal components (PCs) [62], and to identify the variables with the main contribution to the PCs carrying most of the whole sample variance. In the current case, components carrying 1% of the sample variance (Guttman-Kaiser criterion [63]) and accumulating at least 95% of the whole sample variance were selected. Next, genes were represented as vectors of principal components, where vector (gene) coordinates are PC loadings. A PC score (genes-core) was computed as the Euclidean norm of the vector of principal components. Since the sum of the squared of variable loadings over a principal component is equal to 1, the squared loadings tell us the proportion of variance of the given principal components explained by the gene. Thus, the greater the PC score value, the greater the fraction of cumulative variance from the whole sample variance is carried by the gene and, consequently, the greater the discriminatory power carried by the gene.

The sum of *HD* on the gene body was computed with Methyl-IT function *getGRegionsStat* and the principal component with function *pcaLDA*, which applies the PCA calling function *prcomp* from the R package “*stats*.”

### Motif clustering

Small regions (14 bp) encompassing DMPs in at least three samples were identified and considered as DNA methylation motif candidates in the 67 identified *msh1* core hub genes. A distance matrix was estimated on the set of selected regions using function *dist.dna* from *ape* R package (version 5.5). Hierarchical cluster analysis on the set of selected regions (using the previous estimated distance matrix) was accomplished with function *hclust* from *stats* R package (version 4.1.1) and grouped to 100 clusters. UPGMA approach was applied as agglomeration algorithm. Clusters with fewer than 10 regions where discarded. A DNA multiple sequence alignment on each cluster of sequences was accomplished with MUSCLE algorithm implemented on Bioconductor R package *muscle* (version 3.14). The sample motifs presented in Fig. 8 resulted from the specific analysis of genes TOR, SYD, NRPB1, NRPD1, UBP26, SUVR5, and UPF1.

#### Motif score

We defined the motif score *s*_*jk*_of the aligned sequences *j* and *k* of length *N* as the logarithm base 2 of the number of matched bases found in the alignment. Formally:

1 $${s}_{jk}={\mathit{\log}}_2\sum_{i=1}^N{I}_{jk}^i$$

where $${I}_{jk}=\left\{\begin{array}{c}1\ if\ {b}_j^i={b}_k^i\\ {}0\ \mathrm{otherwise}\end{array}\right.$$ for every base position *i* on sequences *j* and *k*. The maximum motif score is then: *Max*{*s*_*jk*_} = *log*_2_*N*. The motif score in a MSA is, thus, defined as:

2 $$S=\frac{1}{m}\sum_{j=1}^{M-1}\sum_{k=j+1}^M{s}_{jk}$$

For a MSA with *M* sequences of length *N* each, the number of pairwise comparisons is: $$m=\frac{M\times \left(M-1\right)}{2}$$. For a fixed value of motif length *N*, the perfect MSA of DNA sequence motifs would have the maximum score: *Max*{*S*} = *log*_2_*N*. In other words, the maximum amount of information carried on an MSA in this modeling is *I*_*max*_ = *log*_2_*N*, and the amount of information (the uncertainty change) carried by a MSA is given by the expression:

3 $$I=-\left(S-{\mathit{\log}}_2N\right)$$

The same result is obtained if the letter frequencies in the MSA and Shannon entropies, before (perfect alignment) and after, are estimated instead of the number of matches. Then, the alignment information is computed as: *I* =  − (*H*_after_ − *H*_before_) [64].

#### Monte Carlo testing of MSA randomness

A Monte Carlo test (MCT) of how a given DNA multiple sequence alignment differs from randomly generated MSAs was accomplished assuming:

1. The count vectors *n*_*k*_ summarizing the observed DNA base frequencies in *N* column (*k* = A, C, G, T) are distributed according to the multinomial distribution with parameters *p*_*k*_.
2. In Bayesian framework, since Dirichlet distribution is the conjugate prior distribution of the multinomial distribution, the parameter vector *P* = (*p*_*A*_, *p*_*C*_, *p*_*G*_ , *p*_*T*_) is drawn from a Dirichlet distribution $${\mathcal{D}}_{\alpha P}$$ with parameter vectors 𝛼 = (𝛼_1_, 𝛼_2,_ 𝛼_3_, 𝛼_*4*_) and *Q* = (*q*_*A*_, *q*_*C*_, *q*_*G*_ , *q*_*T*_).

A *N* × 4 matrix of counts was computed from the entire set of identified DNA motif candidates as indicated by Sjolander et al. [65], and the parameter vector 𝛼 = (𝛼_1_, 𝛼_2,_ 𝛼_3_, 𝛼_*4*_) from a Dirichlet distribution was estimated applying function *estimateDirichDist* from the R package *usefr* available at GitHub: https://github.com/genomaths/usefr (version 0.1). As shown by Sjolander et al. [65], the posterior probabilities $${\hat{p}}_i$$ are given by the expression:

4 $${\hat{p}}_i=\frac{n_i+{\alpha}_i}{\left|\overrightarrow{n}\right|+\left|\overrightarrow{\alpha}\right|}$$

where $$\left|\overrightarrow{n}\right|$$ and $$\left|\overrightarrow{\alpha}\right|$$ are the total number of counts and pseudo-counts (sum of *α*_*i*_), respectively. Random DNA MSA sequences were generated according to the estimated Dirichlet distribution with function *rdirichlet* from the R package *usefr*.

For MSAs of fixed length *N*, the *log*_2_*N* is a constant. Thus, for the purposes of MCT, we could consider the score statistic given in Eq. 2 and evaluate how much an observed aligned motif differs statistically from Monte Carlo simulated aligned sequences. The Monte Carlo *p*-value was estimated as:

5 $${p}_{\mathrm{value}}=\frac{1}{N_S+1}\sum_{i=0}^{N_s}{\delta}_i\left({S}_i,{S}_0\right)$$

where *S*_0_ is the motif score from the observed MSA to be tested, *S*_*i*_ is the motif score for the *i*th Monte Carlo simulated MSA (including *S*_0_) and $${\delta}_i\left({S}_i,{S}_0\right)=\left\{\begin{array}{c}1\ if\ {S}_i\ge {S}_0\\ {}0\ \mathrm{otherwise}\end{array}\right.$$ (*i* = 0, 1, 2, …).

Preserved methylation motifs were identified (visualized) with function *seqLogo* from Bioconductor R package *seqLogo* (version 4.1). The final visualization of DNA methylation sequence motifs was accomplished with function *ggseqlogo* from the CRAN R package *ggseqlogo* (version 0.1) [66]. DNA sequence motifs (Additional file 8) were selected based on their motif scores, all of which differed statistically from random MSA.

## Supplementary Information

Additional file 1: Figure S1. Phenotype of four selected F3 epi-lines and wild type used for methylome sequencing. Photo was taken at 27 days after planting. Epi24 and Epi8 are sister lines derived from the same crossing event; Epi10 and Epi19 are sister lines derived from a second crossing event. Figure S2. Relative DMP frequencies among different Arabidopsis epi-lines. DMPs were assigned to genic (blue), TE-related (red) and other genomic regions (green). The centroid of the wild type samples was used as reference. Relative DMP frequencies in each genomic feature were estimated as number of DMPs divided by number of total genomic cytosine positions in each genomic feature. A DMP was defined as ‘hyper’ if cytosine methylation level difference was greater than 0 and defined as ‘hypo’ if methylation level difference was less than 0. Figure S3. Total hyper- and hypo-DMP counts in epi-lines. Arabidopsis epi-lines vs WT. Each bar graph represents a single plant in each population. Cytosine context (CG, CHG, CHH) is shown separately for each plant. A DMP was defined as ‘hyper’ if cytosine methylation level difference was greater than 0 and defined as ‘hypo’ if methylation level difference was less than 0. Control centroid was used a reference. Figure S4. Upset plot showing the intersection of DMGs between different *msh1* states. The horizontal bar graph on the right (set size) shows the total number of DMGs in each dataset. The upper bar graph (intersection size) shows the number of DMGs shared by different datasets represented by black connected dots. Package *ComplexHeatmap* (version 2.0.0) in R was used to make graphs. Red arrows indicate relationship among the four epi-lines (state 4) and between selected Epi 24 (state 4) and other individual datasets representing states l-3 in our study. Figure S5. Significant enriched GO pathways by DEG analysis in Epi 8 and Epi 24. a, Enriched GO pathways shared by epi-lines Epi 8 and Epi 24 root RNA (DEG) datasets and Epi 8 leaf sample DEG dataset in Arabidopsis. Heat map was generated using the fold enrichment of GO terms (FDR < 0.05) common between the datasets. GO terms with EASE score (a modified Fisher Exact P-value) < 0.05 were used for FDR calculation. FDR was calculated using package stats (version 3.6.0; p.adjust method = FDR) in R. Package ggplot2 (version 3.3.3) in R was used to generate heatmap. b, Upset plot showing the intersection of DEGs between different Epi 8 and Epi 24 tissues. The horizontal bar graph on the right (set size) shows the total number of DEGs in each dataset. The upper bar graph (intersection size) shows the number of DEGs shared by Epi 8 and Epi 24 datasets represented by black connected dots. c, Upset plots showing the intersection of DMG and DEG datasets in Epi 8 or Epi 24. The horizontal bar graphs on the right (set size) shows the total number of DMGs or DEGs in each dataset. The upper bar graphs (intersection size) shows the number of DMGs or DEGs shared by Epi 8 datasets or Epi 24 datasets represented by black connected dots. Package *ComplexHeatmap* (version 2.0.0) in R was used to make graphs. Figure S6. Results of weighted correlation network analysis. Network derived from the 871 core *msh1*-associated DMGs resulted in 166 DMGs with Spearman’s correlation coefficient of 0.6. Loci shown in red are 33 DMGs that overlap (49%) with the 67 core hub loci from k-means cluster analysis (p-value = 0.000333 Fisher’s Exact Test). The node and label sizes are in correspondence with the node degree (from 40 to 105). That is, a large node indicates a significant correlation with a large number of other genes for its/their epigenetic effect on phenotype. Node color represents the gene score (PC-score), from light-green (small value/contribution) to dark maroon (large value/contribution). The greater the PC-score value, the greater the fraction of cumulative variance from the whole sample variance is carried by the gene and, consequently, the greater the discriminatory power carried by the gene. The pairwise correlation between genes was computed as described in Methods.

Additional file 2. Epi-line state 4 DMGs and GO enrichment.

Additional file 3. Arabidopsis C24 and Ler F1 DMGs and network enrichments.

Additional file 4. Arabidopsis *msh1* epi-line state 4 DEG and GO enrichment.

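The lists of Additional file 4 used here give each DEG a log2FC and a p-value, and those for floral stem also give an FDR. The paper's floral stem lists hold 1375 genes for Epi 8 and 1033 for Epi 24, and 610 genes of the Epi 8 root list were at hand. Of these, 1375, 1031 and 610 were among the tested genes of the fits to the counts, and every tested one had the same sign there. The log2FC values correlated at 1.0 across the listed genes, and the median absolute difference was 0.003, 0.01 and 0.002. In the quasi-likelihood test, 1204 (87.6%), 827 (80.1%) and 531 (87.0%) had an unadjusted p under 0.05 with the fold limit, and 5, 0 and 0 were DEGs. In edgeR's exact test on the 6 libraries of each comparison, 1354 (98.5%), 1029 (99.6%) and 609 (99.8%) of the listed genes passed at an unadjusted p. Among all genes of that test, listed or not, 192, 10 and 82 passed at an FDR under 0.05. This adjustment of the exact test was added after the data had been seen. The lists were selected from these same plants, so the overlap shows how the values were computed and not how stable they are.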

Additional file 5. 871 DMGs shared between four *msh1* states.

Additional file 6. TE and sRNA associations with 871 DMGs shared between four *msh1* states.

Additional file 7. Cluster 11 and 18 with *dcl2/3/*4-sensitive DMPs.

Additional file 8. Cluster motifs within 67 core hub loci.

Additional file 9. Review history.

## Data Availability

The datasets generated and analyzed during the current study are available from the corresponding author upon request. All next-generation sequencing data generated by this study, related to msh1 state 4, were deposited to Gene Expression Omnibus database under the following accessions: GSE192428 (Arabidopsis epi BSseq) [67], GSE192432 (Arabidopsis *msh1* memory reversion BSseq) [68], and GSE192429 (Arabidopsis epi RNAseq) [69]. Sequencing data for *msh1* states 1 and 3 can be accessed at GSE152570 [19] and data for *msh1* state 2 can be accessed under GSE129303 [18]. The customized code used in this study, including methylation analysis with Methyl-IT, DMP classification based on signal detection, and identification of DMGs, is deposited to Zenodo [70]. Codes for principal component and linear discriminant analyses are deposited to Zenodo [71].

# Supplementary material for: Methylome decoding of RdDM-mediated reprogramming effects in the Arabidopsis MSH1 system
**Source:** Genome Biol. 2022 Aug 4;23:167. doi: 10.1186/s13059-022-02731-w
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Phenotype of four selected F3 epi-lines and wild type used for methylome sequencing. Photo was taken at 27 days after planting. Epi24 and Epi8 are sister lines derived from the same crossing event; Epi10 and Epi19 are sister lines derived from a second crossing event. Figure S2. Relative DMP frequencies among different Arabidopsis epi-lines. DMPs were assigned to genic (blue), TE-related (red) and other genomic regions (green). The centroid of the wild type samples was used as reference. Relative DMP frequencies in each genomic feature were estimated as number of DMPs divided by number of total genomic cytosine positions in each genomic feature. A DMP was defined as ‘hyper’ if cytosine methylation level difference was greater than 0 and defined as ‘hypo’ if methylation level difference was less than 0. Figure S3. Total hyper- and hypo-DMP counts in epi-lines. Arabidopsis epi-lines vs WT. Each bar graph represents a single plant in each population. Cytosine context (CG, CHG, CHH) is shown separately for each plant. A DMP was defined as ‘hyper’ if cytosine methylation level difference was greater than 0 and defined as ‘hypo’ if methylation level difference was less than 0. Control centroid was used a reference. Figure S4. Upset plot showing the intersection of DMGs between different msh1 states. The horizontal bar graph on the right (set size) shows the total number of DMGs in each dataset. The upper bar graph (intersection size) shows the number of DMGs shared by different datasets represented by black connected dots. Package ComplexHeatmap (version 2.0.0) in R was used to make graphs. Red arrows indicate relationship among the four epi-lines (state 4) and between selected Epi 24 (state 4) and other individual datasets representing states l-3 in our study. Figure S5. Significant enriched GO pathways by DEG analysis in Epi 8 and Epi 24. a, Enriched GO pathways shared by epi-lines Epi 8 and Epi 24 root RNA (DEG) datasets and Epi 8 leaf sam

## Slide 1
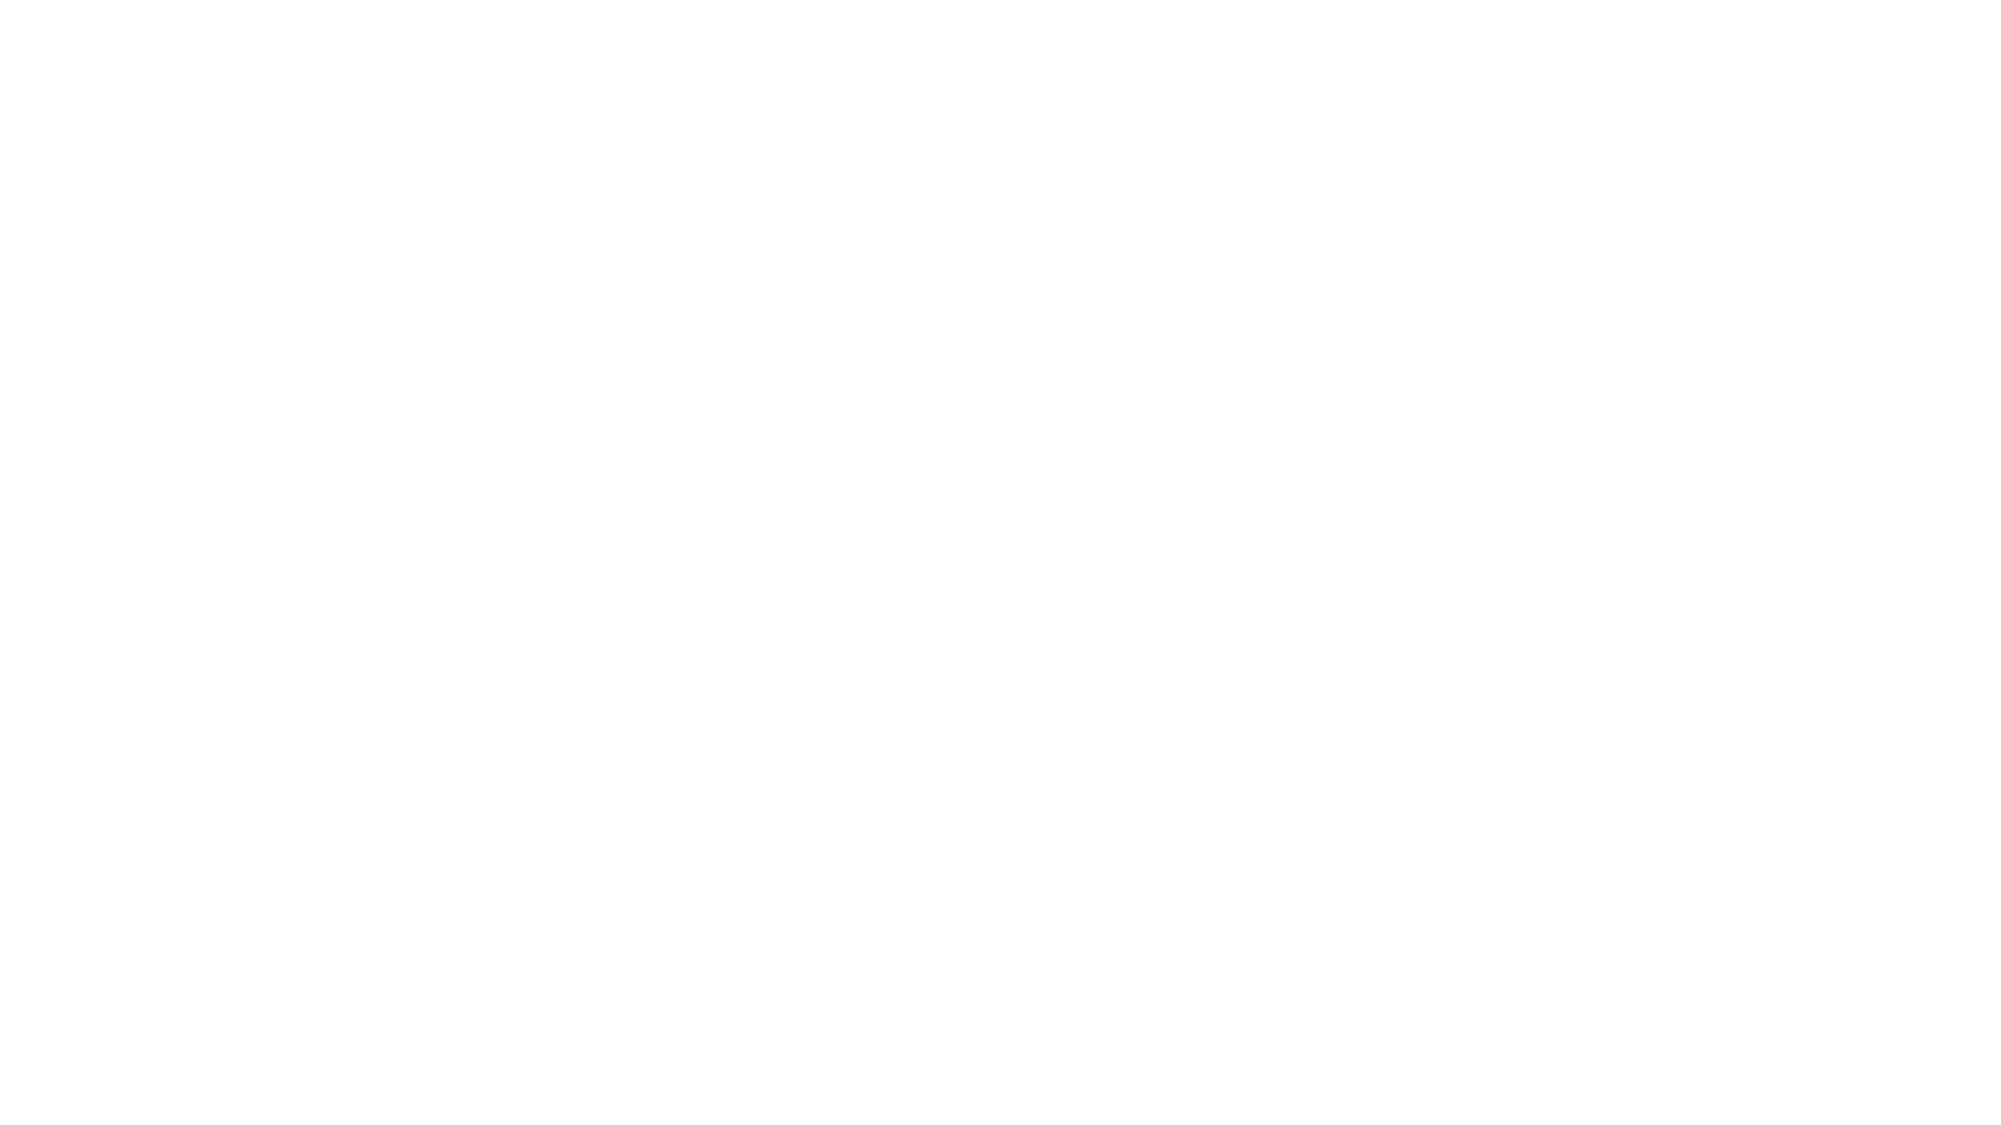

#

## Slide 2
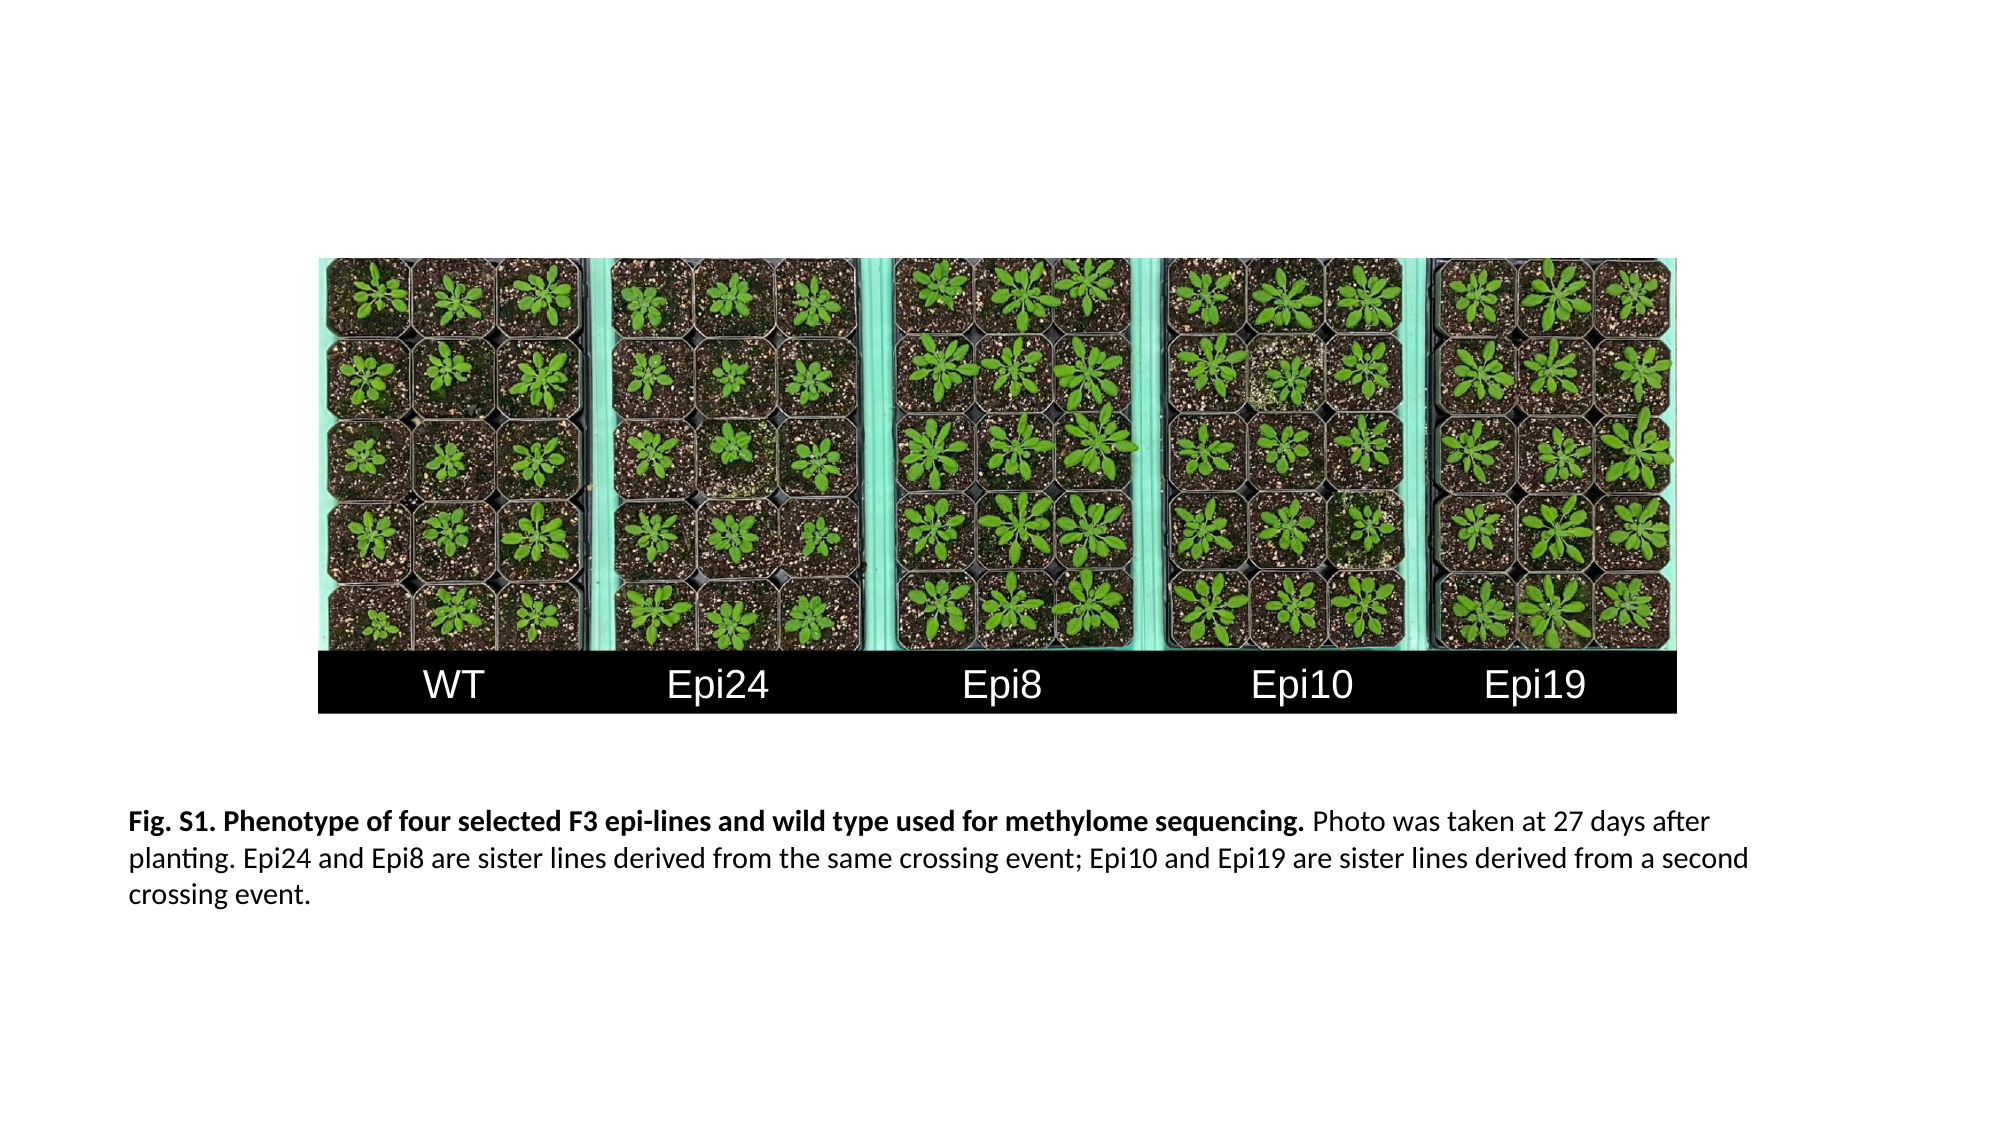

WT 	 Epi24	 Epi8	 Epi10	 Epi19
Fig. S1. Phenotype of four selected F3 epi-lines and wild type used for methylome sequencing. Photo was taken at 27 days after planting. Epi24 and Epi8 are sister lines derived from the same crossing event; Epi10 and Epi19 are sister lines derived from a second crossing event.

## Slide 3
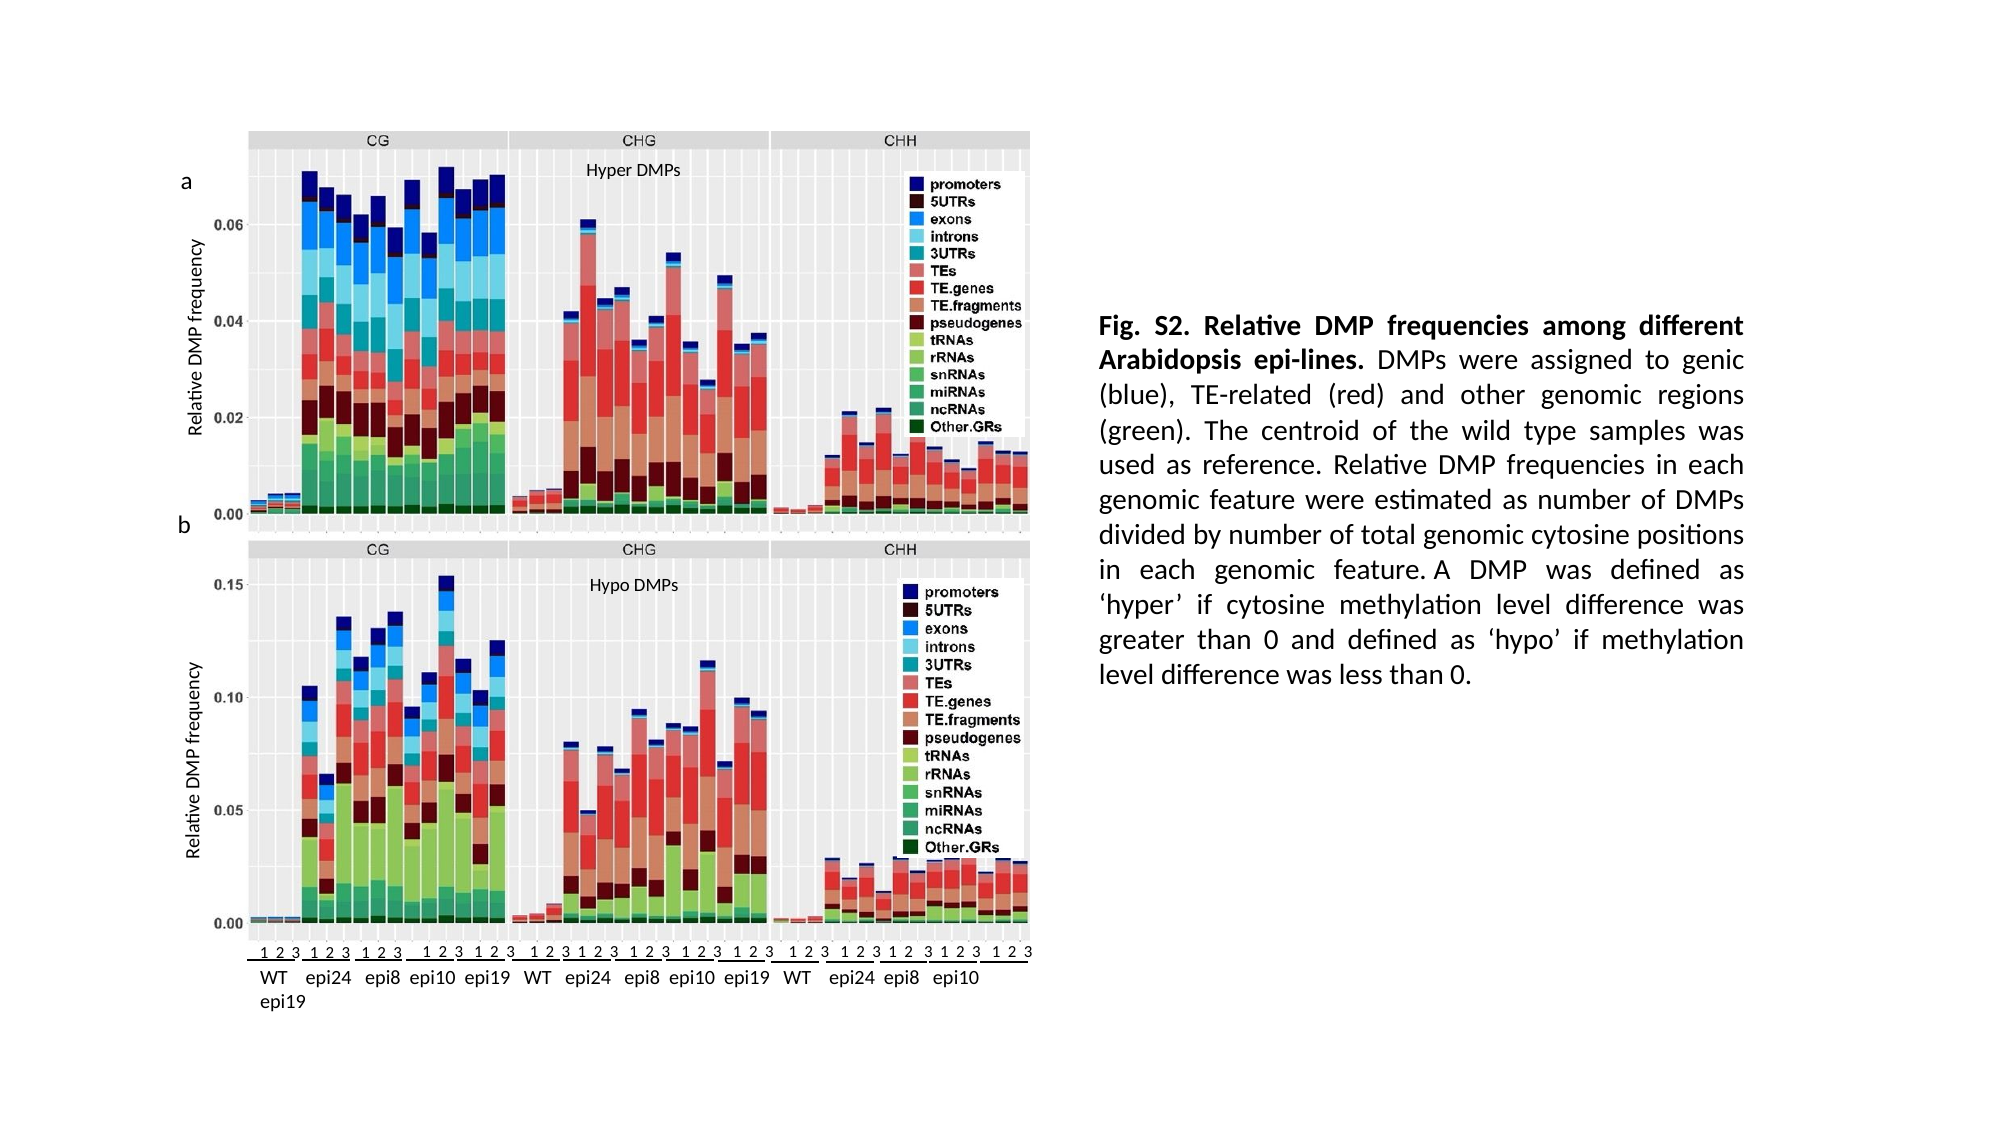

Hyper DMPs
Relative DMP frequency
Hypo DMPs
Relative DMP frequency
1 2 3 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3
 1 2 3
1 2 3
1 2 3
WT epi24 epi8 epi10 epi19 WT epi24 epi8 epi10 epi19 WT epi24 epi8 epi10 epi19
a
b
Fig. S2. Relative DMP frequencies among different Arabidopsis epi-lines. DMPs were assigned to genic (blue), TE-related (red) and other genomic regions (green). The centroid of the wild type samples was used as reference. Relative DMP frequencies in each genomic feature were estimated as number of DMPs divided by number of total genomic cytosine positions in each genomic feature. A DMP was defined as ‘hyper’ if cytosine methylation level difference was greater than 0 and defined as ‘hypo’ if methylation level difference was less than 0.

## Slide 4
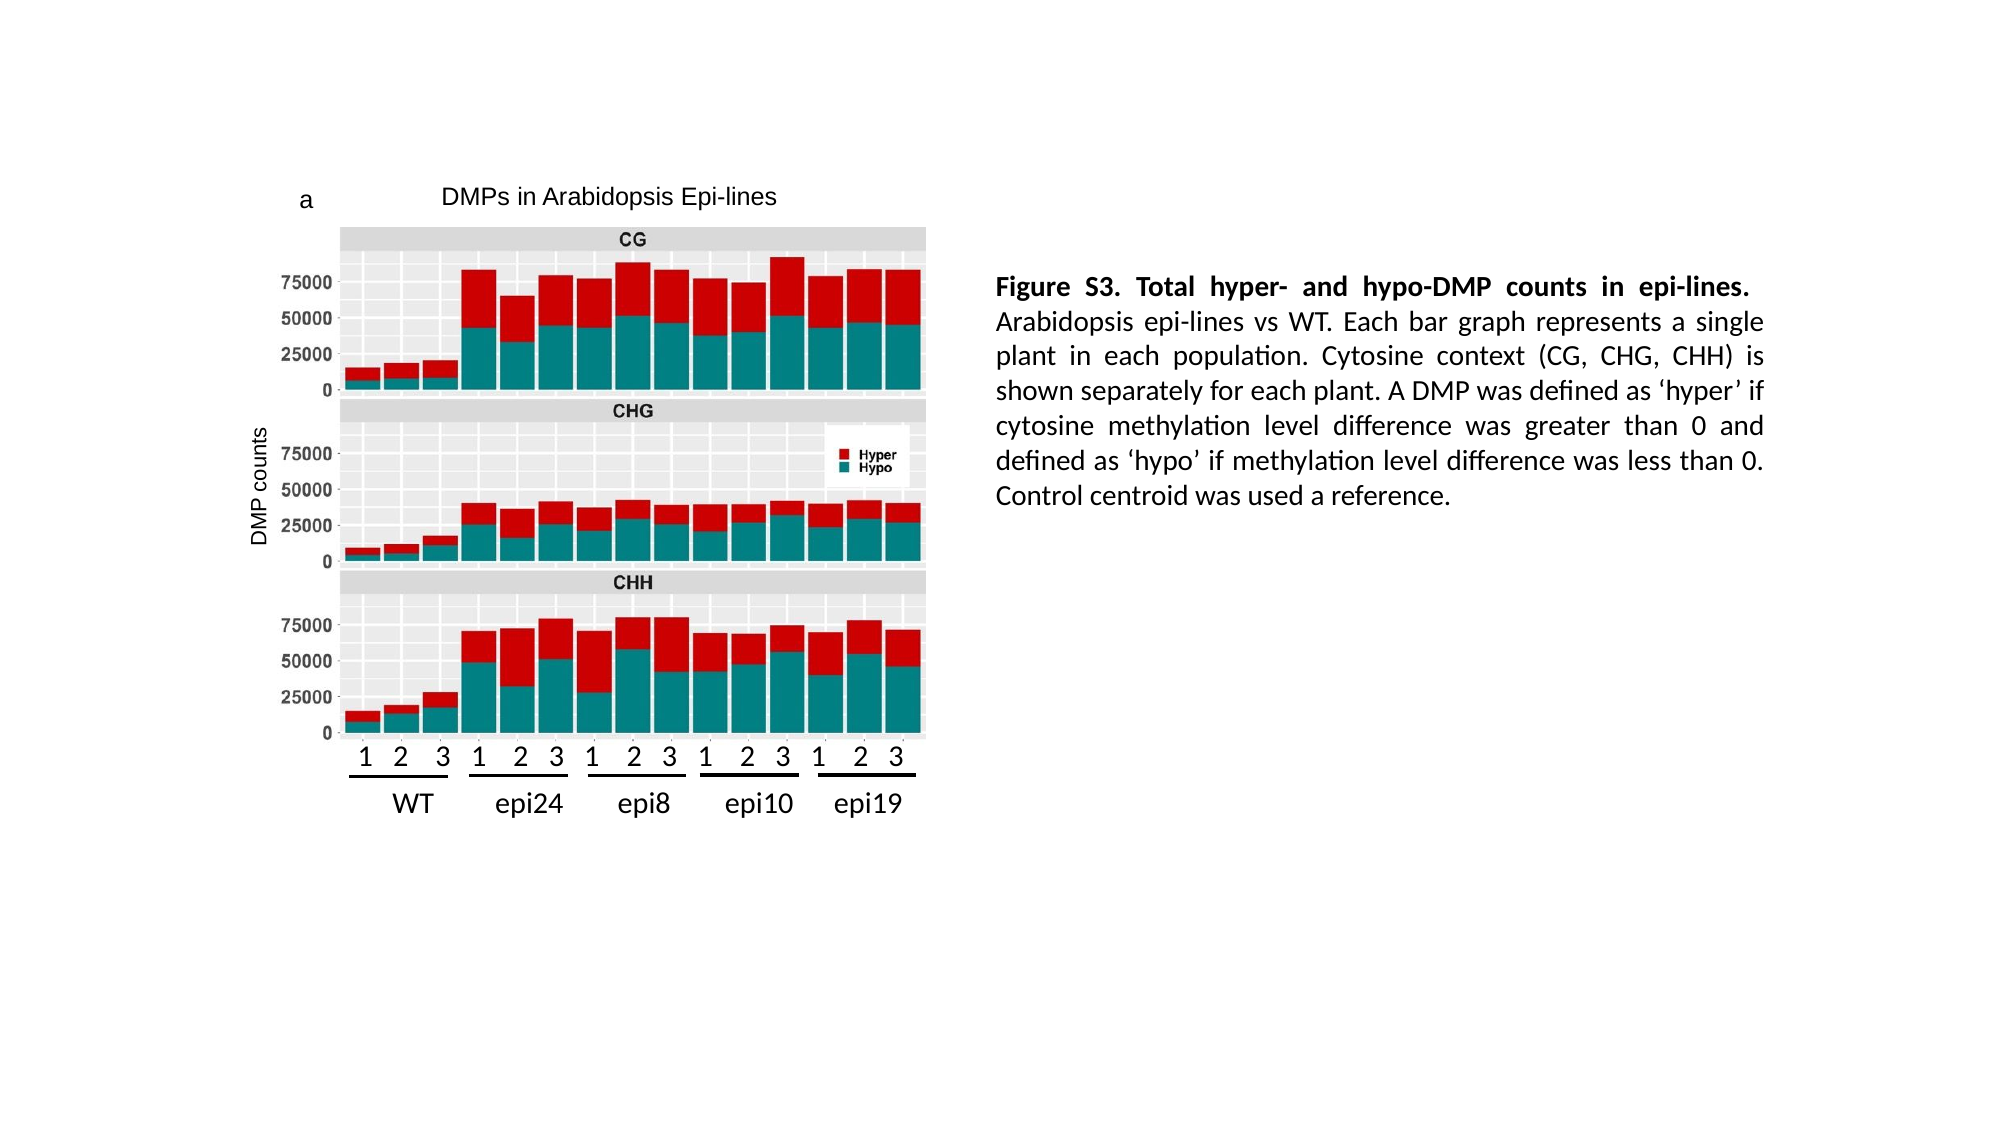

DMPs in Arabidopsis Epi-lines
a
DMP counts
 1 2 3 1 2 3 1 2 3 1 2 3 1 2 3
WT epi24 epi8 epi10 epi19
Figure S3. Total hyper- and hypo-DMP counts in epi-lines. Arabidopsis epi-lines vs WT. Each bar graph represents a single plant in each population. Cytosine context (CG, CHG, CHH) is shown separately for each plant. A DMP was defined as ‘hyper’ if cytosine methylation level difference was greater than 0 and defined as ‘hypo’ if methylation level difference was less than 0. Control centroid was used a reference.

## Slide 5
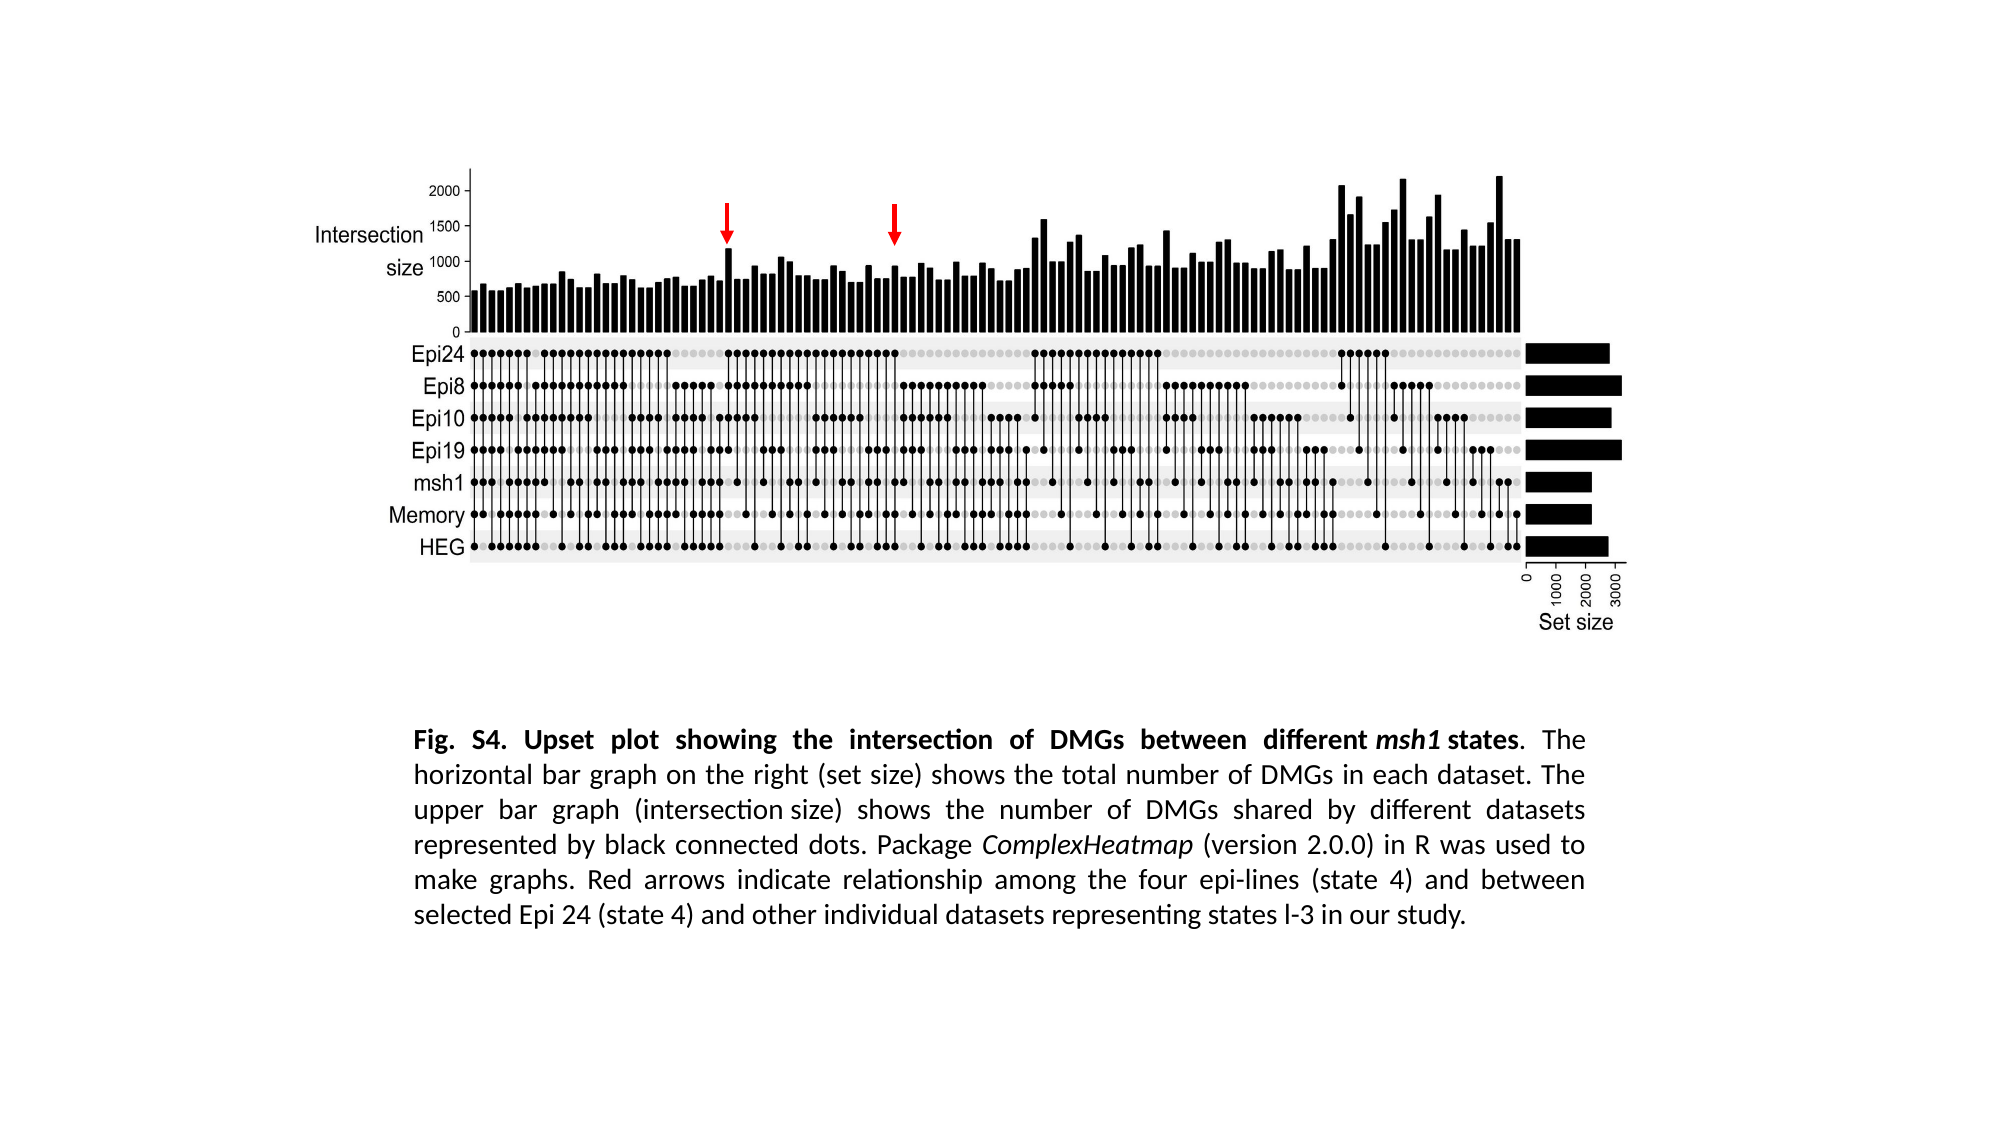

Fig. S4. Upset plot showing the intersection of DMGs between different msh1 states. The horizontal bar graph on the right (set size) shows the total number of DMGs in each dataset. The upper bar graph (intersection size) shows the number of DMGs shared by different datasets represented by black connected dots. Package ComplexHeatmap (version 2.0.0) in R was used to make graphs. Red arrows indicate relationship among the four epi-lines (state 4) and between selected Epi 24 (state 4) and other individual datasets representing states l-3 in our study.

## Slide 6
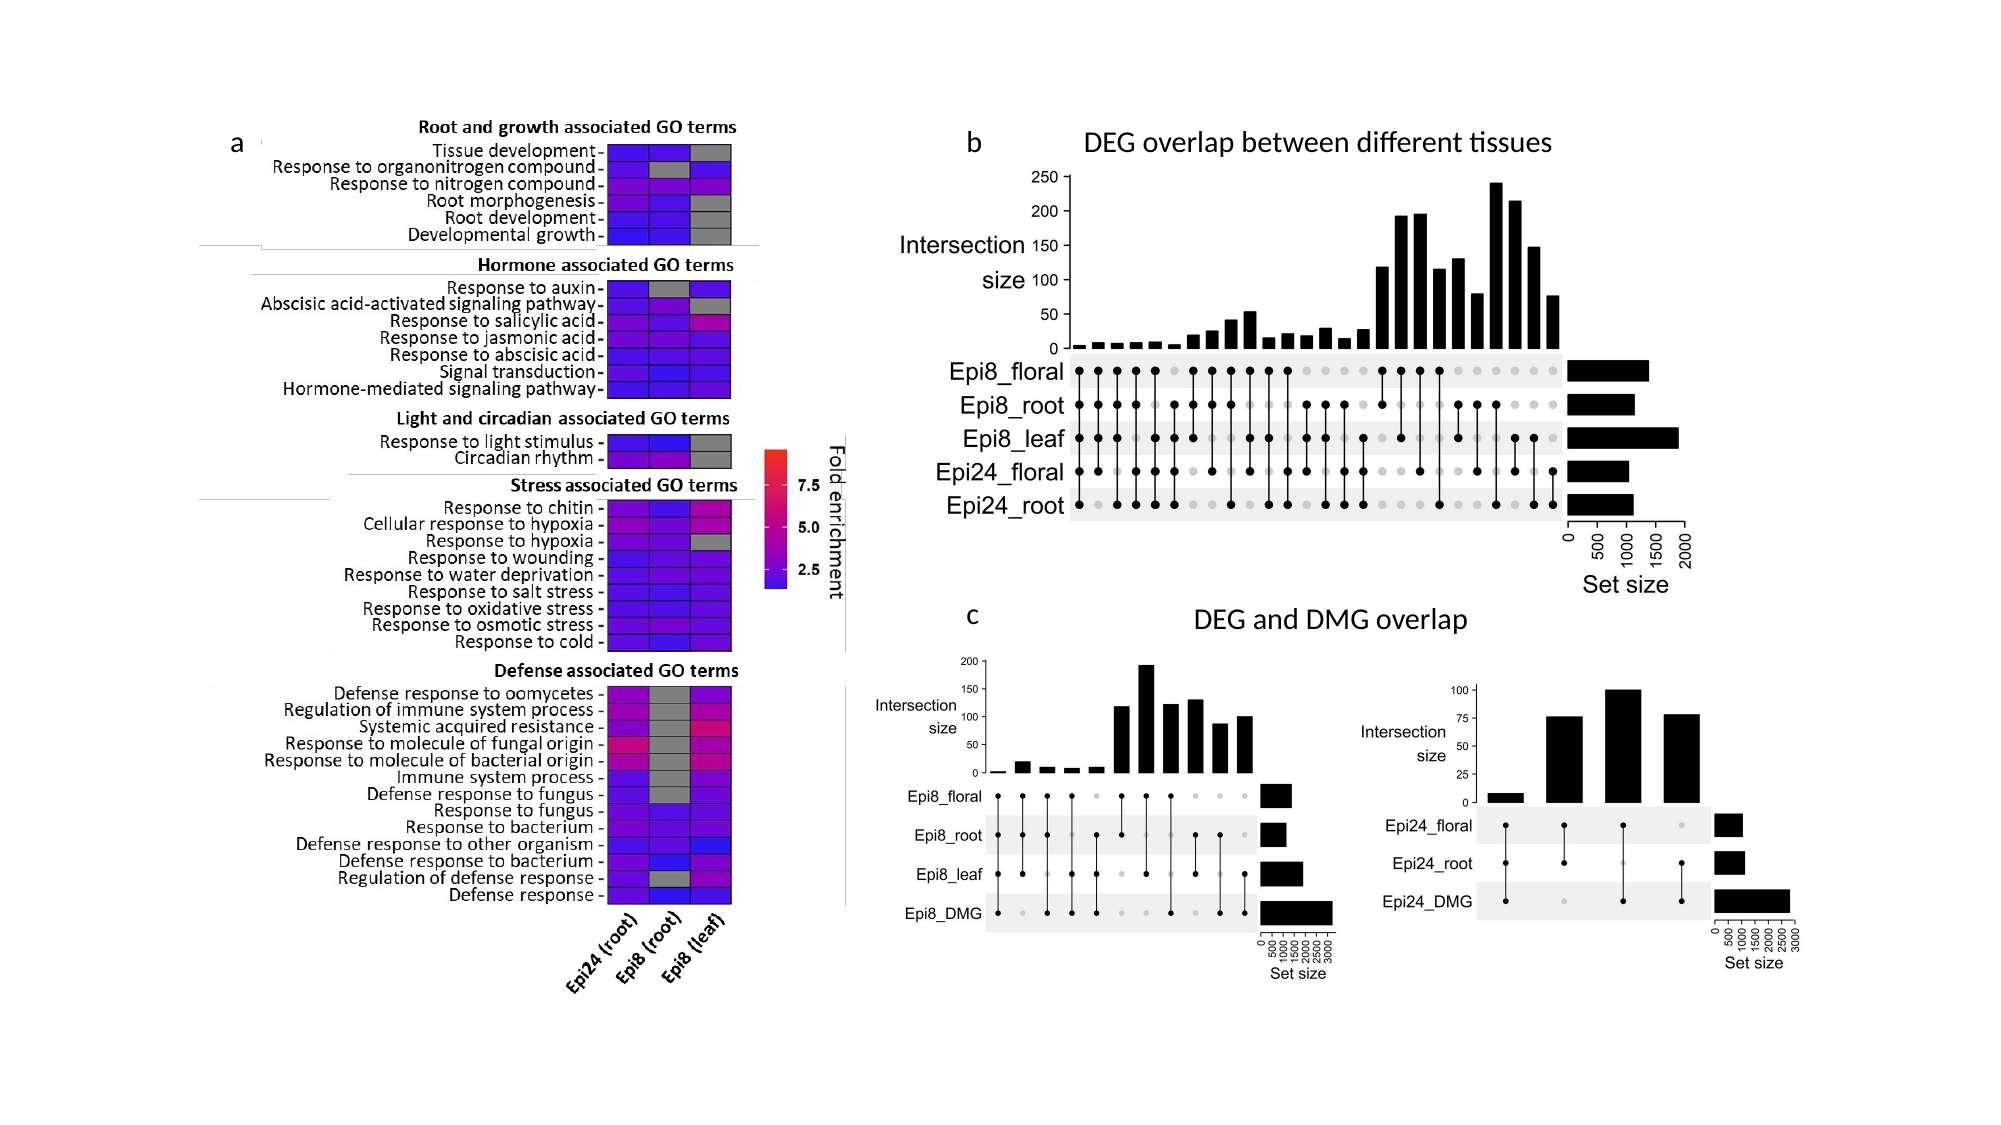

a
b
DEG overlap between different tissues
c
DEG and DMG overlap

## Slide 7
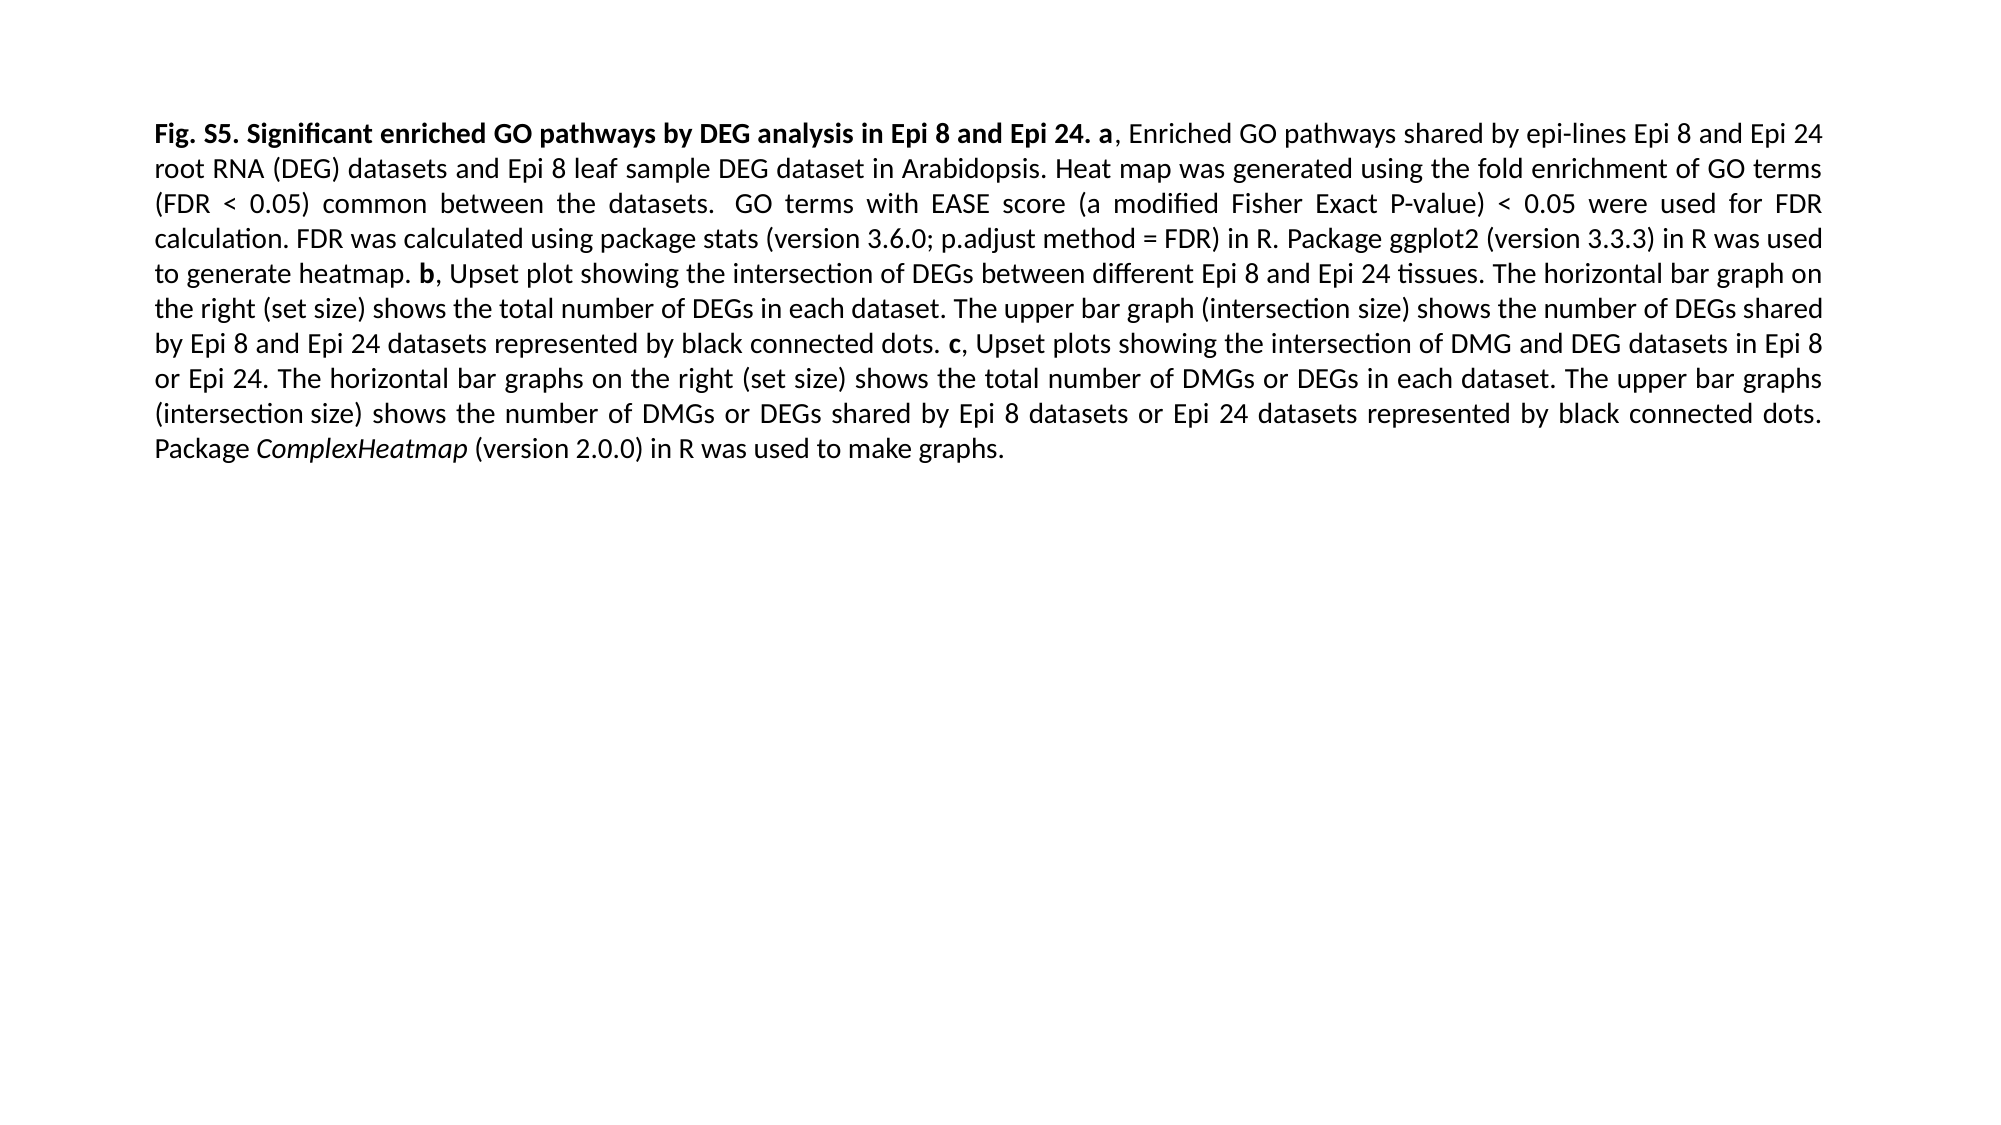

Fig. S5. Significant enriched GO pathways by DEG analysis in Epi 8 and Epi 24. a, Enriched GO pathways shared by epi-lines Epi 8 and Epi 24 root RNA (DEG) datasets and Epi 8 leaf sample DEG dataset in Arabidopsis. Heat map was generated using the fold enrichment of GO terms (FDR < 0.05) common between the datasets.  GO terms with EASE score (a modified Fisher Exact P-value) < 0.05 were used for FDR calculation. FDR was calculated using package stats (version 3.6.0; p.adjust method = FDR) in R. Package ggplot2 (version 3.3.3) in R was used to generate heatmap. b, Upset plot showing the intersection of DEGs between different Epi 8 and Epi 24 tissues. The horizontal bar graph on the right (set size) shows the total number of DEGs in each dataset. The upper bar graph (intersection size) shows the number of DEGs shared by Epi 8 and Epi 24 datasets represented by black connected dots. c, Upset plots showing the intersection of DMG and DEG datasets in Epi 8 or Epi 24. The horizontal bar graphs on the right (set size) shows the total number of DMGs or DEGs in each dataset. The upper bar graphs (intersection size) shows the number of DMGs or DEGs shared by Epi 8 datasets or Epi 24 datasets represented by black connected dots. Package ComplexHeatmap (version 2.0.0) in R was used to make graphs.

## Slide 8
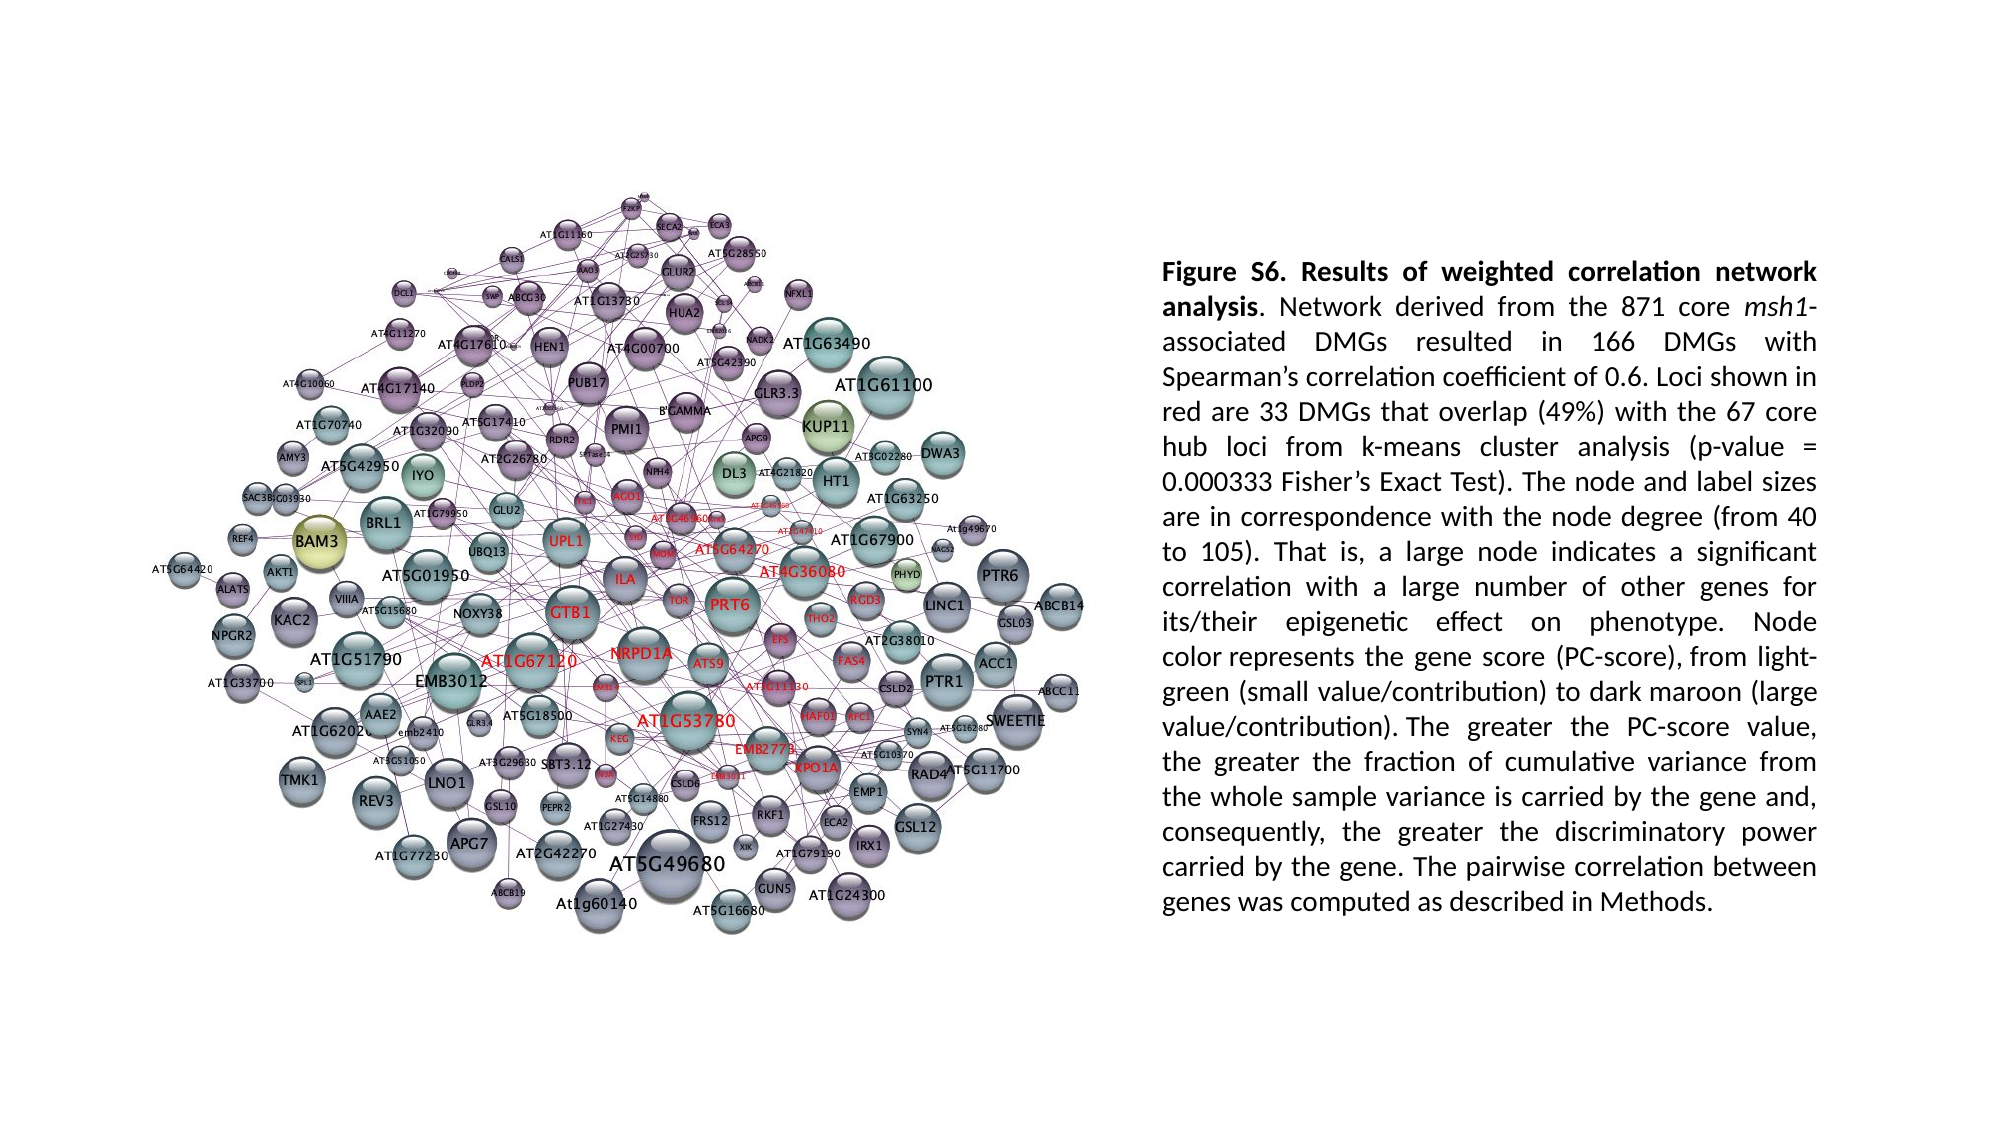

Figure S6. Results of weighted correlation network analysis. Network derived from the 871 core msh1-associated DMGs resulted in 166 DMGs with Spearman’s correlation coefficient of 0.6. Loci shown in red are 33 DMGs that overlap (49%) with the 67 core hub loci from k-means cluster analysis (p-value = 0.000333 Fisher’s Exact Test). The node and label sizes are in correspondence with the node degree (from 40 to 105). That is, a large node indicates a significant correlation with a large number of other genes for its/their epigenetic effect on phenotype. Node color represents the gene score (PC-score), from light-green (small value/contribution) to dark maroon (large value/contribution). The greater the PC-score value, the greater the fraction of cumulative variance from the whole sample variance is carried by the gene and, consequently, the greater the discriminatory power carried by the gene. The pairwise correlation between genes was computed as described in Methods.

How the deposited data were processed for this re-analysis (not part of the article)

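RNA-seq data of the Arabidopsis epi-lines were used, 27 libraries from 27 plants in 9 groups of 3. The groups were floral stem of Epi 8, Epi 24 and WT (6 weeks), root of the same lines (10 days), and leaf of Epi 8, Epi 10 and WT. For leaf, the paper gives an age of 4 weeks and the sample labels the bolting stage. Samples were mapped to line, tissue and plant number from the sample labels, and checked against the paper's methods, which name all groups except Epi 10 leaf. Methylome and small RNA data were not analysed here.

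The authors trimmed the reads with TrimGalore, aligned them to TAIR10 with STAR keeping uniquely mapped reads, applied a minimum mapping quality with QoRTs, and deposited raw counts per gene for each plant, with no normalization. The deposited counts cover 33977 genes, 32548 of which were matched to the TAIR10.1 annotation used here for names, positions, descriptions, exon length and GC content. The annotation was compared with the coordinates in the paper's list of Epi 8 DMGs, and 1873 of 1873 genes had the same start and end. The 285 chloroplast and mitochondrial genes have a total count of 0. Lines that summarise uncounted reads were left out of the gene counts. Reads outside genes made up 0.681 to 0.995% of the total in leaf and 3.94 to 6.18% in the other tissues, and ambiguous reads 0.802 to 0.987% in root, 0.254 to 0.299% in leaf, 0.61% in Epi 8 floral stem plant 3 and 0.304 to 0.36% in the other floral stems.

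Total counts per library were 18465252 to 21219383 in floral stem, 18524351 to 20041205 in root and 48098795 to 90808615 in leaf. The floors of 3 counts given in CPM cover counting error only, because reads without molecular identifiers are not independent molecules. The 10 genes with the highest counts took 7.36 to 9.3% of the counts in floral stem, 3.67 to 5.7% in root and 5.45 to 6.56% in leaf. No 2 plants of a group had counts within sampling noise of each other (chi-square over degrees of freedom from 13.96 to 111.49).

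Each tissue was fitted on its 9 libraries with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group, libraries were scaled by TMM, and groups were compared by the quasi-likelihood test. DEGs had a Benjamini-Hochberg FDR under 0.05 over all tested genes and an absolute log2FC of at least 0.5. Standard errors of log2FC were computed as the log2FC divided by the square root of the test's F statistic. CPM are counts scaled to a common library size after TMM, and log2 CPM used a prior count of 2. On simulated counts drawn from the real means and library sizes, 200 genes were changed by known folds, and 198 of them were among the 19354 genes tested. Of these 198, 97 were called (49%), and 5 calls were not changed genes (4.9%). Over all 200 changed genes, 84.8% of 4-fold and 17.6% of 2-fold changes were called. In a group with no change, 0 genes were called. Each simulated gene had the typical spread of its expression level, and genes varied independently. Real plants can share variation across genes, as a split mixing Epi 8 and WT floral stems gave 634 DEGs. The simulated error and call rates may therefore not hold for the real libraries. The median absolute error of the log2FC of changed genes was 0.233.

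Gene sets were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01, and by one-sided Fisher's exact tests. The ribosome biogenesis set was chosen by words in the gene descriptions. The defense, circadian and light sets came from the genes that Additional file 4 lists under such terms. The lists at hand were cut at 36 genes per term, so these sets can be incomplete. Single values per plant were compared by exact permutation tests, for which 3 plants against 3 allow no p under 0.1. Differences between tissues were tested by permuting plants within each tissue, over 400 arrangements with a smallest p of 0.005. This tests against no effect in either tissue, and does not test whether 2 effects are equal. Term enrichment used the process terms in the annotation's descriptions (16199 genes with a term) with at least 5 tested genes. The descriptions were split at commas, so fragments and entries that name no process were tested as terms. On simulated lists, 0 terms passed in 5 random lists and 10 of 10 planted terms were recovered. Benjamini-Hochberg adjustment was applied within families of 11 gene set comparisons, 10 overlaps, 10 tissue comparisons, 8 list comparisons, 8 comparisons of translation genes and 6 clock index comparisons. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps.

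The sample mapping, the tests and all alternative settings not named otherwise were fixed before the data were examined. The alternatives were an unadjusted p, no fold limit, edgeR's likelihood ratio test, DESeq2 1.42.0, RLE scaling, no filter, a CPM filter, only the 6 libraries of the groups compared with edgeR's quasi-likelihood and exact tests, the plant number as a block, and each plant left out in turn. For gene sets they included fry and a correlation estimated from the data. Pairing by plant number comes from the plant numbers in the sample labels. The paper describes the plants as individuals and gives no pairing, so the fits without the block are the main ones.

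The genes named in the text follow a rule. They are *MSH1*, each gene the paper names with regard to expression, the named hub loci, the 10 clock genes, the 3 DEGs with the largest change in each direction whose 3 plants all lie on the same side of all 3 WT plants and whose mean over the 9 libraries of the tissue is at least 1 CPM, and the 3 genes with the smallest FDR of each term reported from Additional file 4. Genes outside the rule are marked as named after their values were seen.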

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

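Of the tests in this part, the time of harvest for the clock index, and the translation genes with all their tests, were chosen only after the results were seen. Of 10 differences between tissues tested, 3 passed an adjusted p of 0.05. These tests are against no effect in either tissue, so a pass does not by itself show that the effects differ.

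The clock index, the mean log2 CPM of 4 morning genes minus that of 6 evening genes, moved in opposite directions in Epi 8 floral stem and root. It was 2.34 above WT in floral stem, where each of the 3 Epi 8 plants (2.16 to 2.46) lay above each WT plant (-0.39 to 0.70), and 1.12 below WT in root, where each of the 3 Epi 8 plants lay below each WT plant. The effects differed by 3.46 (exact permutation within each tissue, p = 0.005, the smallest possible, adjusted p = 0.025 over 10 comparisons). This p follows from the plants of both tissues being fully separated in opposite directions, each at the smallest p of its own test (0.1), and adds no evidence to that, and the same holds for root and leaf. Root and leaf of Epi 8 differed by -1.65 (exact permutation, p = 0.005, adjusted p = 0.025), with an effect of 0.535 in leaf, where 4 of 4 morning genes and 5 of 6 evening genes were higher in Epi 8, so that the leaf index does not show the phases moving apart. The difference between floral stem and leaf did not pass (1.81, exact permutation, p = 0.115, adjusted p = 0.192), nor did that between Epi 24 floral stem and root (1.15, exact permutation, p = 0.04, adjusted p = 0.1).

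With each plant left out in turn, the Epi 8 effect stayed between 2.16 and 2.70 in floral stem, between -1.33 and -0.94 in root and between 0.34 and 0.73 in leaf. With the median over the genes, another prior count or 2 genes per phase (*CCA1* and *LHY* against *TOC1* and *GI*), it stayed between 2.27 and 2.37 in floral stem, between -1.24 and -1.0 in root and between 0.40 and 0.54 in leaf. The way of summarising and single plants therefore leave the direction in place. A candidate explanation is a different hour of harvest for the line and its WT, in opposite order in the tissues. The difference of 3.46 cannot test it, because harvest hours were not found in the paper's text or the labels, and both a shift of the clock and a shift of harvest move the index. The plants of the tissues also differ in age (6 weeks and 10 days), which cannot be separated from tissue. The pattern cannot be told apart from a difference in harvest time.

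In Epi 8 leaf, 337 of 361 genes annotated with translation were lower than in WT, with a median log2FC of -0.42 (limma's camera, adjusted p = 2.24e-63 over 8 comparisons). The set was picked because its term stood out among the leaf genes of these same plants, so these p-values are no independent test. The other 3 terms that passed in Epi 8 leaf were ribosome biogenesis (53 of 99 genes, 0 higher, FDR 3.04e-32), nucleosome assembly (16 of 50, 0 higher, FDR 3.67e-05) and translational elongation (8 of 25, 1 higher, FDR 0.0308). Camera at this setting passed in 8 of 8 comparisons and so does not single out Epi 8 leaf. Translation genes were also mostly lower in Epi 10 leaf (328 of 361), Epi 24 floral stem (335 of 359) and Epi 24 root (325 of 361), and mostly higher in Epi 8 floral stem (284 of 359) and Epi 8 root (298 of 361), with 0 DEGs among them in each of these 5. With a correlation estimated from the data, none of these 5 passed (the smallest unadjusted p was 0.0743, in Epi 10 leaf). Compared directly, translation genes were mostly higher in Epi 8 than in Epi 24, with 0 DEGs. The median log2FC was 0.542 in floral stem (330 of 359 higher) and 0.289 in root (341 of 361). With an estimated correlation camera gave an unadjusted p of 0.236 and 0.0717 for these, and fry gave 0.121 and 0.0212. The paper does not discuss translation genes in leaf. They made up 80 of the 191 leaf DEGs, all 80 lower, and 145 of 361 passed at an unadjusted p. Per plant, the mean log2 CPM of these genes was 5.46, 5.38 and 5.38 in Epi 8 and 5.84, 5.90 and 5.72 in WT, so that 3 of 3 Epi 8 plants lay below all WT plants. With a correlation estimated from the data camera gave an unadjusted p of 0.00902, and fry gave 0.000891. The effect on their mean log2 CPM differed between root (0.11) and leaf (-0.41) of Epi 8 by 0.53 (exact permutation within each tissue, p = 0.01, adjusted p = 0.0333 over 10 comparisons). It did not differ past the threshold between floral stem and leaf (0.59, exact permutation, p = 0.085, adjusted p = 0.17).

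Technical explanations were weighed for the translation genes. They are short (median exon length 1053 against 1767 bases for the tested genes), and offsets for GC content and exon length moved the median to -0.373 (unadjusted p of 6.24e-48), so the lower expression is not fully explained by GC content and length. With the plant number as a block the median was -0.43, and 21 of 42 DEGs were translation genes. With the block and the offsets together it was -0.38, and 10 of 24. RLE scaling gave -0.42, with a shift of all genes of 0.003. With each plant left out, the median lay between -0.50 and -0.38. The depth of the leaf libraries was tested on the count of leaf DEGs, which was 180 after thinning every library to 18465252 counts against 191, so the greater depth does not account for it. Among the 4 splits of the 6 leaf plants that part all same-numbered pairs, 1, the real split, had a median this far from 0. The others were 0.204, 0.141 and 0.0726 in size, and with 4 splits the share cannot be under 0.25. The splits that part a single pair reached at most 0.259 in size, and over all 10 splits the share cannot be under 0.1. Reads lost between similar ribosomal protein genes and the stage of the leaves, for which the paper and the labels differ, were not tested. The pattern cannot be told apart from these or from a chance split of the plants, and a lower expression of translation genes in Epi 8 leaf remains a hypothesis.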

How the results depend on the processing

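Of the settings in this part, the plant number as a block together with offsets for GC content and exon length, and the settings for *RID3*, *OLI2*, *SWA1* and *BOP1*, were chosen after seeing the data. For each change given here without a stated cause, the cause was not tested.

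Counts of DEGs are given in the order Epi 8 floral stem, Epi 24 floral stem, Epi 8 root, Epi 24 root, Epi 8 leaf and Epi 10 leaf against WT, then Epi 8 against Epi 24 in floral stem and in root. They were 5, 0, 0, 0, 191, 0, 3 and 4. With an unadjusted p in place of the FDR they were 1416, 995, 628, 769, 1426, 452, 2792 and 1081. The likelihood ratio test gave 281, 12, 29, 41, 638, 17, 504 and 133, and DESeq2's Wald test 358, 21, 28, 22, 712, 21, 704 and 139. On only the 6 libraries of each comparison, the quasi-likelihood test gave 1, 1, 0, 0, 43, 3, 9 and 1. With an unadjusted p on those libraries, the exact test gave 1372, 1038, 810, 753, 1501, 761, 3448 and 1272 and the quasi-likelihood test 1229, 880, 692, 617, 1347, 664, 3301 and 1089.

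Without a filter on low counts the numbers were 27, 0, 8, 10, 237, 0, 3 and 57. RLE scaling gave 5, 0, 0, 0, 144, 0, 3 and 4, a CPM filter 5, 0, 0, 0, 224, 0, 3 and 4, and no fold limit 5, 0, 0, 0, 223, 0, 3 and 4. With each plant left out in turn they ranged from 0 to 8, 0 to 1, 0 to 1, 0 to 2, 0 to 170, 0 to 0, 0 to 1 and 0 to 13. Without adjustment the same fits gave 1032 to 2214, 582 to 2955, 452 to 889, 805 to 1239, 989 to 1884, 240 to 887, 1452 to 3936 and 826 to 2026. Under RLE, 16.0% of the leaf DEGs were higher against 18.8% under TMM.

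With the plant number as a block, the counts were 7, 0, 0, 0, 42, 0, 0 and 0, and with the block and offsets for GC content and exon length 7, 0, 0, 0, 24, 0, 2 and 1. Same-numbered plants are different individuals. Their deviations correlated at -0.102 (Epi 8 and WT floral stem), 0.084 (Epi 24 and WT), 0.153 (the lines), 0.015, -0.032 and -0.009 (the same pairs in root), 0.15 (Epi 8 and WT leaf), -0.091 (Epi 10 and WT) and -0.23 (Epi 10 and Epi 8 leaf). For gene sets in pairs within 0.1 of 0, the block gave medians of -0.319 (ribosome biogenesis, Epi 24), 0.142 (defense, Epi 24 root), -0.014 (Epi 8 root) and -0.123 (the lines in root).

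Overlaps between lists were 0 for each of the 10 pairs under an FDR. With an unadjusted p they were 180 (Epi 8 and Epi 24 floral stem), 76 (Epi 8 floral stem and root), 74 (Epi 8 floral stem and Epi 24 root), 149 (Epi 8 floral stem and leaf), 43 (Epi 24 floral stem and Epi 8 root), 46 (Epi 24 floral stem and root), 144 (Epi 24 floral stem and Epi 8 leaf), 116 (both roots), 59 (Epi 8 root and leaf) and 83 (Epi 24 root and Epi 8 leaf). Epi 8 DMGs among the genes were then 85 in floral stem, 30 in root and 43 in leaf, against 0, 0 and 4 DEGs, and 2 in leaf with the block, where the lower share of DMGs among the leaf DEGs was no longer distinguishable (odds ratio 0.257 without the block and 0.57 with it). Hub loci were 2 in Epi 24 floral stem and 1 in Epi 24 root, against 0 DEGs.

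The medians of the gene sets do not change with the set test, but their p does. With fry, the p of ribosome biogenesis in Epi 24 (median -0.32) was 0.0779, of defense in Epi 24 root (0.17) 0.171, in Epi 8 leaf (0.28) 0.0979 and between the lines in root (-0.13) 0.139. With a correlation estimated from the data they were 0.0988, 0.163, 0.151 and 0.186, and those of circadian genes in leaf (0.087) and ribosome biogenesis between the lines (0.40) were 0.133 and 0.146. With the genes of Additional file 4 in place of the description list, the ribosome biogenesis medians were 0.12 (Epi 8), -0.899 (Epi 24) and 1.08 (between the lines). In all, 10 of these settings lost the threshold and the other 37, among them RLE scaling and the block, kept direction and side.

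With each plant left out in turn, ribosome biogenesis in Epi 24 floral stem stayed between -0.483 and -0.195, between the lines between 0.263 and 0.528, and defense in Epi 8 leaf between 0.114 and 0.334, each past the threshold. Defense in Epi 24 root ranged from 0.0030 (unadjusted p of 0.323) to 0.225, and between the lines in root from -0.208 to -0.044 (0.229). Circadian genes in leaf ranged from 0.070 to 0.142, and 2 of 6 fits lost the threshold (unadjusted p of 0.142 and 0.054). Light genes in leaf ranged from 0.033 to 0.110, and 2 of 6 fits passed (0.0139 and 0.041). The sign reversed for ribosome biogenesis in Epi 8 floral stem (-0.061 to 0.281, the highest at 0.0258), defense in Epi 8 root (-0.050 to 0.010), circadian genes in Epi 8 root (-0.069 to 0.171) and light genes in Epi 8 root (-0.10 to 0.034). Among these fits, 8 reversed, 4 lost and 3 gained the threshold, and 51 kept both.

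The correlation across genes of the log2FC of Epi 8 and Epi 24 was 0.255 in floral stem and 0.456 in root. Over genes above the median expression it was 0.048 and 0.172. With the WT plants divided so that none served both lines, it was 0.226, -0.236, 0.098, -0.078, -0.377 and 0.12 in floral stem and 0.011, -0.0032, 0.011, -0.014, -0.0030 and 0.011 in root. In root the correlation was not seen without shared WT plants, although fewer WT plants per line also make the log2FC noisier. With each plant left out it ranged from 0.131 to 0.512 and from 0.346 to 0.661.

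The clock index kept its direction under all 18 settings and 36 fits without a plant that were run. The differences without a plant ranged from 2.16 to 2.70, 0.34 to 0.88, -1.33 to -0.94, -0.84 to -0.45, 0.34 to 0.73 and 0.28 to 0.67 in the order of the comparisons with WT. *RID3*, *OLI2*, *SWA1* and *BOP1* stayed lower in Epi 24 in all 32 alternative values (8 per gene), with FDR values from 0.271 to 1.0, 0.136 to 1.0, 0.141 to 1.0 and 0.168 to 1.0.

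Depth limits the genes with few counts, such as *MSH1* in floral stem with 39 to 105 counts per plant. With 3 plants per group, simulated changes of 2-fold were called for 17.6% of genes and of 4-fold for 84.8%, so small changes can be missed at this design. The simulated genes varied independently, so these shares may not hold for the real libraries. Leaf libraries thinned to 18465252 counts gave 180 DEGs in Epi 8.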

Differences from the paper's values

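Of the settings compared with the paper's values in this part, the exact test with an FDR and the annotation terms were chosen after the result was seen, and the others before.

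In floral stem, the paper reports 1375 DEGs in Epi 8 and 1033 in Epi 24, and 5 and 0 genes passed here (0.05 FDR over all tested genes), with 1416 and 995 at an unadjusted p. Of the alternatives set before the data were examined, an unadjusted p in the quasi-likelihood test on 9 libraries (1416 and 995), in the exact test on 6 libraries (1372 and 1038) and in the quasi-likelihood test on 6 libraries (1229 and 880) came within 1.5 times of the paper's numbers. With an unadjusted p and each plant left out in turn, the counts were 1032 to 2214 and 582 to 2955, some of them within 1.5 times. The alternatives with an FDR were outside, the closest being DESeq2's Wald test with 358 and 21.

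For Epi 8 root, the paper's list in Additional file 4 comes to 1133 genes, and 0 passed here, with 628 at an unadjusted p. The exact test on 6 libraries with an unadjusted p gave 810 genes, within 1.5 times, as did the highest of the fits with an unadjusted p and a plant left out (452 to 889). For Epi 24 root, the paper shows about 1100 DEGs in Fig. S5b, read by eye, and 0 passed here. An unadjusted p gave 769 and the exact test with an unadjusted p 753, both within 1.5 times, as were the fits with an unadjusted p and a plant left out (805 to 1239). For Epi 8 leaf, the paper shows about 1900 in Fig. S5b, read by eye, and 191 passed here. An unadjusted p gave 1426, the exact test 1501 and the quasi-likelihood test on 6 libraries 1347, within 1.5 times, as was the highest of the fits with an unadjusted p and a plant left out (989 to 1884). In these 3 comparisons, every alternative with an FDR was outside.

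The paper's floral stem lists share 195 genes, and 0 DEGs were shared here. With an unadjusted p, 180 were shared, the only alternative set before the data were examined that came within 1.5 times.

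The paper places the greatest overlap between the root samples or between leaf and floral stem. Without adjustment, the largest number shared here was 180 between both lines in floral stem, and the largest odds ratio was 6.77 between the root lists, while Epi 8 leaf and floral stem shared 149 genes with an odds ratio of 1.89.

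The paper describes defense pathways as enriched in Epi 8 root relative to Epi 24 in a sentence on root samples, and as enriched in Epi 24 root in a later sentence. In the annotation terms, a test chosen after seeing the data, defense response had an FDR of 0.337 in Epi 8 root and 0.00161 in Epi 24 root. For Epi 8 leaf, where the paper describes defense enrichment, the term had an FDR of 1.0 (26 of 256 genes), while the defense set from Additional file 4 was higher than in WT (median log2FC 0.28). The paper describes enrichment of root development in the Epi 8 root DEGs, and the term had 3 of 31 genes here (FDR 1.0). For Epi 8 floral stem, the paper names circadian rhythm and regulation of transcription, and each of these annotation terms had an FDR of 0.238 here. The annotation terms can hold other genes than the GO terms that the paper tested. The term circadian rhythm lacks *LHY*, *PRR9*, *CCA1* and *RVE8*. A term over the limit here therefore does not contradict the enrichment that the paper reports.

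The paper names *RID3*, *OLI2*, *SWA1* and *BOP1* among the DEGs of the ribosome biogenesis pathway. Here each had an FDR of 0.807 in Epi 24 floral stem. An unadjusted p in the quasi-likelihood test calls all 4, and an unadjusted p in the exact test calls *OLI2* (0.00684), *SWA1* (0.00291) and *BOP1* (0.025) but not *RID3* (0.0552), which would pass at the p under 0.1 that the legend of Fig. 6 gives for its network. The likelihood ratio test and DESeq2 with an FDR call none of the 4. *NRPA1* and *NRPA2* are called only by an unadjusted p.

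Among the clock genes that the paper lists for Epi 8 floral stem, *LHY*, *PRR9* and *TOC1* had FDR values of 0.068, 0.0699 and 0.068. The likelihood ratio test and DESeq2 call these 3, as does the exact test with an FDR (7.34e-06, 2.15e-05 and 4.07e-05), a setting chosen after seeing the data. DESeq2 also calls *LUX* (0.0458), and *CCA1*, *RVE8*, *GI*, *ELF4* and *FKF1* are called only by an unadjusted p. In Epi 24 floral stem, *PRR9*, which the paper lists, is called only by an unadjusted p (0.0234 in the quasi-likelihood test). In Epi 8 root, the paper lists *CCA1*, *LHY*, *RVE8*, *LUX*, *ELF4* and *FKF1*, and each is called here by an unadjusted p. The exact test with an FDR, chosen after seeing the data, calls *CCA1* (0.0173) and no other of these 6.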

Other observations

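Of the tests in this part, the adjustment over the listed genes was chosen only after the result was seen.

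The FDR values that the paper lists for the floral stem DEGs were compared with a Benjamini-Hochberg adjustment of the listed p-values over the listed genes alone. All 2408 values (1375 in Epi 8 and 1033 in Epi 24) equal it within 1%, the largest difference being 0.41%. Adjusted over the 19594 genes tested here, the largest listed p-values would give FDR values of 0.712 and 0.946. These values are consistent with an adjustment made after the genes had been selected at an unadjusted p. Fig. 5b is titled with a p-value limit and its legend names an FDR limit.

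Epi 8 and Epi 24 were compared with the same 3 WT plants, which may create a shared change. With the WT plants divided so that none served both lines, the highest correlation across genes of the log2FC was 0.011 in root, against 0.456 with shared WT plants, so the correlation in root was not seen without shared WT plants and cannot be told apart from their sharing. In floral stem it was 0.226 at most, against 0.255, and ranged down to -0.377, so whether the lines share a change there cannot be told apart from the shared WT plants.

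Each comparison was set against the 4 splits of its 6 plants, the real split included, that part all 3 same-numbered pairs. The other 6 of the 10 splits part a single pair. A share under 0.25 is not possible with 4 splits, nor one under 0.1 with all 10, so these counts cannot rule out a chance division of the plants. As many DEGs as in the real split appeared in 2 of 4 splits for Epi 8 floral stem, in 4 of 4 for Epi 24 floral stem, both roots and Epi 10 leaf, where the real split has 0 DEGs and no other outcome was possible, and in 1 of 4 for Epi 8 leaf and for the lines in floral stem and in root. At an unadjusted p, the numbers were 2 for Epi 8 floral stem, Epi 24 floral stem, Epi 24 root and Epi 10 leaf, and 1 for Epi 8 root, Epi 8 leaf and both comparisons of the lines. For Epi 8 floral stem, a split that mixes Epi 8 and WT plants gave 634 DEGs (3273 genes at an unadjusted p) against 5 (1416) for the real split. The splits that part a single pair gave up to 11 DEGs in Epi 24 root, up to 2 in Epi 24 floral stem and 0 in the other comparisons. At an unadjusted p, their highest counts exceeded the real split in Epi 24 floral stem (2214), Epi 24 root (951) and Epi 10 leaf (567), and in no other comparison.

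For gene sets, a median as far from 0 appeared in 4 of 4 splits for ribosome biogenesis in Epi 8, 2 in Epi 24 (0.355 against 0.322 in size for the real split) and 1 between the lines. Defense had 3 in Epi 8 root, 2 in Epi 24 root, 1 in Epi 8 leaf and 2 between the lines in root. Circadian genes had 2 in Epi 8 root and 1 in Epi 8 leaf, light genes 2 in each. For circadian genes in leaf, a split that parts a single pair was further from 0 (0.0905 against 0.0869 for the real split). For ribosome biogenesis between the lines and defense in leaf, such splits reached at most 0.325 and 0.276 in size, under the 0.403 and 0.278 of the real splits.

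Offsets for GC content and exon length gave 4 DEGs in Epi 8 floral stem, 0 in Epi 24 floral stem (1010 at an unadjusted p), 0 in Epi 8 root (633), 0 in Epi 24 root (745), 95 in Epi 8 leaf and 0 in Epi 10 leaf (453), and between the lines 3 in floral stem, as before, and 9 in root against 4 before. In Epi 8 leaf the count fell from 191 to 95, so part of the leaf calls may reflect GC content or length, and the 95 that pass with the offsets are not fully explained by them. The ribosome biogenesis median in Epi 24 was -0.32 without and -0.331 with the offsets (unadjusted p of 7.07e-07). GC content and length explained 0.49% of the variance of the log2FC across genes, and the offsets did not move the median towards 0. These values argue against GC content or length as the source of the lower median of these 53 genes.

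Leaf libraries were deeper than the others. After thinning to 18465252 counts, Epi 8 leaf had 180 DEGs and Epi 10 leaf 0 (418 at an unadjusted p), so depth does not account for the DEGs of Epi 8 leaf. For Epi 10, with 0 DEGs before and after, the test could not decide.

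Epi 10 leaf, which the sample labels name and the paper's RNA-seq methods do not, had 0 DEGs against WT (452 genes at an unadjusted p, 256 higher and 196 lower), with groups that do not overlap for 13.8% of the genes against 10% by chance. *MSH1* had 18.1 ± 0.505 CPM in Epi 10 leaf (SD, n = 3). Translation genes had a median log2FC of -0.18 in Epi 10 leaf, -0.33 in Epi 24 floral stem, -0.17 in Epi 24 root, 0.20 in Epi 8 floral stem and 0.10 in Epi 8 root. The adjusted p of camera for these was 3.71e-21, 1.51e-14, 7.78e-17, 9.6e-05 and 1.58e-08 over 8 comparisons. The p of fry was 0.0382, 0.297, 0.108, 0.525 and 0.287, and with an estimated correlation camera's unadjusted p was 0.0743, 0.289, 0.181, 0.577 and 0.349. The clock index of Epi 10 leaf was 0.47 above WT (exact permutation test, p = 0.2, adjusted p = 0.24), and that of Epi 24 root 0.62 below WT, a difference of -0.62 (exact permutation test, p = 0.1, adjusted p = 0.15).

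The direction of the ribosome biogenesis genes in Epi 24 floral stem was lower than in WT, with 43 of 53 genes lower, under TMM (median -0.32) and RLE scaling (-0.33). The paper's text describes the pathway as more robust in Epi 24, and Additional file 4 lists *OLI2*, *SWA1*, *BOP1*, *NRPA1* and *NRPA2* as lower in Epi 24.

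The Epi 8 root list in Additional file 4 shows 610 genes and comes to 1133 with those left out of the sheet at hand, while the exact test gave 810 genes at an unadjusted p under 0.05. The 610 shown reach a largest p of 0.025.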
